# Conditional *in vivo* deletion of LYN kinase has little effect on a BRCA1 loss-of-function-associated mammary tumour model

**DOI:** 10.1242/dmm.050211

**Published:** 2024-01-25

**Authors:** Giusy Tornillo, Lauren Warrington, Howard Kendrick, Adam T. Higgins, Trevor Hay, Sam Beck, Matthew J. Smalley

**Keywords:** BRCA1, LYN kinase, Cre-LoxP

## Abstract

LYN kinase is expressed in BRCA1 loss-of-function-dependent mouse mammary tumours, in the cells of origin of such tumours, and in human breast cancer. Suppressing LYN kinase activity in BRCA1-defective cell lines as well as in *in vitro* cultures of *Brca1*-null mouse mammary tumours is deleterious to their growth. Here, we examined the interaction between LYN kinase and BRCA1 loss-of-function in an *in vivo* mouse mammary tumour model, using conditional knockout *Brca1* and *Lyn* alleles. Comparison of *Brca1* tumour cohorts showed little difference in mammary tumour formation between animals that were wild type, heterozygous or homozygous for the conditional *Lyn* allele, although this was confounded by factors including incomplete *Lyn* recombination in some tumours. RNA-sequencing analysis demonstrated that tumours with high levels of *Lyn* gene expression had a slower doubling time, but this was not correlated with levels of LYN staining in tumour cells themselves. Rather, high *Lyn* expression and slower tumour growth were likely a result of B-cell infiltration. The multifaceted role of LYN indicates that it is likely to present difficulties as a therapeutic target in breast cancer.

## INTRODUCTION

The protein product of the *BRCA1* gene is well established as a tumour suppressor, principally of breast and ovarian cancer (Fu et al., 2022; Molyneux et al., 2010). Women who inherit one functional and one mutated copy are at an approximately 70% lifetime risk of developing breast cancer and 40% lifetime risk of ovarian cancer (Kuchenbaecker et al., 2017). Tumour formation is associated with loss-of-heterozygosity events that delete the functional copy (Mahdavi et al., 2019) and is accelerated by concomitant inactivation of the TP53 (or p53) tumour suppressor protein (Kim et al., 2016; Liu et al., 2007; Zhu et al., 2022). However, carriers of *BRCA1* mutations may also show functional haploinsufficiency, which increases the risk of overt neoplasia (Lim et al., 2009).

The best-characterised role of BRCA1 is as a key component of error-free, homologous recombination-dependent repair of double-stranded DNA damage (Foo and Xia, 2022; O'Donovan and Livingston, 2010). The defect in this process in BRCA1 loss-of-function-associated cancer is exploited by the use of poly ADP-ribose polymerase (PARP) inhibitors for therapy (Mateo et al., 2019). However, BRCA1 has a number of additional functions not directly affecting DNA damage repair (although they may influence the process indirectly). These include acting as an E3 ubiquitin ligase, regulating transcription and control of centrosomal replication (Densham and Morris, 2017; Nolan et al., 2017; Yoshida and Miki, 2004).

The cells of origin of BRCA1-associated mammary tumours, the mammary luminal epithelial estrogen receptor (ESR1)-negative stem/progenitor population, express the c-KIT (or KIT) receptor tyrosine kinase at high levels, as well as its downstream pathway member, the SRC-family kinase LYN (Regan et al., 2012; Tornillo et al., 2018). LYN is overexpressed in human triple-negative breast cancer (TNBC; the breast cancer subtype most strongly associated with BRCA1 loss) (Choi et al., 2010; Croucher et al., 2013; Hochgrafe et al., 2010; Molyneux et al., 2010) and is also expressed at high levels in mammary tumours from *Brca1* conditional knockout mice (Molyneux et al., 2010). We have directly demonstrated using human breast cancer cell lines, primary cultures from *Brca1*-deleted mouse mammary tumours and cultures from human *BRCA1*-null patient-derived breast cancer xenografts that BRCA1 loss results in activation of LYN and downstream pathways, including the AKT pathway, and confers a growth and survival advantage to mammary tumour cells (Tornillo et al., 2018). We therefore suggested that *LYN* is an oncogene in the context of BRCA1 loss, and a potential therapeutic target in BRCA1 loss-of-function breast and ovarian cancers. However, this has not yet been tested in a gold-standard *in vivo* knockout mouse model. Therefore, we obtained a conditional knockout *Lyn* allele and crossed it to our established *BlgCre Brca1^f/f^ p53^+/−^* mouse mammary tumour model. Surprisingly, we found that in this system, *BlgCre Brca1^f/f^ p53^+/−^* mice carrying two conditional knockout *Lyn* alleles had a shorter overall survival than that of *BlgCre Brca1^f/f^ p53^+/−^* mice heterozygous or wild type for *Lyn*, but there was no difference in mammary tumour-specific survival. Tumours with low levels of *Lyn* expression grew faster than tumours with high levels of *Lyn*; however, the extent of LYN protein expression in tumour cells as assessed by immunohistochemistry (IHC) was not correlated with tumour growth (although we were not able to assess LYN kinase activity in tumour cells). Rather, an increasing abundance of B cells in tumours was significantly associated with a slower tumour-doubling time. As B cells also express *Lyn*, this likely explained the correlation of tumour-doubling time with *Lyn* expression levels but not with LYN staining in tumour cells. Our results suggest that, as a therapeutic target in breast cancer, LYN kinase is likely to present difficulties.

## RESULTS

### The *Lyn^fl(ex4)^* allele is efficiently recombined *ex vivo*, resulting in loss of *Lyn* expression

We previously assessed the relationship between LYN and (*BRCA1*-associated) mammary tumourigenesis using, among other approaches, shRNA knockdown with two independent shRNA sequences (Tornillo et al., 2018). We controlled for off-target effects by re-expressing a *Lyn* cDNA that was resistant to the effects of the knockdown. Our findings suggested that functional LYN kinase was required for survival of BRCA1-null mammary tumour cells (Tornillo et al., 2018). However, the role of LYN in *BRCA1*-associated mammary tumourigenesis has not been investigated using the gold standard of conditional *in vivo* knockouts. Therefore, we obtained a mouse line carrying a conditional (floxed exon 4) *Lyn* allele (*Lyn^tm1c^*; hereafter *Lyn^fl^*) from the Mary Lyon Centre, Medical Research Council (MRC) Harwell, UK (Fig. 1A). Full details of these mice, the breeding strategies used to generate experimental cohorts and genotyping primers are provided in the Materials and Methods, Fig. S1 and Table S1.

**Fig. 1.**
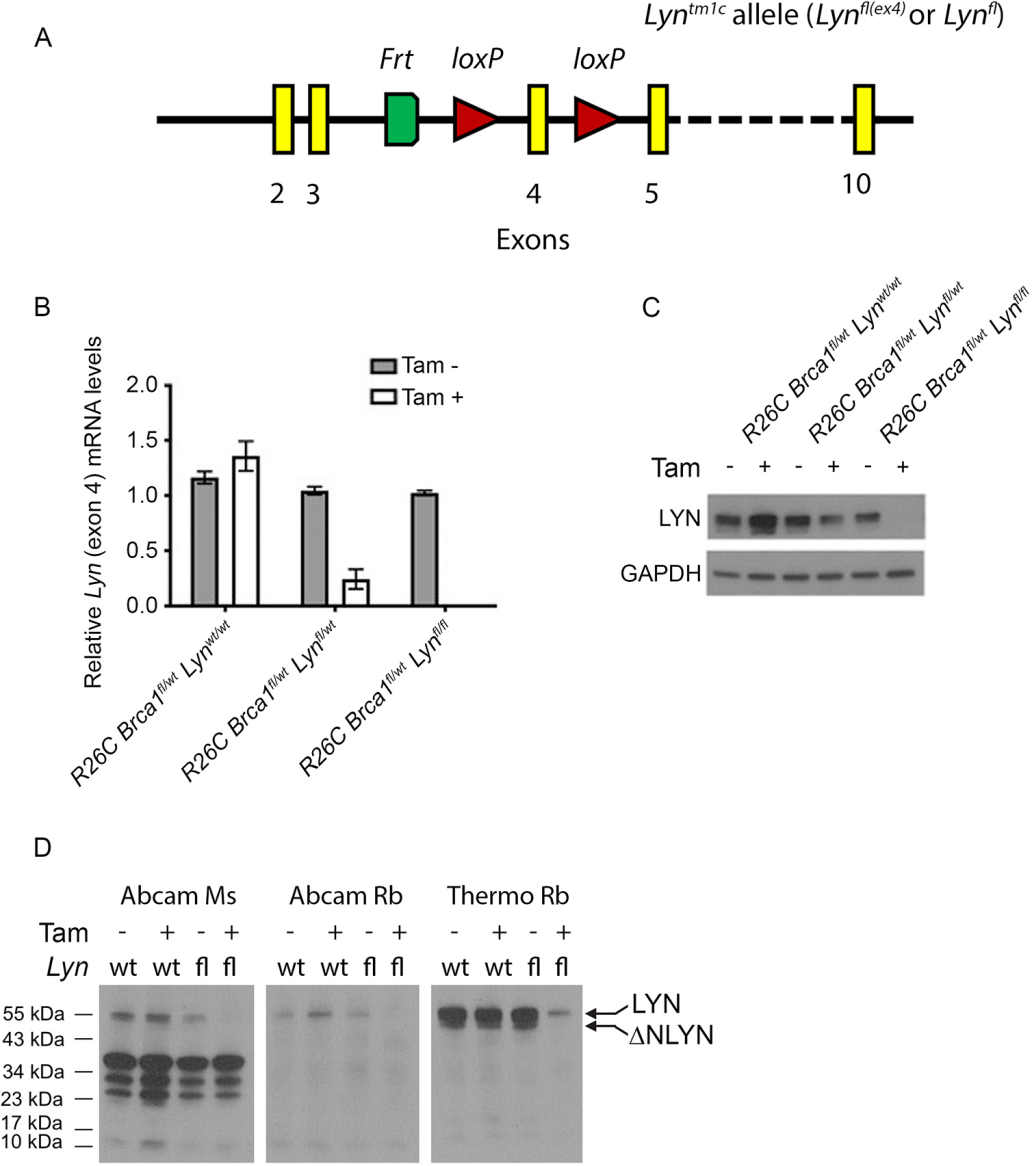
**The *Lyn^fl^* allele is efficiently recombined *ex vivo* to deplete the LYN protein.** (A) Schematic of the *Lyn^tm1c^* [*Lyn^fl(ex4)^* or *Lyn^fl^*] allele as supplied by the Mary Lyon Centre, MRC Harwell. The locations of *loxP* sites flanking exon 4 are indicated by red triangles. The single *Frt* site (green) is a remnant of the targeting strategy used to generate the allele. (B) qRT-PCR analysis of *Lyn* levels using an exon 4-specific probe in cultured primary mouse mammary epithelial cells from *R26C Brca1^fl/wt^ Lyn^wt/wt^*, *R26C Brca1^fl/wt^ Lyn^fl/wt^* and *R26C Brca1^fl/wt^ Lyn^fl/fl^* mice, treated with either vehicle control or tamoxifen (Tam). Mean±95% c.i. of exon 4 levels for the indicated condition relative to those for vehicle-treated *R26C Brca1^fl/wt^ Lyn^fl/wt^* cells are shown (*n*=3 independent experiments, each using primary cells harvested from three mice of each genotype). (C) Western blot for LYN expression in representative protein extracts from the cell cultures analysed in B (using the Thermo Fisher Scientific polyclonal antibody against LYN). (D) Western blot analysis of LYN expression in *R26C Brca1^fl/wt^ Lyn^wt/wt^* and *R26C Brca1^fl/wt^ Lyn^fl/fl^* primary mammary epithelial cells, with or without tamoxifen treatment, using three different commercial anti-LYN antibodies. Each antibody was tested on identical loading of the same protein extracts (from a single cell preparation of each genotype). The expected LYN band and the putative ΔNLYN product visible with the Thermo Fisher Scientific rabbit polyclonal antibody are indicated. Ms, mouse; Rb, rabbit.

We first used *Lyn^fl^* mice to establish a cohort of animals in which expression of a tamoxifen-inducible Cre recombinase was driven from the ubiquitously active *Rosa26* promoter (hereafter *R26C*). This cohort also included a conditional floxed *Brca1* allele [*Brca1^fl(ex22-24)^*; hereafter *Brca1^fl^*] (McCarthy et al., 2007; Molyneux et al., 2010). To test the recombination of the *Lyn^fl^* allele, mammary epithelial cells were harvested from *R26C Brca1^fl/wt^ Lyn^wt/wt^*, *R26C Brca1^fl/wt^ Lyn^fl/wt^* or *R26C Brca1^fl/wt^ Lyn^fl/fl^* mice and cultured as three-dimensional (3D) organoids according to our previous protocols (Tornillo et al., 2018). After 1 day, cultures were treated with 100 nM 4-hydroxytamoxifen (4OHT) or vehicle. After overnight incubation, cultures were washed to remove 4OHT and then cultured for a further 72 h prior to lysis for isolation of either RNA or protein. Quantitative real-time reverse-transcription PCR (qRT-PCR) analysis (Fig. 1B) demonstrated no difference in the expression of *Lyn* exon 4 among vehicle-treated *R26C Brca1^fl/wt^ Lyn^wt/wt^*, *R26C Brca1^fl/wt^ Lyn^fl/wt^* or *R26C Brca1^fl/wt^ Lyn^fl/fl^* cells, or between vehicle- and 4OHT-treated cells from *R26C Brca1^fl/wt^ Lyn^wt/wt^* mice. However, there was a significant reduction in *Lyn* exon 4 expression levels in 4OHT-treated cells compared to those in vehicle-treated *R26C Brca1^fl/wt^ Lyn^fl/wt^* cells, whereas *Lyn* exon 4 was undetectable in 4OHT-treated cells from *R26C Brca1^fl/wt^ Lyn^fl/fl^* mice. Western blot analysis of protein extracts from these cultures (Fig. 1C) confirmed these results.

To provide further evidence that deletion of *Lyn* exon 4 results in a complete loss of LYN protein rather than, for example, generating a truncated protein that may have dominant-negative effects, protein lysates from *R26C Brca1^fl/wt^ Lyn^wt/wt^* and *R26C Brca1^fl/wt^ Lyn^fl/fl^* cells, treated with either vehicle or 4OHT, were analysed by western blotting using three different anti-LYN antibodies – a mouse monoclonal antibody (Abcam, ab1890) and two rabbit polyclonal antibodies (Abcam, ab32398; Thermo Fisher Scientific, PA5-81925) – in parallel (Fig. 1D; Table S1). In all other respects, the analysis was run identically, with identical amounts of protein loaded in all lanes. All three antibodies showed a substantial reduction in the amount of LYN protein detected in 4OHT-treated *R26C Brca1^fl/wt^ Lyn^fl/fl^* cells, compared to that detected in other samples, and indeed, LYN was undetectable by the Abcam mouse monoclonal and rabbit polyclonal antibodies. The mouse monoclonal antibody generated a number of non-specific bands only observed with the other reagents in very over-exposed blots (see Fig. S8). The Abcam polyclonal antibody detected only a faint single band at the expected size, which disappeared in 4OHT-treatment of *Lyn^fl^* cells. The Thermo Fisher Scientific rabbit polyclonal antibody detected a strong signal of the expected size, which was substantially reduced in the 4OHT-treated *R26C Brca1^fl/wt^ Lyn^fl/fl^* sample, although a faint band was still visible, suggesting 100% recombination was not achieved in the cultures. The lower band visible with the Thermo Fisher Scientific polyclonal antibody was not an artefact associated with the *Lyn^fl^* allele, as it was visible in extracts from both *Lyn^wt^* and *Lyn^fl^* cells. It was specific to LYN, as it disappeared upon 4OHT-treatment of *Lyn^fl^* cells. It was not, however, the B isoform of LYN (hereafter LYNB) (Tornillo et al., 2018), as the A isoform (hereafter LYNA) and LYNB, were not fully resolved in the gradient gels used here (Tornillo et al., 2018). We hypothesize that the lower band is an endogenous product of caspase cleavage of LYN; a ΔNLYN variant has been previously described (Marchetti et al., 2009). Therefore, the *Lyn^fl^* allele is recombined by Cre recombinase and, as a result, is unable to generate the protein.

### A *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^fl/fl^* mouse cohort has reduced overall survival but few other differences compared to cohorts with wild-type *Lyn* alleles

Next, three cohorts of mice in which Cre expression was driven by the β-lactoglobulin promoter (*BlgCre*) were established. All three were homozygous for floxed *Brca1* alleles and also germline heterozygous for *Trp53* or *p53* (*BlgCre Brca1^fl/fl^ p53^+/−^*), similar to the lines that we previously used (McCarthy et al., 2007; Molyneux et al., 2010). One cohort was wild type for *Lyn* (*BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^wt/wt^*, *n*=19); in the second cohort, animals were heterozygous for the conditional *Lyn* allele (*BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^fl/wt^*, *n*=22); and in the third cohort, they were homozygous for the conditional *Lyn* allele (*BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^fl/fl^*, *n*=21). Mice were aged until defined humane endpoints were reached, at which point animals were euthanised and underwent a full necropsy. When mice developed mammary tumours, these were regularly measured to determine tumour-doubling times prior to the point at which euthanasia was necessary. Full details of all cohort animals and their pathology is provided in Tables S2 and S3.

We hypothesised that as LYN kinase activity was required for survival of cells that had lost BRCA1 activity (Tornillo et al., 2018), introducing the conditional *Lyn^fl(ex4)^* allele into the *BlgCre Brca1^fl/fl^ p53^+/−^* background would result in a significant increase in overall survival (i.e. the age at which mice had to be euthanised for any reason) and also in mammary tumour-specific survival (i.e. the age at which mice had to be euthanised specifically as a result of the size of a mammary tumour). In contrast to our hypothesis, however, overall survival for *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^fl/fl^* mice was slightly, but significantly, shorter than that for *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^fl/wt^* mice (median survival of 350 days versus 365 days, respectively), although not significantly different to that for *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^wt/wt^* mice (median survival of 366 days) (Fig. 2A). There was no significant difference in mammary tumour-specific survival between the cohorts (Fig. 2B).

**Fig. 2.**
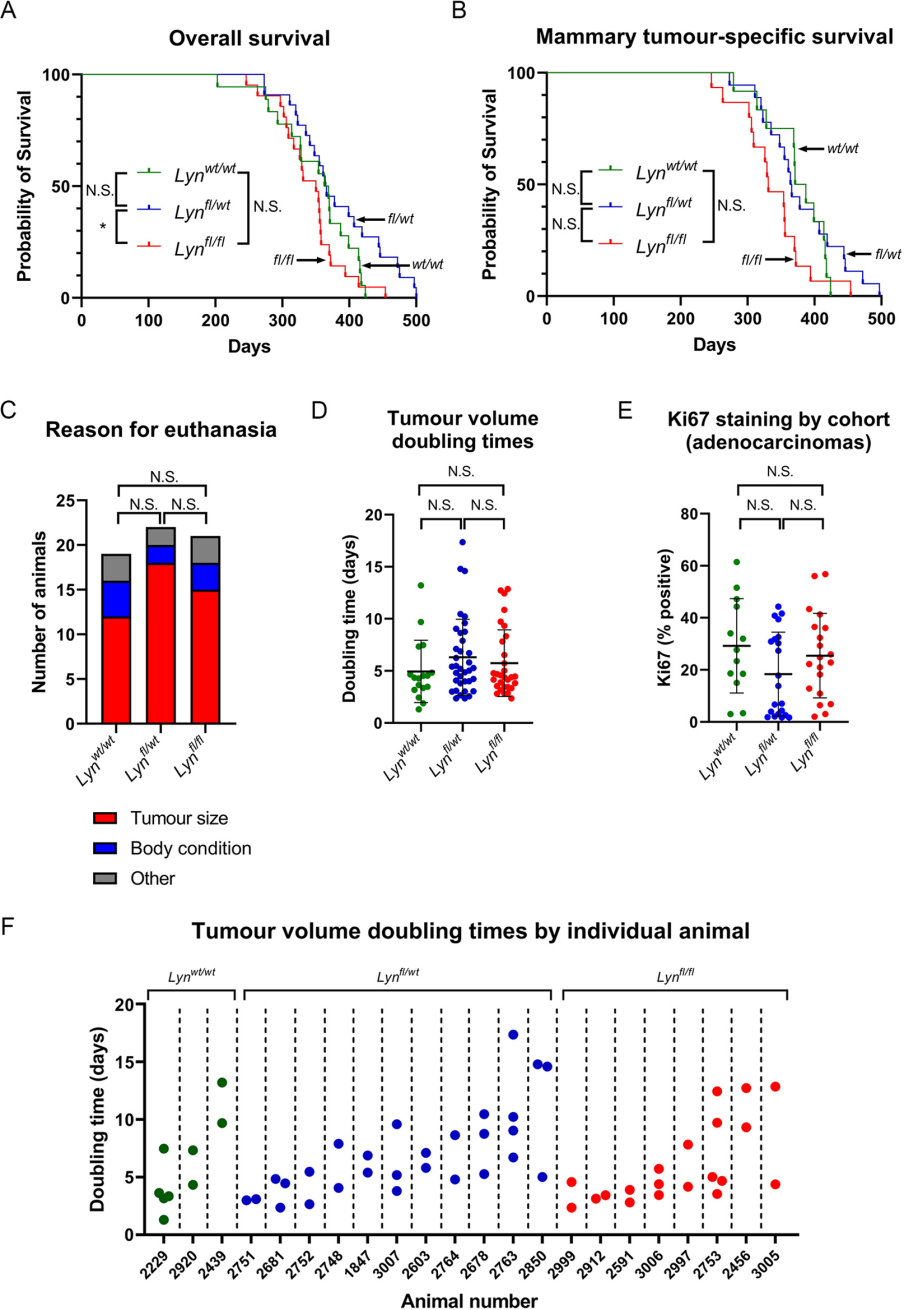
***Lyn^fl/fl^* mice have decreased overall survival in the *BlgCre Brca1^fl/fl^ p53^+/−^* model and have tumours with highly heterogeneous growth characteristics.** (A) Kaplan–Meier curve of overall survival of *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^wt/wt^* (*n*=19), *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^fl/wt^* (*n*=22) and *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^fl/fl^* (*n*=21) cohorts. *Lyn^fl/fl^* mice had a significantly shorter survival than *Lyn^fl/wt^* mice (*P*<0.05; log rank test). (B) Kaplan–Meier curve of survival of *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^wt/wt^* (*n*=12), *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^fl/wt^* (*n*=18) and *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^fl/fl^* (*n*=15) cohorts considering only mice euthanised as a result of a mammary tumour reaching a specified endpoint. There were no significant differences (log rank test). (C) Reasons for euthanasia in *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^wt/wt^* (*n*=19), *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^fl/wt^* (*n*=22) and *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^fl/fl^* (*n*=21) cohorts. No significant differences were found (χ^2^ test for trend). (D) Doubling times (days) for individual tumours in each cohort (*n*=17, 36, 30 for *Lyn^wt/wt^*, *Lyn^fl/wt^* and *Lyn^fl/fl^*, respectively). No significant differences (one-way ANOVA across cohorts; two-tailed unpaired *t*-tests comparing each cohort to the others). (E) Ki67 percentage positivity in sections of mammary adenocarcinomas from each cohort (*n*=13, 21, 20 for *Lyn^wt/wt^*, *Lyn^fl/wt^* and *Lyn^fl/fl^*, respectively). No significant differences were found (Kruskel–Wallis test across cohorts; Mann–Whitney test comparing each cohort to the others). In D,E, the value for each tumour is plotted with the mean±s.d. (F) Tumour volume doubling times (days) by animal showing only animals from each cohort with more than one tumour measured. N.S., not significant; *P<0.05.

The majority of mice in all cohorts were euthanised because of the growth of the mammary tumours (Fig. 2C). Other reasons for euthanasia included scratches, vestibular syndrome or poor body condition score, with several examples of non-mammary neoplasia found upon necropsy, as well as reactive hyperplasia of the spleen. In seven cases, neoplastic epithelial deposits were observed in the lungs of animals carrying mammary tumours (Fig. S2A,B); in one of these cases, both the lung deposit and the primary tumour had a squamous histology, consistent with metastatic spread of the primary tumour (Fig. S2B). Other neoplastic lesions included haemangiosarcoma (one case) and osteosarcoma (two cases) (Fig. S2C-F). Histological analysis of enlarged spleens suggested that this was largely reactive but, in some cases, the histology was consistent with histiocytic sarcoma (two cases) or lymphoma (clonal analysis of B- and/or T-cell receptor rearrangement to confirm lymphoma was not carried out as this was not the primary focus of this study). Florid extra-medullary haematopoiesis was also noted in some cases. There was no visible difference in LYN staining in the white pulp of the spleen in *Lyn^fl/fl^* animals compared to that in other animals, with an expected decrease in LYN staining in proliferating B-cell germinal centres (Fig. S3).

There were no significant differences in the histotypes of mammary tumours between the cohorts (the majority of which were adenocarcinomas of no special type; Figs S4 and S5A). Many animals developed more than one tumour, and six of these developed more than one tumour in the same gland (Table S2), but there was no significant difference between the cohorts in terms of numbers of tumours developed by each animal (Fig. S5B). The growth of every mammary tumour that was palpable while an animal was alive was measured daily until a humane endpoint was reached. This enabled doubling times for every tumour with three or more measurements to be established. There was no significant difference in doubling times of mammary tumours between the cohorts (Fig. 2D). This was confirmed by Ki67 staining of sections from mammary tumours across the cohorts (considering only adenocarcinomas to eliminate different tumour histotypes as a potential confounding factor) (Fig. 2E; Table S4). Within each cohort there was, however, considerable heterogeneity in tumour-doubling times and, when animals that developed more than one tumour were considered individually, it was apparent that even in a single animal, doubling times of tumours could vary widely (Fig. 2F).

### Cohort genotype only partly predicts LYN expression in tumours

Variation in the behaviour of tumours across a cohort, and indeed in multiple tumours from a single mouse, could result from partial floxed allele recombination in *Lyn^fl/wt^* or *Lyn^fl/fl^* mice, or from suppression of LYN expression by other mechanisms in *Lyn^wt/wt^* mice. If such variation existed, it would confound any analysis of the role of LYN in *Brca1*-dependent mammary tumourigenesis based solely on cohort genotype.

Therefore, to directly assess LYN expression levels in tumours from the three cohorts, 13 *Lyn^wt/wt^* tumours, 21 *Lyn^fl/wt^* tumours and 20 *Lyn^fl/fl^* tumours – all adenocarcinomas (no special type) – were randomly selected for staining for LYN protein (Fig. 3). LYN staining was assessed both qualitatively and semi-quantitatively using a histoscore approach based on the strength of staining and the area of the tumour stained (see Materials and Methods; Fig. S5C, Table S4). Scoring was carried out with the genotype masked; once scored, tumours were unmasked and analysed.

**Fig. 3.**
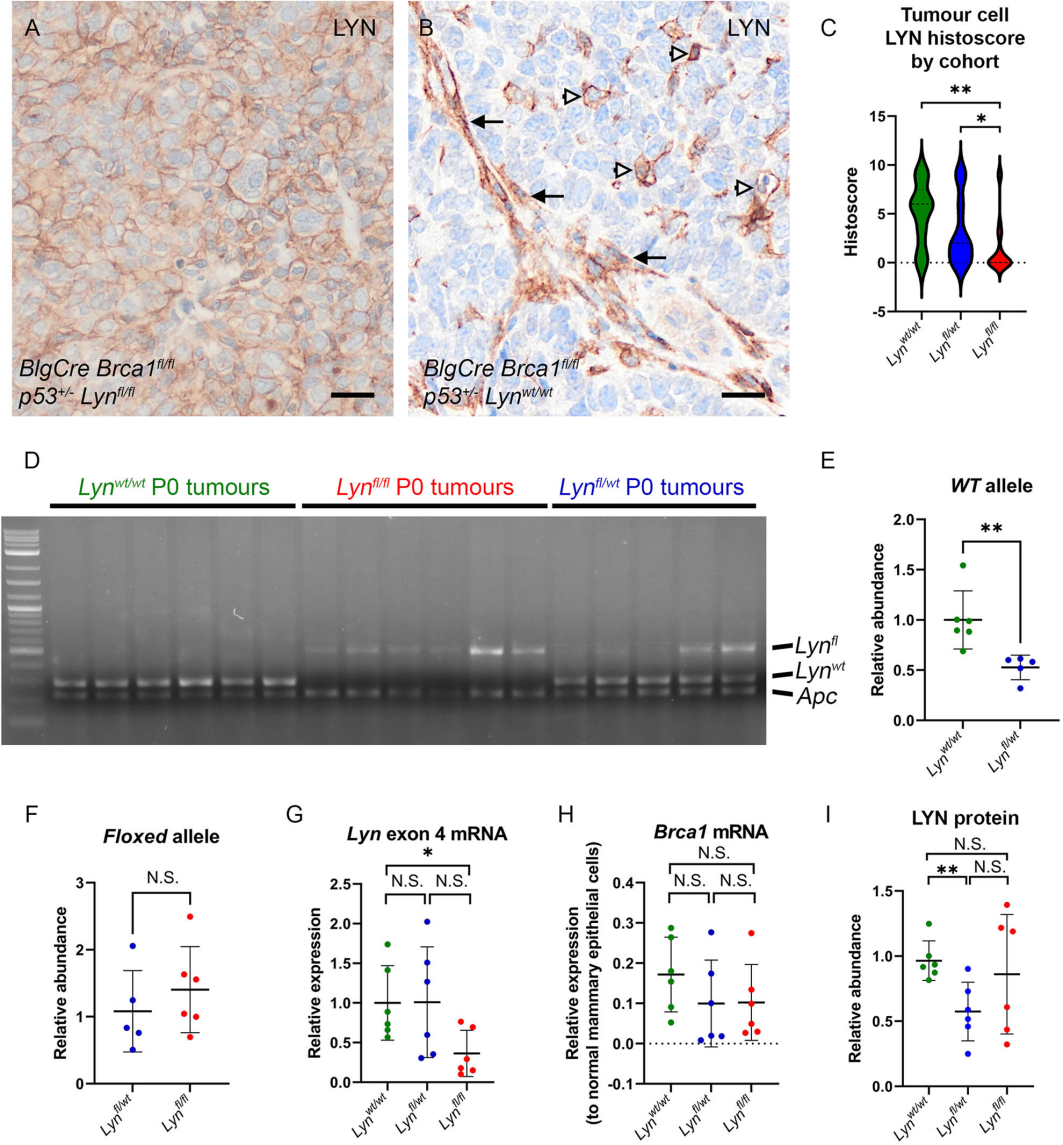
**LYN expression in tumours is heterogeneous but decreased overall in *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^fl/fl^* mice.** (A) LYN staining pattern in epithelial-like tumour cells. Scale bar: 20 µm. (B) LYN staining in single cells (open arrowheads) and cancer-associated fibroblast-like cells (black arrows). Scale bar: 20 µm. (C) ‘Histoscore’ quantitation of LYN staining in epithelial-like tumour cells (see Materials and Methods for details; *n*=13, 21 and 20 for *Lyn^wt/wt^*, *Lyn^fl/wt^* and *Lyn^fl/fl^*, respectively). The *Lyn^fl/fl^* cohort has significantly less staining than the *Lyn^wt/wt^* or *Lyn^fl/wt^* cohort (Mann–Whitney test). (D) Semi-quantitative PCR analysis of *Lyn^fl(ex4)^* and *Lyn^wt^* alleles in genomic DNA isolated from primary cultures of *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^wt/wt^* (*n*=6), *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^fl/wt^* (*n*=5) and *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^fl/fl^* (*n*=6) tumour cells. Analysis of the *Apc* locus was included as a control to enable relative quantitation. Each PCR reaction included the primers for all three alleles. P0, passage 0/primary cultures. (E) Quantitation of the relative abundance of *Lyn^wt^* alleles in D, considering only *Lyn^wt/wt^* and *Lyn^fl/wt^* cultures (as no *Lyn^wt^* alleles were present in *Lyn^fl/fl^* cells). There are 50% fewer (Mann–Whitney test) *Lyn^wt^* alleles in the *Lyn^fl/wt^* cultures compared to the *Lyn^wt/wt^* cultures, as expected. (F) Quantitation of relative abundance of *Lyn^fl(ex4)^* alleles in D, considering only *Lyn^fl/wt^* and *Lyn^fl/fl^* cultures (as no *Lyn^fl^* alleles are present in *Lyn^wt/wt^* cells). No significant difference was found between the samples, but the heterogeneity of the samples reflects the clear differences in band intensities seen in D. In E,F, data are presented as abundance in each sample relative to the *Apc* band in that sample. The mean abundance±s.d. of each group is indicated. (G) qRT-PCR analysis of *Lyn* exon 4 expression in primary tumour cell cultures. Data are presented as expression relative to the mean value for the *Lyn^wt/wt^* cells (Mann–Whitney test). (H) qRT-PCR analysis of *Brca1* expression in primary tumour cell cultures. Data presented as expression relative to *Brca1* levels in lysates of freshly isolated normal mouse mammary epithelial cells for *Brca1* (Mann–Whitney test). (I) Relative expression of LYN protein in primary tumour cultures as determined by western blot analysis, quantified relative to standard loading controls and normalised to one *Lyn^wt/wt^* tumour culture sample (Mann–Whitney test; see Fig. S8 for raw blots). For G-I, *n*=6 samples of each genotype; bars represent the mean±s.d. N.S., not significant; *P<0.05; **P<0.01.

Staining patterns fell into three types: sheets and nests of epithelial-like tumour cells showing membrane staining (Fig. 3A); single cells scattered throughout the tumour, which were typically cells with pseudopodia and an appearance suggesting a motile phenotype (Fig. 3B, open arrowheads); and cells with the appearance of tumour-associated fibroblasts (Fig. 3B, black arrows).

Histoscore quantitation of LYN staining was carried out for the neoplastic epithelial-like tumour cells. LYN staining of these varied significantly with tumour genotype (Kruskal–Wallis test, *P*=0.0063) (Fig. 3C). There was a significant reduction in LYN staining in the cells of *Lyn^fl/fl^* tumours compared to that in *Lyn^wt/wt^* tumours (Mann–Whitney test, *P*=0.002) and *Lyn^fl/wt^* tumours (Mann–Whitney test, *P*=0.0344). However, some *Lyn^fl/fl^* tumours clearly retained strong LYN staining, whereas some *Lyn^wt/wt^* tumours showed very little or no staining. LYN staining in *Lyn^fl/wt^* tumours was reduced compared to that in *Lyn^wt/wt^* tumours but the difference was not statistically significant.

Although these results showed that, overall, there was a correlation between LYN staining of a tumour and the genotype of the animal the tumour came from, they also highlighted the variability in staining between tumours of the same genotype. This suggested that genotype could not be fully relied upon to predict LYN expression in any one individual tumour. To understand more objectively the relationship between tumour genotype and LYN expression in tumour cells, in the absence of cells from the tumour microenvironment that might also express LYN, we isolated live cells from six tumours of each cohort (*Lyn^wt/wt^*, *Lyn^fl/wt^* and *Lyn^fl/fl^*) and cultured them in conditions optimised for primary culture of epithelial tumour cells, before harvesting DNA, RNA and protein for analysis (DNA was only available for analysis from five of the six *Lyn^fl/wt^* samples).

Semi-quantitative PCR analysis of the *Lyn^fl^* and *Lyn^wt^* alleles demonstrated that the abundance of the *Lyn^wt^* allele in primary cultures of *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^fl/wt^* tumours was approximately half that in cultures of *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^wt/wt^* tumours, as expected (Fig. 3D,E). However, there was also no significant difference overall in the abundance of the *Lyn^fl^* allele between *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^fl/wt^* and *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^fl/fl^* tumour cells (Fig. 3D,F), and it is clear that although in some tumours, the *Lyn^fl^* allele had recombined effectively, in others, it remained intact (Fig. 3D). Assessment of *Lyn* expression by qRT-PCR using a probe targeting exon 4 demonstrated that there was a significant reduction in *Lyn* expression in *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^fl/fl^* tumour cells compared to that in wild-type cells, but again, in some individual tumours, *Lyn* exon 4 expression was comparable to that seen in *Lyn^wt/wt^* tumours (Fig. 3G). *Brca1* expression was, as expected very low in tumours from all three lines relative to that in normal mammary epithelial cells (Fig. 3H), although not entirely absent, likely due to the presence of non-transformed, non-recombined epithelial cells derived from normal ducts trapped within the tumour and thus ‘contaminating’ the primary tumour cultures. Finally, assessment of LYN protein levels in these cells by western blotting showed that *Lyn^fl/wt^* tumour cells had significantly less protein than *Lyn^wt/wt^* tumour cells, but again, although some *Lyn^fl/fl^* tumour cells had low LYN protein levels, others had levels of LYN comparable to those in the wild-type cultures (Fig. 3I).

### Transcriptional analysis of tumours demonstrates that tumours with high *Lyn* expression have a slower doubling time

Analysis of LYN protein levels in tumours demonstrated that although overall, there was a correlation between cohort genotype and LYN expression, there were a number of cases in which tumours from a *Lyn* wild-type mouse had very low or undetectable levels of LYN, whereas tumours from mice homozygous for the *Lyn* flox allele could actually have high levels of LYN expression. This, together with the presence of multiple tumours with different growth rates in some animals, confounded the analysis of the cohorts (Fig. 2A,B).

Therefore, to directly assess differences in the biology of the tumours from the cohorts, and to determine whether or not such differences were correlated with *Lyn* expression, we carried out an RNA-sequencing (RNAseq) analysis of tumour pieces from 39 tumours – 12 from *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^wt/wt^* mice, 14 from *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^fl/wt^* mice and 13 from *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^fl/fl^* mice. 

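Each of the 39 tumours gave 1 RNAseq library, made from a piece of the tumour, so that neoplastic cells, leukocytes, stroma and any neighbouring tissue were measured together. The 12 Lynwt/wt tumours came from 9 mice, the 14 Lynfl/wt tumours from 10 mice and the 13 Lynfl/fl tumours from 9 mice. Of the 28 mice, 9 gave more than 1 tumour, 20 tumours in all. The authors prepared stranded, poly(A)-selected libraries, sequenced them as pairs of 100-bp reads, trimmed the reads with fastp and aligned them to GRCm38 with STAR 2.5.1b, leaving out multimapping reads. Reads were counted per gene of Gencode vM17 with featureCounts 1.5.1, and groups were compared with DESeq2 through SARTools. The raw counts used here cover 53715 genes, of which 14411 had no count in any tumour. The total count per tumour was 57345771 to 82233029 (median 63758568) in Lynwt/wt tumours, 50490044 to 83122719 (median 63095142) in Lynfl/wt tumours and 50555160 to 80787223 (median 61605701) in Lynfl/fl tumours. The paper states at least 35M reads per sample, and the lowest total in the counts used here was 50.5M. Even numbers made up 79.8% of the counts from 1 to 10, so both mates of a pair appear to have been counted, and a count then stands for a read rather than for a fragment. Counts were normalised by TMM, scaled to the mean library, and compared with edgeR's quasi-likelihood test over the genes that passed its low-count filter. A gene was called higher or lower where its Benjamini-Hochberg adjusted p was under 0.05 and its fold change at least 2 or at most 0.5, the thresholds of the legends of Figs 4 and 5. The Lyn-high and Lyn-low groups (13 tumours each) and the PCA groups (29 tumours in group 1/2 and 10 in group 3/4) were taken from Table S5. They were defined by the paper from the same expression values, so the genes that differ between them are not independent of how the groups were made. Autopsies took place in 2020 for 18 tumours and in 2021 for 21, as read from the first part of the autopsy number. The year was not balanced. As many as 9 of 13 Lyn-high but 4 of 13 Lyn-low tumours, and 7 of 10 group 3/4 but 11 of 29 group 1/2 tumours, were from 2020. On simulated data with the spread of these tumours, the genotype comparison recovered 57% of genes with a 2-fold change and 86% of those with a 4-fold change, the Lyn comparison 47% and 84%, and the PCA comparison 67% and 88%. Recovery here means an adjusted p under 0.05 in the right direction, without the fold threshold, for genes with a mean count of at least 100. Fewer genes with a 2-fold change would pass both thresholds. The simulated genes varied independently of each other and 200 of them were changed. Recovery may thus differ in real tumours, where genes vary together or few may change.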

All were adenocarcinomas of no special type, to eliminate histological variation as a confounding factor. The sample details are provided in Table S5. The data were analysed in three ways, two of which were ‘supervised’ and one which was ‘unsupervised’. First, significantly differentially expressed genes (DEGs) [adjusted *P*-value <0.05; ≤0.05 or ≥2.0 log_2_(fold change)] between tumours from *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^wt/wt^* and *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^fl/fl^* mice were identified (supervised analysis on the basis of genotype). Second, the normalised expression values for *Lyn* were used to rank the 39 tumour samples from those with the strongest *Lyn* expression to those with the weakest *Lyn* expression. Then, the 13 tumours most strongly expressing *Lyn* (‘*Lyn*-high’ group) were compared to the 13 tumours with the weakest *Lyn* expression (‘*Lyn*-low’ group) to identify DEGs (supervised analysis on the basis of *Lyn* expression). Finally, a principal component analysis (PCA) analysis was carried out on the complete normalised dataset of 39 tumours to identify any groups of tumours that could be distinguished from each other on the basis of transcriptional profiles in an unbiased manner. Significant DEGs were identified between the PCA groups (unsupervised analysis). The raw and normalised data for these comparisons are provided in Tables S6-S8. Significant DEGs are listed in Table S9, gene-set enrichment analysis (GSEA) using g:Profiler in Table S10 and a summary of enriched Gene Ontology Bioprocess (GO BP) and KEGG pathways in Table S11.

With the *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^wt/wt^* and *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^fl/fl^* comparison, only 93 significant DEGs were identified: 12 upregulated in *Lyn^fl/fl^* tumours relative to *Lyn^wt/wt^* tumours and 81 downregulated in *Lyn^fl/fl^* tumours relative to *Lyn^wt/wt^* tumours (Fig. 4A; Table S9). This emphasised our previous findings that animal genotype was not necessarily a good surrogate for *Lyn* expression or differences in tumour biology. Indeed, there was no difference in *Lyn* expression, as defined by normalised RNAseq *Lyn* counts, between the cohorts (Fig. 4B).

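Rasd1, a Ras-family GTPase induced by glucocorticoids, was higher in Lynfl/fl than in Lynwt/wt tumours. It had 2621 ± 2258 normalised counts in Lynfl/fl tumours (SD, n = 13) against 368 ± 362 in Lynwt/wt tumours (SD, n = 12) (log2 fold change 2.83, SE 0.57, adjusted p = 0.0372), and all 13 Lynfl/fl tumours lay above the Lynwt/wt median. The gene lies on chromosome 11 of GRCm38 from 59963181 to 59964944. Lower in Lynfl/fl tumours were Ttc7b, a subunit of a phosphatidylinositol 4-kinase complex (log2 fold change -1.71, adjusted p = 0.0372), and Creb3l1, a transcription factor of the endoplasmic reticulum stress response (log2 fold change -2.97, adjusted p = 0.0372). Hif3a, a hypoxia-inducible factor, was lower too (log2 fold change -6.28, adjusted p = 0.0372). Capns2, a small calpain subunit (log2 fold change -5.14, adjusted p = 0.0372), and the gene model RP23-154H8.1 (log2 fold change -2.63, adjusted p = 0.0372) were lower as well. Ttc7b lies on chromosome 12, whose 494 tested genes had a median log2 fold change of -0.35, with 60 lower and 0 higher at an unadjusted p under 0.01. In all, 1 gene was higher and 5 were lower among the 18998 genes tested with edgeR, and 2192 genes had an unadjusted p under 0.05. Other genes that the paper names in Fig. 4A did not pass: Dmp1 (log2 fold change 4.87, adjusted p = 0.0533), Kazald1 (log2 fold change 2.45, adjusted p = 0.0826), Ppp1r14c (log2 fold change -4.47, adjusted p = 0.0826) and Mcoln3 (log2 fold change -5.47, adjusted p = 0.136). None of the 490 measured members of the 38 gene lists fixed beforehand was called by edgeR. At an unadjusted p under 0.05, 33 were higher and 42 lower, and DESeq2 called 2 higher and 6 lower. The 11 luminal epithelial markers leaned upwards as a set (adjusted p = 5.52e-05 by camera, and adjusted p = 0.122 with an estimated correlation), with 2 higher when adjusted over the list alone. So did the 11 immediate-early genes, which respond to handling of tissue (adjusted p = 1.64e-07 by camera, and adjusted p = 0.122 with an estimated correlation). By camera, interferon (adjusted p = 0.00309), glycolysis (0.00599) and T-cell genes (0.0445) leaned upwards too, and those of fibroblasts (0.00336), proliferation (0.00336), skeletal muscle (0.00599), red blood cells (0.00599) and macrophages (0.0105) downwards. None of these sets passed with an estimated correlation (lowest adjusted p = 0.122). By fry, a set test of whether a list shifted in a common direction, whatever other genes did, none passed either (lowest adjusted p = 0.0646). DESeq2 called 32 genes higher and 90 lower over all genes, among them the 1 higher but only 3 of the 5 lower genes of edgeR. Chance could not be excluded for the 6 edgeR genes, as 5 of 100 splits of the tumours, the real one included, gave as many. In edgeR no gene was called with the autopsy year as a covariate (2164 genes at an unadjusted p under 0.05), with counts summed per animal (2351) or with a stricter low-count filter (1742).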

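Lyn expression and genotype overlapped in part across the 39 tumours. Of the 13 Lynfl/fl tumours, 2 were among the Lyn-high tumours, 4 had intermediate Lyn expression and 7 were among the Lyn-low tumours. The 14 Lynfl/wt tumours divided into 5, 7 and 2, and the 12 Lynwt/wt tumours into 6, 2 and 4. PCA group 3/4 held 1 Lynfl/fl, 6 Lynfl/wt and 3 Lynwt/wt tumours. LYN protein in the neoplastic cells was scored in 33 of these tumours, with a mean histoscore of 0.917 ± 1.5 (SD, n = 12) in Lynfl/fl tumours, 2.9 ± 3.45 (SD, n = 10) in Lynfl/wt tumours and 4.82 ± 3.22 (SD, n = 11) in Lynwt/wt tumours. A histoscore of 0 was given to 8 of the 12 scored Lynfl/fl tumours, 3 of the 10 Lynfl/wt tumours and 2 of the 11 Lynwt/wt tumours. These counts and scores are given without a test of their own.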

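Lyn (ENSMUSG00000042228, chromosome 4, 3678115 to 3813122 of GRCm38), the kinase gene carrying the floxed allele, had 2183 ± 1363 normalised counts in Lynfl/fl tumours (SD, n = 13), 3274 ± 1077 in Lynfl/wt tumours (SD, n = 14) and 3708 ± 2605 in Lynwt/wt tumours (SD, n = 12). On the log2 scale the 3 cohorts differed (permutation test of the F statistic, p = 0.00899, 0.0157 after Benjamini-Hochberg adjustment over 21 tests of values per tumour). On the linear scale the permutation p was 0.0724. Within the 18 tumours of 2020 the permutation p was 0.258, and within the 21 tumours of 2021 it was 0.0933. Between Lynfl/fl and Lynwt/wt tumours alone, the log2 fold change of Lyn was -0.77 (SE 0.29, adjusted p = 0.284 from edgeR over all genes). Brca1, the tumour suppressor deleted in the mammary epithelium of all 3 cohorts, had 1264 ± 354 normalised counts in Lynfl/fl (SD, n = 13), 1787 ± 1069.5 in Lynfl/wt (SD, n = 14) and 2033 ± 812 in Lynwt/wt tumours (SD, n = 12). Between the first and the last its log2 fold change was -0.69 (adjusted p = 0.321). Trp53, of which each mouse carried 1 intact copy, had 1257 ± 365, 1477 ± 395 and 1399 ± 317 normalised counts in the same order, with log2 fold change -0.16, adjusted p = 0.775. Neither gene was called. Counts over a whole gene do not tell floxed exons apart, so those of Lyn and Brca1 do not show how far these genes were deleted.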

**Fig. 4.**
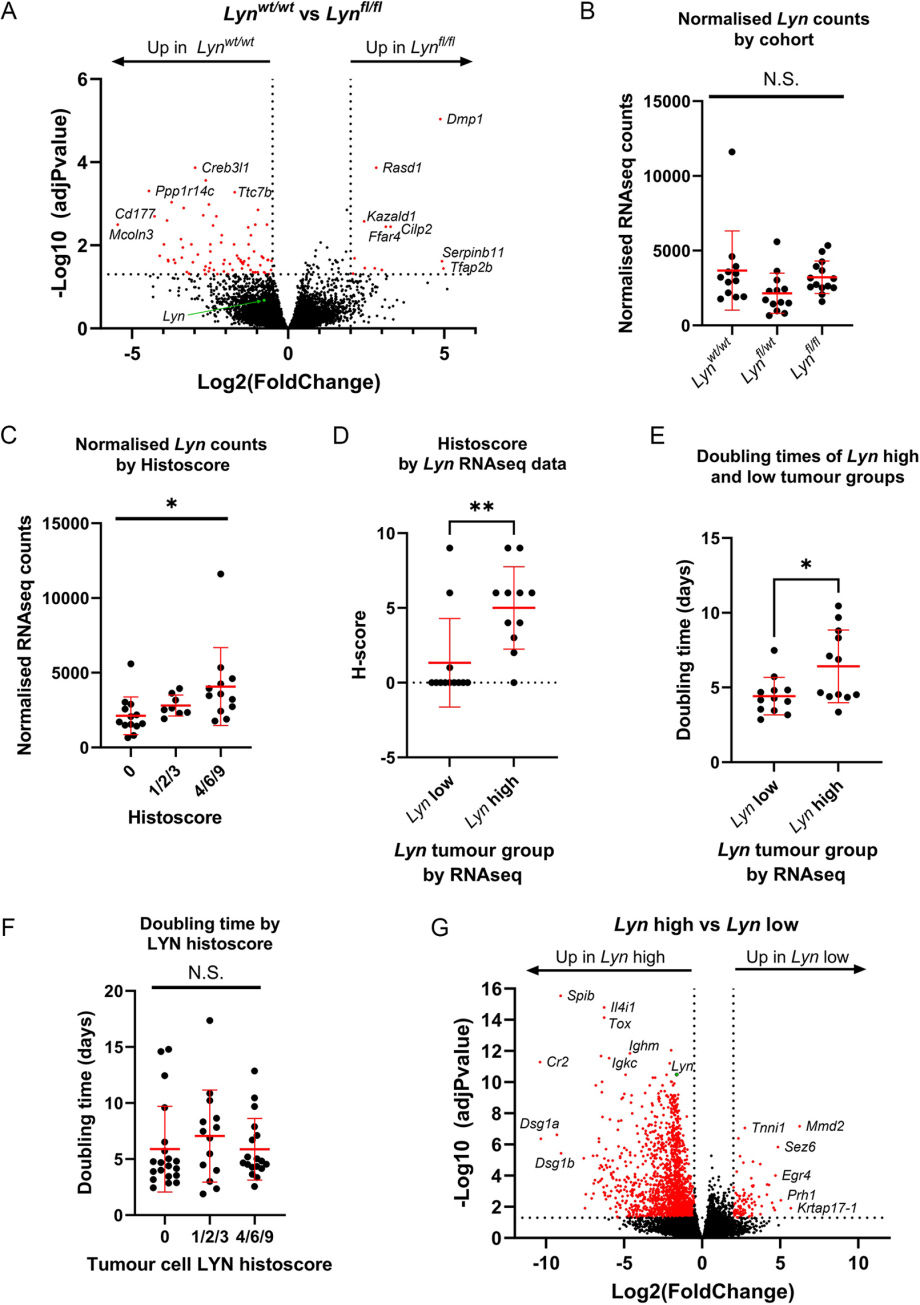
**Tumour molecular profiles correlate with *Lyn* expression but not with tumour cohort.** (A) Volcano plot [−log_10_(adjusted *P*-value) against log_2_(fold change)] of DEGs comparing *Lyn^wt/wt^* (*n*=12) and *Lyn^fl/fl^* (*n*=14) tumours. Genes with an adjusted *P*-value of <0.05 and a fold change of ≤0.5 or ≥2 were considered significant and are indicated in red. The most strongly differentially expressed genes are labelled. *Lyn* is indicated with a green dot and labelled. (B) Normalised RNAseq *Lyn* counts in tumours from each cohort (*n*=12, 13 and 14 for *Lyn^wt/wt^*, *Lyn^fl/wt^* and *Lyn^fl/fl^*, respectively; Brown–Forsythe two-way ANOVA). (C) Normalised RNAseq *Lyn* counts in tumours with different LYN histoscore grading (0, no LYN staining; 1/2/3, low LYN staining or strong staining but only in a small region; 4/6/9, moderate to strong LYN staining) (*n*=13, 8 and 12, respectively). Increased *Lyn* counts are associated with increasing histoscore (Brown–Forsythe two-way ANOVA). (D) Histoscore of top tertile (*Lyn* high; *n*=12) versus bottom tertile (*Lyn* low; *n*=11) *Lyn*-expressing tumours by RNAseq (Mann–Whitney test). (E) *In vivo* doubling time (days) of top tertile (*Lyn* high; *n*=12) versus bottom tertile (*Lyn* low; *n*=12) *Lyn*-expressing tumours by RNAseq (two-tailed unpaired *t*-test). (F) *In vivo* doubling time (days) of tumours from LYN histoscore groups (*n*=20, 14 and 18, for groups 0, 1/2/3 and 4/6/9, respectively; Brown–Forsythe two-way ANOVA). (G) Volcano plot [−log_10_(adjusted *P*-value) against log_2_(fold change)] of DEGs comparing top tertile (*Lyn* high; *n*=13) versus bottom tertile (*Lyn* low; *n*=13) *Lyn*-expressing tumours defined by RNAseq. Genes with an adjusted *P*-value of <0.05 and a fold change of ≤0.5 or ≥2 were considered significant and are indicated in red. The most strongly differentially expressed genes are labelled. *Lyn* is indicated with a green dot and labelled. In B-F, mean±s.d. is shown. N.S., not significant; *P<0.05; **P<0.01.

Next, we examined *Lyn* expression in all tumours as determined by the RNAseq data (ignoring genotypes) and compared this to LYN staining (Table S4). 

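Among the 33 tumours with a histoscore, mean Lyn counts were 2156 ± 1273 normalised counts in the tumours scored 0 (SD, n = 13), 2849.8 ± 703 in those scored 1, 2 or 3 (SD, n = 8) and 4107 ± 2554 in those scored 4, 6 or 9 (SD, n = 12). The transcript was read from the whole tumour piece, whereas the histoscore covers the neoplastic cells. Between log2 Lyn counts and histoscore, Spearman's rho was 0.531 (permutation p = 0.0016) and Pearson's r 0.456 (permutation p = 0.0067). The adjusted p of rho was 0.0048 over the 21 tests, and without the 2 tumours farthest from the median Lyn count, r was 0.409 (p = 0.0229). Within the 15 scored tumours of 2020 rho was 0.834 (permutation p = 0.00021), and within the 18 of 2021 it was 0.475 (permutation p = 0.0489). The difference between the years did not pass a permutation test (p = 0.251).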

Normalised *Lyn* counts were elevated in tumours with a LYN histoscore of 1/2/3 compared to tumours with a score of 0, and elevated further in 4/6/9-histoscore tumours compared to 1/2/3-scored tumours (*P*<0.05; two-way ANOVA; Fig. 4C). Consistent with this, when the tumours defined by normalised *Lyn* counts in the RNAseq as ‘*Lyn* high’ and ‘*Lyn* low’ (Table S5) were compared, the histoscore of the *Lyn*-high tumours was significantly greater than that of the *Lyn*-low tumours (*P*<0.01; Mann–Whitney test; Fig. 4D). 

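The mean histoscore was 5 ± 2.76 in Lyn-high tumours (SD, n = 11) and 1.33 ± 2.96 in Lyn-low tumours (SD, n = 12), and 10 of the 11 Lyn-high tumours lay above the Lyn-low median. The difference in means of 3.67 had a permutation p of 0.00758 (two-sided, 0.0145 after adjustment over the 21 tests). LYN staining was moderate or strong (4, 6 or 9) in 8 of the 11 scored Lyn-high tumours, in 2 of the 10 of intermediate rank and in 2 of the 12 Lyn-low tumours, and absent in 1, 3 and 9 of them. In the tumours of 2020 the difference was 4.89 (exact permutation p = 0.00606, n = 7 against 4), and in those of 2021 it was 2.88 (exact permutation p = 0.208, n = 4 against 8).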

There were, however, outliers showing that in some tumours, there was not a direct correlation between *Lyn* expression by RNAseq and LYN staining by IHC. 

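The Lyn-high tumour without LYN staining was Lynfl/fl tumour 70, with 5640.1 normalised Lyn counts and a histoscore of 0. In the opposite direction, the Lyn-low tumours Lynwt/wt 40 and Lynwt/wt 60 had 1912.5 and 1799.6 normalised Lyn counts but histoscores of 6 and 9. Lynfl/fl tumour 70 also had the highest score of all 39 tumours for B-cell markers such as Cd79a and Ms4a1, a mean z-score over 17 genes of 1.81.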

We next compared the *in vivo* doubling time of the tumours defined as *Lyn* high and *Lyn* low (Fig. 4E) by RNAseq. 

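Lyn-high tumours doubled in 6.42 ± 2.43 days (SD, n = 12) and Lyn-low tumours in 4.42 ± 1.26 days (SD, n = 12), and 11 of the 12 Lyn-high tumours lay above the Lyn-low median. Among 25 proliferation genes none was called by edgeR or by DESeq2, while 10 were lower and 0 higher at an unadjusted p under 0.05 in edgeR. Below the fold threshold but with an adjusted p under 0.05 were Mcm7 (log2 fold change -0.66, adjusted p = 0.00618) and Mcm6 (log2 fold change -0.57, adjusted p = 0.0149), helicase subunits of DNA replication, and Ccnb2 (log2 fold change -0.74, adjusted p = 0.0207), a mitotic cyclin. As a set the 25 genes were lower (adjusted p = 1.84e-07 by camera, and adjusted p = 0.114 with an estimated correlation). The Ki67 staining score that the authors give for each tumour was 24.6 ± 20.9 in Lyn-high (SD, n = 13) and 35.8 ± 16.5 in Lyn-low tumours (SD, n = 13; permutation p = 0.144). The doubling times had a permutation p of 0.0195 (0.0292 after adjustment over the 21 tests). By year they were 7.39 ± 2.46 against 4.39 ± 2.12 days in 2020 (exact permutation p = 0.0667, n = 8 against 4) and 4.47 ± 0.14 against 4.44 ± 0.743 days in 2021 (exact permutation p = 0.933, n = 4 against 8). The difference did not hold within the tumours of 2021, and its change between the years had a permutation p of 0.0764 (0.546 adjusted over 9 such tests).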

*Lyn*-high tumours had a significantly longer doubling time (*P*<0.05; two-tailed unpaired *t*-test), suggesting that, in general, they grew more slowly than *Lyn*-low tumours and that they formed a distinct biological group. However, when the same tumours were divided into groups based on LYN histoscore of tumour cells, as directly assessed by IHC, there were no significant differences between tumours with no, moderate or high levels of LYN staining (Fig. 4F). Therefore, tumour-doubling time was correlated with *Lyn* expression in the tumours as a whole but not directly with LYN expression in the neoplastic cells.

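Across the 36 tumours with a doubling time, Lyn counts and doubling time were weakly related: Spearman's rho was 0.302 (permutation p = 0.0749) and Pearson's r 0.286 (permutation p = 0.0913), with an adjusted p of 0.0833 for rho over the 21 tests. Excluding extreme Lyn counts made r larger: without the 2 tumours farthest from the median Lyn count, r was 0.365 (p = 0.0341). Without Lynwt/wt replicate 3, the tumour with the highest Lyn count, rho was 0.382 (permutation p = 0.0235), and with 1 mean value per animal it was 0.44 (permutation p = 0.0219, n = 27). Within the 16 tumours of 2020 rho was 0.462 (permutation p = 0.0725) and within the 20 of 2021 0.173 (permutation p = 0.465); the difference between the years did not pass (permutation p = 0.346).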

There were 1655 DEGs significantly upregulated in *Lyn*-high relative to *Lyn*-low tumours and 100 DEGs significantly downregulated in *Lyn*-high relative to *Lyn*-low tumours (equivalent to 100 DEGs significantly upregulated in *Lyn*-low relative to *Lyn*-high tumours; Fig. 4G; Table S9). This number of DEGs, compared to the number identified when comparing by genotype, showed that categorising tumours by *Lyn* expression was better at defining sets of tumours with biologically meaningful differences than categorising tumours by the genotype of the cohort from which they were derived.

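The genes with the smallest p in Lyn-high tumours were those of leukocytes. Arhgap45, a protein of blood cells, had 4099 ± 2106 normalised counts in Lyn-high tumours (SD, n = 13) against 961 ± 324 in Lyn-low tumours (SD, n = 13) (log2 fold change 2.09, SE 0.26, adjusted p = 8.08e-05). Lyn itself had 4815 ± 2176 normalised counts in Lyn-high tumours (SD, n = 13) against 1544 ± 481 in Lyn-low tumours (SD, n = 13) (log2 fold change 1.64, SE 0.21, adjusted p = 8.08e-05). Next came genes of leukocyte signalling and cytoskeleton, with log2 fold changes of 1.99 for Arl11, 1.88 for Coro1a, 1.95 for Rac2, 2.29 for Rasal3, 2.00 for Myo1g, 1.80 for Arhgap9 and 1.81 for Bin2, and 1.91 for Cd52, a leukocyte surface protein. Markers of T cells rose together (15 of 18 higher, 17 adjusted over the list alone), with log2 fold changes of 3.02 for Trac, 3.22 for Cd8a, 2.99 for Cd3d and 3.62 for Trbc1. As a set, T-cell genes had an adjusted p of 4.49e-18 by camera, and adjusted p = 0.0894 with an estimated correlation. B-cell markers did so too (9 of 12, 11 adjusted over the list alone), as in Cd22 at 2.12, Cd79a at 5.16 and Ms4a1 at 5.87. As a set, B-cell genes had an adjusted p of 5.02e-11 by camera, and adjusted p = 0.0894 with an estimated correlation. Of 15 macrophage markers 11 were higher, 12 adjusted over the list alone, among them Lyz2 (2.20), Csf1r (1.85), C1qc (1.53) and C1qa (1.55), all log2 fold changes. As a set, macrophage genes had an adjusted p of 3.1e-19 by camera, and adjusted p = 0.058 with an estimated correlation. By fry the adjusted p was 0.00029 for macrophage genes and 0.00129 for both T-cell and B-cell genes. Of 8 genes of NK and cytotoxic cells 6 were higher, 7 adjusted over the list alone (adjusted p = 4.84e-08 by camera, and adjusted p = 0.0894 with an estimated correlation), among them Prf1 (2.69) and Nkg7 (3.03). Other tissue of the pieces moved with them: all 9 adipocyte markers had positive log2 fold changes, with none called by edgeR, 8 higher at an unadjusted p under 0.05 and 8 adjusted over the list alone (adjusted p = 0.00934 by camera, and adjusted p = 0.483 with an estimated correlation). The 9 endothelial markers were positive too, with none called by edgeR and 5 higher at an unadjusted p under 0.05 (adjusted p = 0.00319 by camera, and adjusted p = 0.412 with an estimated correlation). Neither adipocyte nor endothelial genes passed by fry (adjusted p = 0.134 and 0.0635). Genes that fell included Tnni1, a troponin of slow muscle fibres (log2 fold change -2.71, adjusted p = 0.000496), Efna3, an ephrin (-2.41), Scarb1, a lipoprotein receptor (-1.05), Nptx1, a neuronal pentraxin (-6.12), and Sparcl1, a matricellular protein (-2.20). Of the genes the paper labels in Fig. 4G, log2 fold changes were 9.08 for Spib, 6.28 for Il4i1, 6.27 for Tox, 4.65 for Ighm, 5.98 for Igkc, -2.61 for Kazald1, -4.83 for Sez6 and -4.64 for Egr4. In all, 978 genes were higher and 90 lower in Lyn-high tumours among 17709 genes tested with edgeR. With the autopsy year as a covariate 521 were higher and 26 lower. Within animals, where 2 mice had tumours of both groups, none was called by edgeR, while limma-voom with correlated animals called 749 higher and 128 lower (edgeR gave 1739 genes at an unadjusted p under 0.05).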

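MHC class II genes of antigen presentation were called between the Lyn groups but not between the cohorts. All 11 MHC class II genes were higher in Lyn-high than in Lyn-low tumours, with log2 fold changes of 2.81 for H2-DMb2, 2.32 for H2-Ob, 1.76 for H2-DMa and 3.85 for H2-Oa. As a set, they had an adjusted p of 6.66e-17 by camera, and adjusted p = 0.058 with an estimated correlation. By fry their adjusted p was 0.000525. Between Lynfl/fl and Lynwt/wt tumours none of the 11 was called by edgeR or DESeq2, and none had an unadjusted p under 0.05 in edgeR. Dendritic-cell markers were higher in Lyn-high tumours for 7 of 10 genes (adjusted p = 0.000319 by camera, and adjusted p = 0.171 with an estimated correlation), among them Flt3 and Ccr7 with log2 fold changes of 2.26 and 2.06. With genotype as a covariate 597 genes were higher and 24 lower in Lyn-high tumours. From the larger number of genes called between the Lyn groups than between the cohorts, the paper concludes that Lyn expression sets tumours of different biology apart better than genotype does. The Lyn groups are extremes of an expression value of these same tumours, which favours a larger number by design. The numbers of called genes thus do not compare the groupings on equal terms.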

Finally, we used PCA analysis on the normalised RNAseq expression values for the whole tumour set to identify groups of tumours with similar gene expression patterns in an unbiased manner. This analysis initially suggested that the tumours could be split into either four groups (PCA groups 1, 2, 3 and 4; Fig. 5A) or two groups (combined groups 1/2 and 3/4). 

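Computed again from the 500 most variable genes after a variance stabilizing transformation, principal component 1 held 31.6% of the variance and component 2 10.3%. On component 1 the 10 tumours of groups 3 and 4 lay between 16.8 and 78.8 and the 29 tumours of groups 1 and 2 between -34.5 and 0, without overlap. Groups 1, 2, 3 and 4 held 15, 14, 6 and 4 tumours. Over all genes that passed the low-count filter, component 1 held 18.3% of the variance.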

The normalised *Lyn* counts, LYN histoscores and *in vivo* tumour-doubling times were compared across either the four PCA groups individually or when combined into two groups (Fig. 5; Fig. S5D-F). 

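Lyn reached 4585 ± 2635 normalised counts in PCA group 3/4 tumours (SD, n = 10) and 2513 ± 1090.0 in PCA group 1/2 tumours (SD, n = 29), and 9 of the 10 lay above the group 1/2 median (permutation p = 0.00157, 0.0048 after adjustment over the 21 tests). In edgeR this is a log2 fold change of 0.88 (SE 0.24, adjusted p = 0.00572), below the 2-fold threshold. Histoscores averaged 5.62 ± 2.56 in group 3/4 (SD, n = 8) and 1.92 ± 2.84 in group 1/2 (SD, n = 25; exact permutation p = 0.00335, 0.00782 adjusted). Over groups 1, 2, 3 and 4 mean Lyn counts were 2254.6 ± 1014.3, 2789.0 ± 1136.6, 5460.8 ± 3005.2 and 3270.7 ± 1391.9 (SD; permutation p = 0.00232). Mean histoscores over these groups were 2.36 ± 3.34, 1.36 ± 2.06, 5.5 ± 1 and 5.75 ± 3.77 (SD; permutation p = 0.0229). Within 2020 the log2 difference in Lyn counts between groups 3/4 and 1/2 was 1.03 (exact permutation p = 0.00167, n = 7 against 11), and within 2021 it was 0.25 (exact permutation p = 0.532, n = 3 against 18). The histoscore differed by 5.1 in 2020 (exact permutation p = 0.000666, n = 5 against 10) and by 2.2 in 2021 (exact permutation p = 0.408, n = 3 against 15). Lyn counts also followed leukocyte markers, among them those of macrophages, a mean z-score over 15 genes such as Csf1r and C1qa. For this relation Spearman's rho was 0.811 (permutation p = 1e-05) and Pearson's r 0.854 (permutation p = 1e-05), the smallest p that these permutations can give. Even without the 2 tumours farthest from the median Lyn count, r was 0.781 (p = 1e-05). Within 2020 rho was 0.884 and within 2021 0.548 (permutation p = 0.011). The T-cell score gave a rho of 0.68 with Lyn counts (permutation p = 2e-05) and the B-cell score one of 0.621 (permutation p = 1e-05), and within 2021 0.395 and 0.453 (permutation p = 0.0771 and 0.0403).

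**Figure D1:**
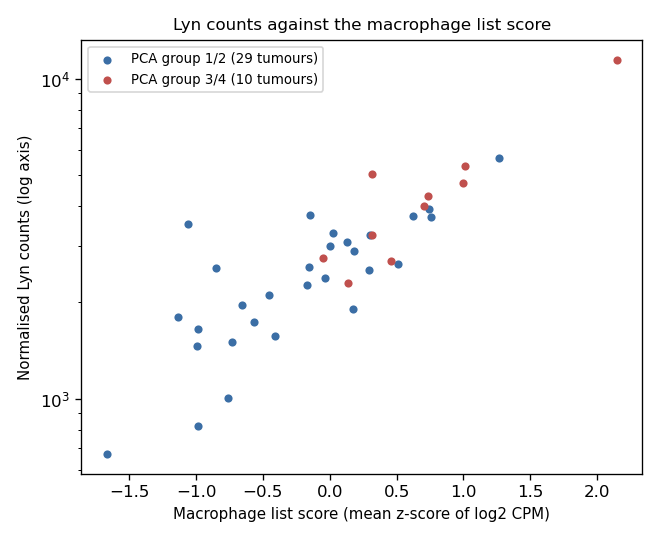
Normalised Lyn counts (log axis) against the macrophage score (mean z-score of log2 CPM over 15 marker genes) for 39 tumours, with PCA group 3/4 tumours in red and PCA group 1/2 tumours in blue. The highest point on both axes is Lynwt/wt replicate 3.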

Groups 3 and 4 had significantly elevated *Lyn* counts and a significantly higher LYN histoscore than groups 1 and 2 (Fig. S5D,E); the differences were more marked when comparing the combined group 3/4 against the combined group 1/2 (Fig. 5B,C). 

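Tumours of PCA group 3/4 doubled in 7.29 ± 2.44 days (SD, n = 9) and those of PCA group 1/2 in 4.74 ± 1.82 days (SD, n = 27; exact permutation p = 0.00216, 0.00567 after adjustment over the 21 tests). Of the 9, 8 lay above the group 1/2 median. Cell cycle transcripts such as Mki67 and Mcm6 did not follow this difference. Of 25 proliferation genes none was called by edgeR or DESeq2 and 1 was higher at an unadjusted p under 0.05 in edgeR (log2 fold changes 0.36 for Mki67 and -0.22 for Mcm6). As a set, proliferation genes had an adjusted p of 0.634 by camera, and adjusted p = 0.868 with an estimated correlation. The Ki67 staining score was 17.9 ± 12.8 in group 3/4 (SD, n = 10) and 31.4 ± 18.8 in group 1/2 (SD, n = 29; permutation p = 0.0426, 0.0526 adjusted). Over groups 1, 2, 3 and 4 the mean doubling times were 4.65 ± 1.41, 4.83 ± 2.23, 7.37 ± 3.21 and 7.19 ± 1.48 days (SD; n = 14, 13, 5 and 4; permutation p = 0.0254). The difference between groups 3/4 and 1/2 was 2.61 days within 2020 (exact permutation p = 0.0541, n = 6 against 10) and 2.47 days within 2021 (exact permutation p = 0.0351, n = 3 against 17).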

The combined group 3/4 had a significantly slower *in vivo* doubling time than the combined group 1/2 (Fig. 5D), but these differences were not significant in the four-group analysis (Fig. S5F). As the group 3 and 4 tumours appeared to behave similarly to each other, and the group 1 and 2 tumours also behaved similarly, the differences between the groups were more marked in the two-group analysis, the difference in doubling time suggested a real biological difference between groups 3/4 and 1/2, and the two-group approach enabled greater numbers of tumours to be compared in each group, we concentrated on the two-group approach and identified significant DEGs from PCA group 3/4 compared to PCA group 1/2. 

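Il4i1, a secreted amino acid oxidase of antigen-presenting cells (ENSMUSG00000074141, chromosome 7, 44816387 to 44840809 of GRCm38), had 14890 ± 14240 normalised counts in PCA group 3/4 (SD, n = 10) against 120.5 ± 88.4 in PCA group 1/2 (SD, n = 29) (log2 fold change 6.95, SE 0.45, adjusted p = 2.67e-14). Also among the genes with the smallest p were the desmosomal cadherins Dsg1a and Dsg1b (log2 fold changes 12.28 and 10.32) and the myosin Myh11 (5.61). With them came Sspo (6.87), Susd2 (5.21), Amigo3 (4.68), Adgb (6.08), Trim65 (2.78) and Relt, a member of the TNF receptor family (3.92). Lcn2, an iron-scavenging lipocalin (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252), had the smallest p of the genes that fell, with 17990 ± 11550 normalised counts in group 3/4 (SD, n = 10) against 171400 ± 90180 in group 1/2 (SD, n = 29) (log2 fold change -3.25, SE 0.35, adjusted p = 2.98e-09). Hey1, a target of Notch (-4.25), Itga8, an integrin subunit (-3.83), Ephb3, an ephrin receptor (-2.01), Deptor, an inhibitor of mTOR (-2.91), and St3gal5, a ganglioside synthase (-2.85), fell as well, in log2 fold changes. So did Aqp5, a water channel of salivary and other glands (-4.79). Of 7 salivary gland genes 3 were lower and 1 higher (4 and 1 adjusted over the list alone), and the sections of 3 of the 10 group 3/4 and 2 of the 29 group 1/2 tumours held salivary gland. Skeletal muscle genes all had negative log2 fold changes (11, median -4.35; 1 called, 9 lower adjusted over the list alone), but within animals their median was -0.08. Of the genes the paper labels in Fig. 5E, log2 fold changes were 9.82 for Spib, 9.84 for Cr2, 5.22 for Tox, -8.81 for Htr5b, -7.79 for Mmd2 and -2.83 for Tnni1. In all, 1499 genes were higher and 1254 lower in PCA group 3/4 among 19453 genes tested with edgeR. Within animals, where 4 mice had tumours of both groups, 216 were higher and 84 lower.

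**Figure D2:**
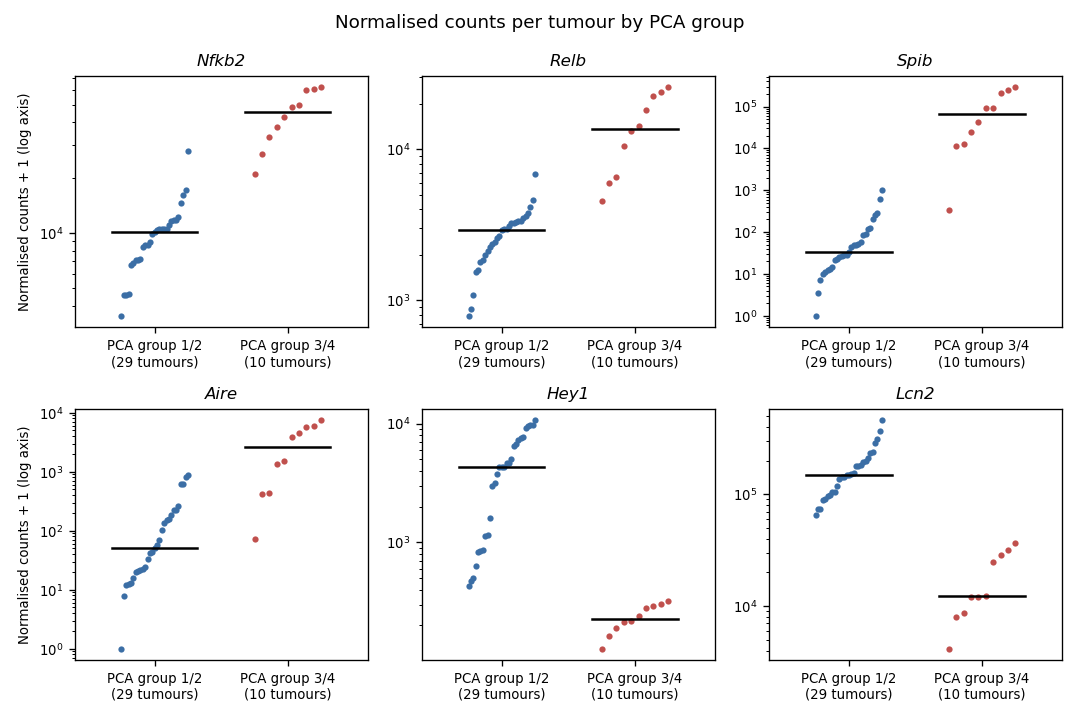
Normalised counts plus 1 (log axis) of Nfkb2, Relb, Spib, Aire, Hey1 and Lcn2 in the 29 PCA group 1/2 tumours (blue) and the 10 PCA group 3/4 tumours (red), sorted within a group, with a black line at each median. All 10 group 3/4 tumours lie below every group 1/2 tumour for Hey1 and Lcn2, and 8 of 10 lie above all group 1/2 tumours for Nfkb2, 7 for Relb, 9 for Spib and 7 for Aire.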

There were 835 DEGs significantly upregulated in PCA group 3/4 relative to PCA group 1/2 and 2437 DEGs significantly downregulated in PCA group 3/4 relative to PCA group 1/2 (equivalent to 2437 DEGs significantly upregulated in PCA group 1/2 relative to PCA group 3/4; Fig. 5E).

**Fig. 5.**
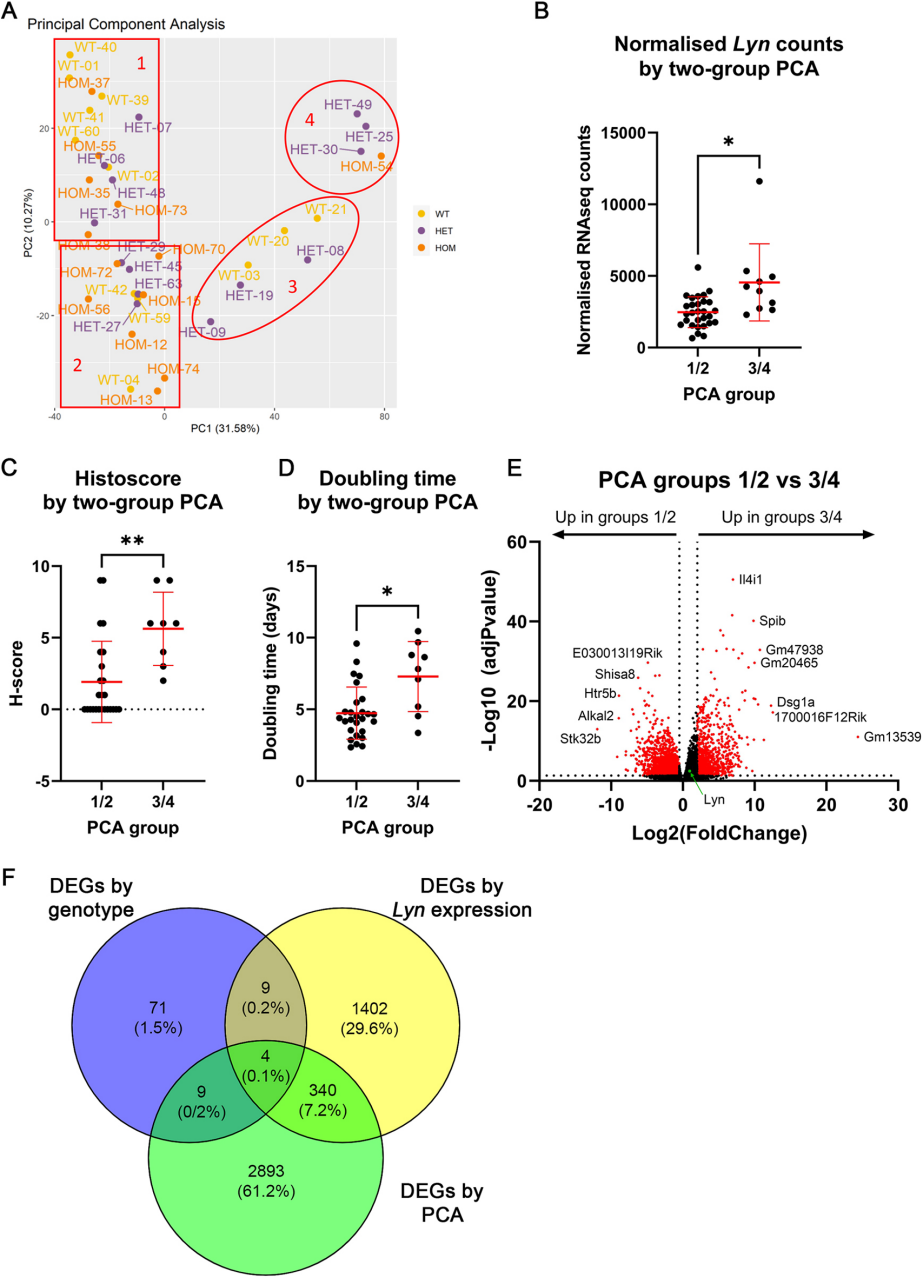
**PCA identifies two main groups of tumours that partially overlap with *Lyn*-high and *Lyn*-low tumours.** (A) PCA plot of 39 tumours analysed by RNAseq showing an unbiased assessment of tumour gene expression differences and similarities. Principal component (PC) 1 (PC1) divides the tumours into groups 1/2 (*n*=29) and 3/4 (*n*=10), PC2 further divides the tumours to give four groups; however, the majority of the differences between the tumour groups was generated by PC1. WT, wild-type tumours; HET, heterozygous tumours; HOM, homozygous tumours. (B) Normalised RNAseq *Lyn* counts in tumours from PCA groups 1/2 (*n*=29) and 3/4 (*n*=10) (two-tailed unpaired *t*-test). (C) Histoscore of tumours from PCA groups 1/2 and 3/4 (Mann–Whitney test). (D) *In vivo* doubling time (days) of tumours from PCA groups 1/2 (*n*=27) and 3/4 (*n*=9) (two-tailed unpaired *t*-test). (E) Volcano plot [−log_10_(adjusted *P*-value) against log_2_(fold change)] of DEGs comparing tumours from PCA groups 1/2 (*n*=29) and 3/4 (*n*=10). Genes with an adjusted *P*-value of <0.05 and a fold change of ≤0.5 or ≥2 were considered significant and are indicated in red. The most strongly differentially expressed genes are labelled. *Lyn* is indicated with a green dot and labelled. (F) Venn diagram showing overlap between DEGs identified when comparing *Lyn^wt/wt^* versus *Lyn^fl/fl^* tumours, *Lyn*-high versus *Lyn*-low tumours and PCA group 1/2 versus PCA group 3/4 tumours. Note that 340 genes overlap between the latter two groups, but there is very little overlap with the *Lyn^wt/wt^* versus *Lyn^fl/fl^* tumour data. In B-D, mean±s.d. is shown. *P<0.05; **P<0.01.

Considering that the PCA group 3/4 tumours had elevated *Lyn*/LYN expression (Fig. 5B,C), we next assessed the overlap between the sets of significant DEGs from the *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^wt/wt^* versus *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^fl/fl^* comparison, the *Lyn*-high versus *Lyn*-low tumour comparison and the PCA group 3/4 versus PCA group 1/2 comparison, using Venny (https://bioinfogp.cnb.csic.es/tools/venny/) (Fig. 5F). There was very little overlap between the *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^wt/wt^* versus *BlgCre Brca1^fl/fl^ p53^+/−^ Lyn^fl/fl^* DEGs and the other comparisons. However, 340 genes were identified as significantly differentially expressed in both the *Lyn*-high versus *Lyn*-low comparison and the PCA group 3/4 versus PCA group 1/2 comparison. Of these, 282 were upregulated in both *Lyn*-high and PCA group 3/4 tumours, whereas 57 were upregulated in both *Lyn*-low and PCA group 1/2 tumours. 

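Hif3a, the hypoxia-inducible factor lower in Lynfl/fl tumours, was also lower in Lyn-high tumours (log2 fold change -4.63, adjusted p = 0.0237) and in PCA group 3/4 (log2 fold change -3.98, adjusted p = 0.0423), by edgeR. Capns2, the calpain subunit lower in Lynfl/fl tumours, went in opposite directions. It was higher in Lyn-high tumours (log2 fold change 4.46, adjusted p = 0.0123) and lower in PCA group 3/4 (log2 fold change -3.88, adjusted p = 0.0329). The other 4 genes of the cohort comparison were called in neither: Rasd1 had log2 fold changes of -1.36 and -0.78, Ttc7b 0.67 and -0.69, Creb3l1 2.10 and -1.06, and RP23-154H8.1 0.39 and 1.31 in the Lyn and PCA comparisons. With DESeq2 neither Hif3a nor Capns2 was called between the Lyn groups, with log2 fold changes of 0.42 and -0.03. The sign of Hif3a also turned, without a call, between the Lyn groups with the animal as a block and between the PCA groups with limma-voom. With DESeq2, 21 of 122 genes of the cohort comparison were called between the Lyn groups and 43 between the PCA groups.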

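Among the 17709 genes tested in both, 679 were called by edgeR in the same direction in Lyn-high and PCA group 3/4 tumours, such as Il4i1, Spib, Nfkb2 and Tnfaip3, a feedback inhibitor of NF-kB (higher), and Tnni1 and Shisa8 (lower). The comparisons share tumours, since 6 of the 10 group 3/4 tumours are Lyn-high and all 13 Lyn-low tumours are in group 1/2. In the 13 tumours of intermediate Lyn rank, which the Lyn comparison did not use, 4 of group 3/4 against 9 of group 1/2 gave 646 higher and 240 lower genes. Of these, 228 were among the genes higher in Lyn-high tumours, where 35.7 would be shared if the sets were independent, and 16 among those lower, where 1.2 would be. That comparison was chosen after the overlap had been seen.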

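The 604 genes higher in both Lyn-high and PCA group 3/4 tumours included 13 of 29 NF-kB genes, all 11 MHC class II genes, 9 chemokine genes, 8 macrophage markers and 7 T-cell markers. Of the B-cell markers none was in that set by edgeR, although 9 were higher in Lyn-high tumours and 2 in PCA group 3/4, and 1 plasma-cell marker was. Ctss, a protease of antigen presentation, had log2 fold changes of 1.86 in Lyn-high tumours and 1.44 in group 3/4, and Aif1, a protein of macrophages, 1.65 and 1.37. The genes higher in both Lyn-low and PCA group 1/2 tumours numbered 75, with Shisa8 at a log2 fold change of -3.13 for Lyn-high over Lyn-low tumours. If the sets were independent, 82.8 and 6.4 genes would be shared.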

Only one gene was elevated in *Lyn* high and PCA group 1/2 tumours (Table S10).

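In the edgeR comparisons, 2 genes were higher in Lyn-high and in PCA group 1/2 tumours, the calpain subunit Capns2 and the gene model RP23-282C23.1. The values of RP23-282C23.1 were log2 fold change 2.73, adjusted p = 0.0428 for Lyn-high over Lyn-low tumours, and log2 fold change -2.66, adjusted p = 0.0232 for group 3/4 over group 1/2. No gene was higher in Lyn-low and PCA group 3/4 tumours by edgeR or by DESeq2.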

The distribution of the *Lyn*-high and *Lyn*-low tumours within the PCA groups was consistent with these results. Of the PCA group 3/4 tumours, six were also in the *Lyn*-high tumour group, whereas four were tumours with intermediate *Lyn* expression. 

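The split of the Lyn groups over the PCA groups was uneven: 6 of 13 Lyn-high tumours and none of 13 Lyn-low tumours belonged to PCA group 3/4 (Fisher's exact test, two-sided, p = 0.0149). The 4 group 3/4 tumours of intermediate rank had a median of 2727 normalised Lyn counts (2293 to 3253), and the 9 group 1/2 tumours of that rank one of 2632 (2380.3 to 3285). Several tumours came from the same mice, which the test does not take into account.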

There were no *Lyn*-low tumours in PCA group 3/4. PCA group 1/2 included all the *Lyn*-low tumours, nine tumours with intermediate *Lyn* expression and seven *Lyn*-high tumours. Notably, the *Lyn*-high tumours in PCA group 3/4 were six of the seven tumours with the highest rank for *Lyn* expression by RNAseq, the one exception being one of the *Lyn*-high tumours in PCA group 1/2 that ranked second in *Lyn* expression by RNAseq but had been scored 0 for LYN expression by IHC (Table S5).

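By normalised counts computed here, Lynwt/wt replicate 3 ranked first with 11463.3 Lyn counts and the next was Lynfl/fl tumour 70 of PCA group 1/2. Ranks 3 to 7 all belonged to PCA group 3/4 and ranged from 3989.4 to 5335.4 counts. The gap between ranks 1 and 2 was thus wider than that between ranks 2 and 7. The macrophage score was 2.14 in Lynwt/wt replicate 3, the highest of all tumours, and 1.27 in Lynfl/fl tumour 70, which had the highest B-cell score.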

### *Lyn*-high and PCA group 3/4 tumours are enriched in inflammatory signalling pathways, whereas PCA group 1/2 tumours are enriched in morphogenesis and cancer-associated signalling pathways

We next performed GSEA of the DEGs from the *Lyn*-high versus *Lyn*-low and the PCA group comparisons using g:Profiler. Genes significantly differentially expressed in the two comparisons were annotated separately and then overlaps between the annotations assessed. Full details are provided in Table S10. For ease of interpretation, we concentrated on understanding differentially enriched GO BP terms and KEGG pathways. GO BP terms were grouped by functional categories to facilitate this. The GO BP and KEGG analysis is summarised in Table S11 and Fig. 6.

**Fig. 6.**
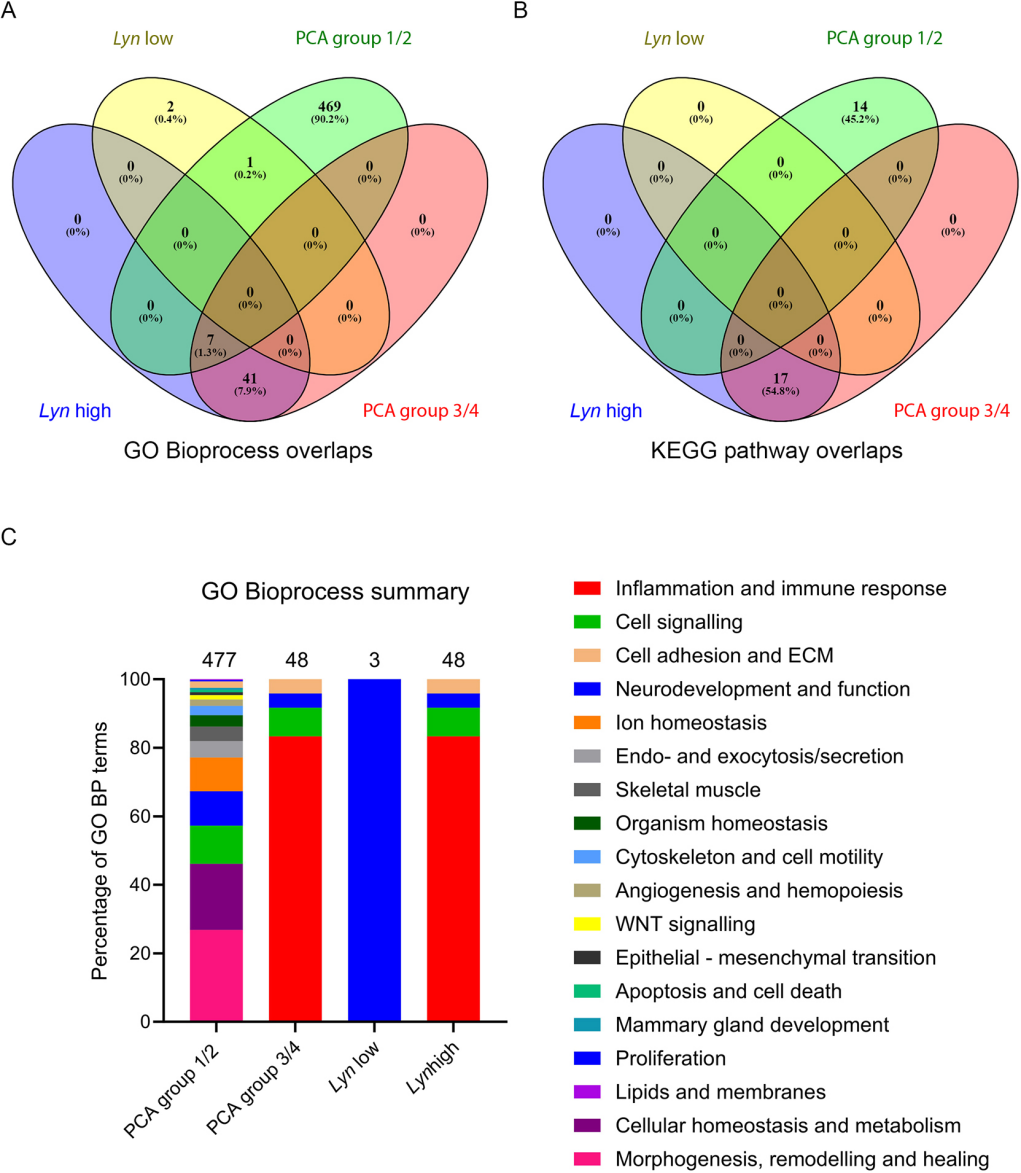
**The *Lyn*-high and PCA group 3/4 tumours are enriched for identical biological functions.** (A,B) Venn diagram analysis of overlap between Gene Ontology Bioprocess (GO BP) terms (A) and between KEGG pathways (B) enriched in the DEGs from *Lyn*-high, *Lyn*-low, PCA group 1/2 and PCA group 3/4 tumours. (C) Distribution of enriched GO BP terms within functional categories for the *Lyn*-high, *Lyn*-low, PCA group 1/2 and PCA group 3/4 tumours. The number of enriched GO BP terms identified in the DEGs of each tumour group is indicated above each bar. Each bar is divided according to the percentage of enriched GO BP terms falling into each functional category (indicated by the colour key).

*Lyn*-high tumours were enriched for 48 GO BP terms and 17 KEGG pathways. *Lyn*-low tumours were enriched for three GO BP terms but no KEGG pathways. PCA group 1/2 tumours were enriched for 477 GO BP terms and 14 KEGG pathways, whereas PCA group 3/4 tumours were enriched for 48 terms and 17 KEGG pathways (Table S11). The overlaps in GO BP and KEGG pathways between the tumour groups was striking and reflected the overlap seen in the DEGs. 

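At the level of genes, Lyn-high and PCA group 3/4 tumours shared part of their immune genes. The thymic, M-cell, keratinocyte and NF-kB lists used here were fixed knowing some of the paper's called genes among their members. Markers of thymic medullary epithelium, the tissue that presents self antigens, were higher in group 3/4 for 8 of 10 genes (adjusted p = 4.03e-11 by camera, and adjusted p = 0.00936 with an estimated correlation). Among them Foxn1 stood at a log2 fold change of 7.77 and Tnfrsf11b at 2.66. Named after their values were seen, Aire, the regulator of self-antigen expression, had 4.21 (adjusted p = 6.76e-06), and Ccl21a, which was not called, -2.82. Of the 10 genes 9 had positive log2 fold changes. Genes of intestinal M cells, the antigen-sampling epithelium, were higher for 10 of 11 (adjusted p = 4.09e-12 by camera, and adjusted p = 0.0122 with an estimated correlation), with Tnfaip2 at 3.39 and Ccl9 at 3.31. Genes of skin keratinocytes, another epithelium, were higher for 2 of 6 (adjusted p = 0.0437 by camera, and adjusted p = 0.244 with an estimated correlation). With the animal as a block 3 of the 10 medullary and 4 of the 11 M-cell genes were called (7 and 9 adjusted over the list alone), and neither set passed with an estimated correlation (adjusted p = 0.0809 for each). In Lyn-high tumours 5 of 8 thymic medullary genes and 6 of 11 M-cell genes were higher (adjusted p = 0.0894 and 0.095 with an estimated correlation). With the PCA group as a covariate 1 of 8 and 1 of 11 were (2 and 4 adjusted over the list alone). Of the 29 NF-kB genes none was called in Lyn-high tumours by edgeR under that covariate (3 adjusted over the list alone). Of leukocyte markers 9 of 12 B-cell, 7 of 9 plasma-cell, 10 of 18 T-cell, 8 of 15 macrophage and 3 of 8 NK and cytotoxic genes were higher there, and none of 10 dendritic-cell genes by edgeR (3 adjusted over the list alone). With an estimated correlation none of these leukocyte sets passed under that covariate (adjusted p = 0.0656 for B-cell, macrophage and NK, 0.0762 for T-cell, 0.0961 for plasma-cell and 0.339 for dendritic-cell genes). Lymph node tissue was present in the section of 3 of the 10 group 3/4 tumours and of none of the 29 others. Without these 3 tumours all 8 thymic medullary genes and 9 of the 10 M-cell genes were still called, while of the 7 lymph node stroma genes 4 had lower and 3 had higher log2 fold changes than with these tumours.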

The list of enriched GO BP and KEGG pathways in the *Lyn*-high and PCA group 3/4 tumours was identical. Seven of these GO BPs were also enriched in PCA group 1/2; however, the majority (469 out of 477) of GO BP terms and all KEGG terms enriched in PCA group 1/2 were not found in the other groups (Fig. 6A,B).

GO BP terms were categorised into functional classes (Table S11) and the proportions of enriched terms from each functional class assessed for the tumour groups (Fig. 6C). Unsurprisingly, given that the terms enriched in the *Lyn*-high and PCA group 3/4 tumours were identical, the classification of GO BP terms in these groups was identical. For both of these sets, the most numerous classification of enriched GO BP terms was ‘inflammation and immune response’ (40 terms, 83.3%), followed by ‘cell signalling’ (four terms, 8.3%), ‘cell adhesion and extracellular matrix (ECM)’ (two terms, 4.2%) and ‘neurodevelopment and function’ (two terms, 4.2%). For the *Lyn*-low tumours, the three enriched GO BP terms were all classified as associated with ‘neurodevelopment and function’ (100%). The 477 GO BP terms enriched in PCA group 1/2 could be classified into 17 different functional classes. The four largest of these (to which >10% of the 477 GO BP terms were assigned) were ‘morphogenesis, remodelling and healing’ (128 terms, 26.8%), ‘cellular homeostasis and metabolism’ (92 terms, 19.3%), ‘cell signalling’ (53 terms, 11.1%) and ‘neurodevelopment and function’ (48 terms, 10.1%).

We next examined the enriched KEGG pathways. 

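NF-kB genes were higher in PCA group 3/4 for 22 of 29 members, also when adjusted over the list alone (adjusted p = 6.08e-37 by camera, and adjusted p = 0.000398 with an estimated correlation). They included the subunits Relb and Nfkb2, the latter with 44480 ± 14300 normalised counts in PCA group 3/4 (SD, n = 10) against 10080 ± 4632 in PCA group 1/2 (SD, n = 29). Others were the anti-apoptotic Bcl2a1d (log2 fold change 4.41, adjusted p = 1.13e-11) and Bcl2a1b (3.85), and the adhesion molecule Icam1 (3.57). Of 33 chemokine genes 11 were higher and 3 lower (adjusted p = 0.0267 by camera, and adjusted p = 0.552 with an estimated correlation), with log2 fold changes of 8.23 for Ccl20 and 2.24 for Ccl17. In Lyn-high tumours 10 of 29 chemokine genes were higher and none lower by edgeR (15 higher and 1 lower adjusted over the list alone), among them Ccl20 (6.48) and Cxcl16 (1.47). As a set, chemokine genes in Lyn-high tumours had an adjusted p of 7.1e-07 by camera, and adjusted p = 0.0894 with an estimated correlation. Of 28 apoptosis genes 8 were higher and 1, the pro-apoptotic Bid, lower (adjusted p = 4.36e-08 by camera, and adjusted p = 0.0128 with an estimated correlation). With the Bcl2a1 genes, which protect from apoptosis, rose Birc2, an inhibitor of apoptosis (2.85), and the pro-apoptotic Pmaip1 (3.74). MHC class II genes rose in all 11 cases (adjusted p = 9.5e-11 by camera, adjusted p = 0.0802 with an estimated correlation, and adjusted p = 2.43e-06 by fry), as in Cd74 (1.47) and H2-DMa (1.42). In Lyn-high tumours 13 of 29 NF-kB genes were higher, 17 adjusted over the list alone (adjusted p = 2.5e-10 by camera, and adjusted p = 0.109 with an estimated correlation), among them Ltb (2.67) and Bcl2a1d (3.19). Within animals 12 of the NF-kB and 4 of the apoptosis genes were higher in PCA group 3/4 (21 and 7 adjusted over the list alone), and neither set passed there with an estimated correlation (the apoptosis genes had an adjusted p of 0.138). Of the 11 MHC class II genes 1 was called within animals (4 adjusted over the list alone; adjusted p = 0.473 with an estimated correlation). With the macrophage and T-cell scores as covariates, a comparison chosen after the result was seen, 20 of the 22 stayed called, and 18 did with the B-cell and dendritic-cell scores as well.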

Consistent with the GO BP analysis, and the overlap of the annotations between the tumour groups, the *Lyn*’high/PCA group 3/4 tumours were enriched for KEGG pathways including ‘cytokine-cytokine receptor interaction’, ‘NFκB signalling’, ‘chemokine signalling’, ‘TNF signalling pathway’ and ‘apoptosis’. In contrast, the PCA group 1/2 tumours were enriched for KEGG pathways including ‘breast cancer’, ‘Wnt signalling’, ‘Notch signalling’, ‘PI3K-Akt signalling’ and ‘pathways in cancer’ (Table S11).

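Notch genes were lower in PCA group 3/4. Of 21, 6 were lower and none was higher by edgeR (1 higher at an unadjusted p under 0.05, and 0 by DESeq2). As a set, Notch genes had an adjusted p of 0.000995 by camera, and adjusted p = 0.0342 with an estimated correlation. Next to Hey1, the target Hes1 (-1.23), the ligand Dll1 (-2.82) and the receptor Notch3 (-1.95) fell, given as log2 fold changes. Wnt genes moved both ways, with 3 higher and 4 lower of 39 (3 and 8 adjusted over the list alone; adjusted p = 0.17 by camera, and adjusted p = 0.552 with an estimated correlation). The genes Wnt11, a non-canonical ligand (3.14), and Axin2, a target of beta-catenin (2.43), rose, while the receptor Fzd9 (-6.10) and the secreted inhibitor Sfrp1 (-2.60) fell. Of 29 PI3K-Akt genes 2 were higher and 2 lower (adjusted p = 0.405 by camera, and adjusted p = 0.725 with an estimated correlation). The leukocyte kinase subunit Pik3cd (1.01) and the growth factor Igf1 (1.30) rose, and the insulin pathway genes Irs1 (-2.16) and Igf1r (-1.43) fell. Within animals, 1 of the 21 Notch genes was lower by edgeR (6 lower and 1 higher adjusted over the list alone; adjusted p = 0.223 with an estimated correlation).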

### *In vivo* differences between tumour groups are not maintained in cultured neoplastic cells

We next carried out qRT-PCR analysis of expression of seven ‘inflammation and immunity’-/‘NFκB’-associated genes (*Bcl2a1a*, *Cd40*, *Nfkb2*, *Relb*, *Ccl5*, *Tnfaip3* and *Shisa8*) differentially expressed between the *Lyn* groups and PCA groups of tumours using twenty of the samples (Table S12) analysed by RNAseq in order to validate the analysis. 

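In the RNAseq data of all the tumours in each group, the genes chosen for qRT-PCR moved as follows. The anti-apoptotic Bcl2a1a rose in Lyn-high tumours (log2 fold change 2.60, adjusted p = 0.000619) and in PCA group 3/4 (log2 fold change 3.24, adjusted p = 1.3e-08). So did Cd40, a TNF receptor of antigen-presenting cells (log2 fold change 1.93, adjusted p = 0.0139, and log2 fold change 2.33, adjusted p = 5.93e-06). For the NF-kB subunits, the log2 fold change of Nfkb2 was 1.31 (adjusted p = 0.0347) in Lyn-high tumours and 2.14 (adjusted p = 8.94e-11) in group 3/4, and that of Relb 1.53 (adjusted p = 0.0162) and 2.38 (adjusted p = 3.26e-10). Tnfaip3 had 2.06 and 2.58, and the chemokine Ccl5 2.24 and 2.15, with adjusted p of 0.00125, 1.86e-09, 0.00289 and 0.000106 in that order, all from edgeR. Shisa8, a membrane protein, fell in Lyn-high tumours (adjusted p = 0.0118) and in group 3/4 (log2 fold change -6.23, adjusted p = 5.96e-07). With the PCA group as a covariate the log2 fold change of Nfkb2 between the Lyn groups was -0.20. The paper picked these genes from the same tumours, so their direction here is not independent evidence.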

The results confirmed that the genes were significantly differentially expressed between the *Lyn*-low and *Lyn*-high (Fig. 7A; Table S12; Fig. S7) and between the PCA group 1/2 and PCA group 3/4 tumour groups (Fig. 7B) and in expected patterns (*Bcl2a1a*, *Cd40*, *Nfkb2*, *Relb*, *Il4i1*, *Ccl5* and *Tnfaip3* were significantly more highly expressed in *Lyn*-high and PCA group 3/4 tumours, *Shisa8* was significantly more highly expressed in *Lyn*-low and PCA group 1/2 tumours).

**Fig. 7.**
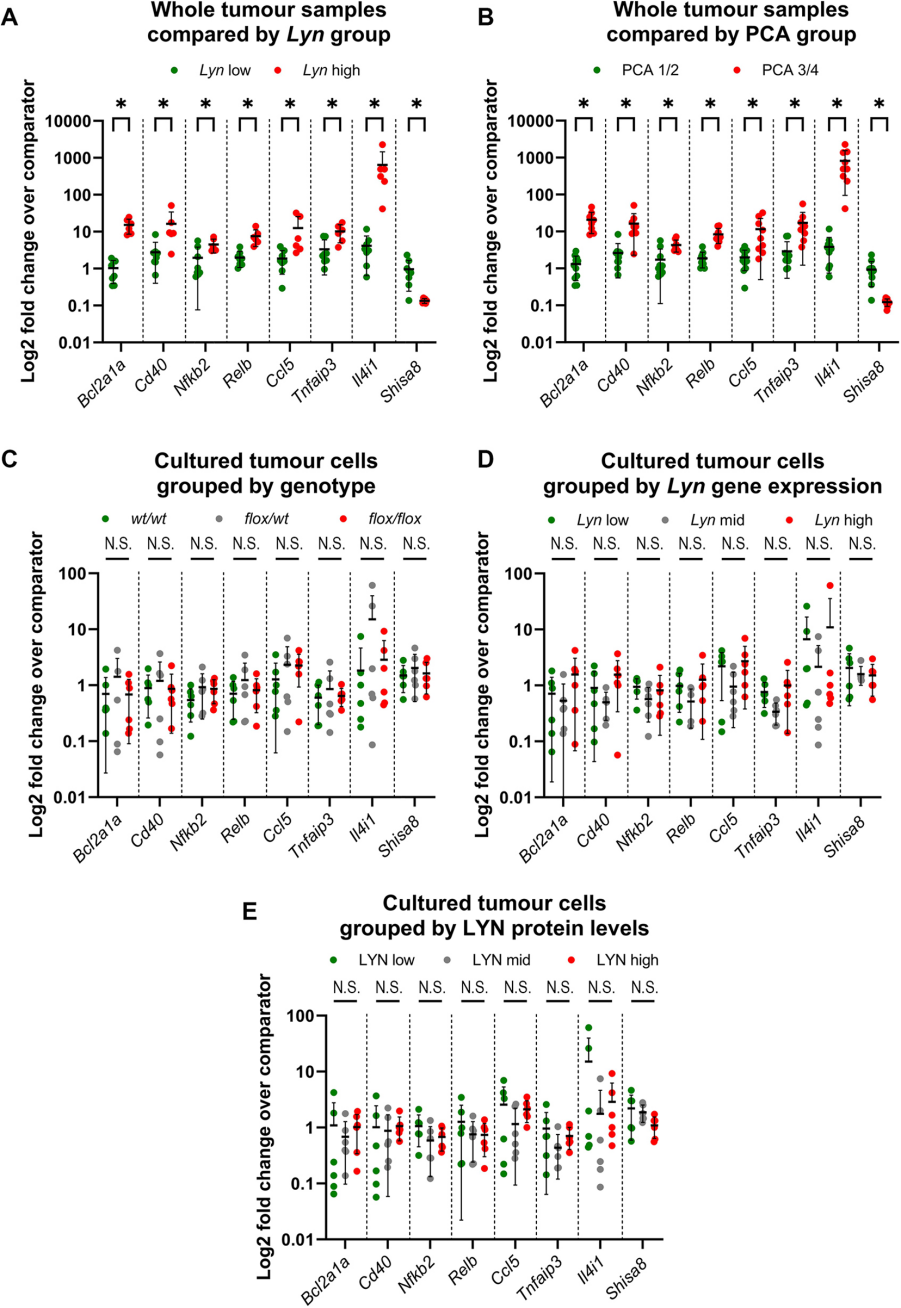
**Gene expression differences between tumours *in vivo* are not maintained in neoplastic tumour cells in primary culture.** (A,B) qRT-PCR validation of *Ccl5*, *Tnfaip3*, *Bcl2a1a*, *Cd40*, *Nfkb2*, *Relb*, *Shisa8* and *Il4i1* expression in whole tumour samples analysed by RNAseq, comparing *Lyn*-low (*n*=8) and *Lyn*-high (*n*=6) (A) and PCA group 1/2 (*n*=11) and PCA group 3/4 (*n*=9) (B) tumour groups. Patterns of gene expression are consistent with the RNAseq data. (C-E) qRT-PCR expression of the same gene set in primary cultures of neoplastic tumour cells from *Lyn^wt/wt^*, *Lyn^fl/wt^* and *Lyn^fl/fl^* tumours (*n*=6 of each genotype). Expression is compared by genotype (C), previously determined levels of *Lyn* gene expression (D) or previously determined levels of LYN protein expression (E) (Fig. 3). Cultures were divided into three groups based on high (top third), mid (middle third) or low (bottom third) levels of expression. There were no differences between any groups in the cultured cell analysis. Data are presented as expression levels normalised to *Gapdh* and *Actb* (A,B) or *Gapdh* alone (C,D) (Fig. S6) and relative to comparator samples (Table S12). For each gene, datasets are presented by sample group in the order shown in the legend underneath the graph title. Mean±s.d. is shown; Mann–Whitney tests with multiple comparison correction. N.S., not significant; *P<0.05.

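For the 20 tumours with both measurements, RNAseq and qRT-PCR values ran parallel for all 8 genes. Because PCA groups 3/4 and 1/2 stood apart for most of them, Pearson's r between log2 RNAseq counts and qRT-PCR values is given within each group. Among the 9 group 3/4 tumours it was 0.922 for Ccl5, 0.948 for Il4i1, 0.891 for Tnfaip3, 0.936 for Bcl2a1a, 0.931 for Cd40, 0.781 for Nfkb2, 0.862 for Relb and 0.457 for Shisa8. Among the 11 group 1/2 tumours it was 0.865 for Ccl5, 0.358 for Il4i1, 0.672 for Tnfaip3, 0.722 for Bcl2a1a, 0.937 for Cd40, 0.72 for Nfkb2, 0.854 for Relb and 0.944 for Shisa8. The low values belong to Il4i1 in group 1/2 and Shisa8 in group 3/4, the groups in which these genes had few counts. Pooled over the 20 tumours, Spearman's rho lay between 0.875 and 0.967 (permutation p of at most 2e-05), r between 0.861 and 0.971, and r without the 2 tumours farthest from the median RNAseq value between 0.82 and 0.966. Within the 10 tumours of each year r was 0.924 to 0.985 in 2020 and 0.783 to 0.981 in 2021.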

Then, we analysed expression of the same set of genes in the set of tumour cell primary cultures previously analysed for *Lyn* conditional allele recombination and *Lyn* gene and LYN protein expression (Fig. 3). In contrast to the results from the whole-tumour analysis, there were no significant differences between cultured cells, whether we compared cultures from different cohorts (Fig. 7C), cultures with different levels of *Lyn* gene expression (Fig. 7D) or cultures with different levels of LYN protein expression (Fig. 7E).

### B-cell abundance in tumours correlates with doubling time

The results of the qRT-PCR validation suggest either that the differences in tumour biology indicated by the RNAseq analysis are not a result of differences between the neoplastic cells in the tumours but are a consequence of other cell types, or that differences only appear between the neoplastic cells when they are in the context of an *in vivo* microenvironment. A combination of the two factors is also possible.

One potential difference between the *Lyn*-low/PCA group 1/2 and *Lyn*-high/PCA group 3/4 tumours is the extent of immune cell infiltration. This possibility is supported by immunoglobulin genes being significantly more highly expressed in the *Lyn*-high/PCA group 3/4 tumours (Table S9), the enrichment of this tumour group for ‘inflammation and immunity’-associated genes (Fig. 6) and the known high expression of *Lyn* in immune cell subsets, particularly in B cells (Brian and Freedman, 2021). Therefore, to assess the immune cell infiltration between the tumour groups, we analysed the RNAseq data using CIBERSORTx (Steen et al., 2020).

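Antibody genes were higher in Lyn-high tumours: of 6 measured, 5 rose (adjusted p = 4.84e-07 by camera, and adjusted p = 0.0894 with an estimated correlation). They were the heavy chain constant genes Ighm (log2 fold change 4.65, adjusted p = 9.69e-05), Ighg2b (6.44), Ighg2c (6.38) and Igha (4.20) and the light chain gene Igkc (log2 fold change 5.98, adjusted p = 0.00023). Plasma-cell markers were higher for 7 of 9 genes, 7 adjusted over the list alone (adjusted p = 1.82e-06 by camera, and adjusted p = 0.095 with an estimated correlation), among them Jchain, which joins secreted antibodies (5.10). Between PCA groups 4 of 21 antibody genes were higher in group 3/4 (3 adjusted over the list alone; adjusted p = 0.000362 by camera, and adjusted p = 0.552 with an estimated correlation). They were the variable genes Igkv8-30 (log2 fold change 3.91, adjusted p = 0.00179), Ighv5-17 (log2 fold change 2.81, adjusted p = 0.0347) and Ighv1-26 (log2 fold change 2.80, adjusted p = 0.05), and Igha (log2 fold change 2.25, adjusted p = 0.0164). Ighm (log2 fold change 1.36, adjusted p = 0.212) and Igkc (log2 fold change 1.64, adjusted p = 0.232) did not pass between the PCA groups. The paper proposes from such genes that the tumour groups differ in immune cell infiltration.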

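By marker genes in the RNAseq data, T-cell genes were higher in PCA group 3/4 for 8 of 19 (13 adjusted over the list alone), with log2 fold changes of 1.94 for Cd6, 1.73 for Trac, 2.28 for Icos and 1.81 for Cd3g. As a set, these T-cell genes had an adjusted p of 3.51e-05 by camera, and adjusted p = 0.552 with an estimated correlation. Macrophage genes were higher for 8 of 15 (9 higher and 2 lower adjusted over the list alone), with 1.66 for Lyz2, 1.16 for C1qc, 1.09 for Cd68 and 1.14 for C1qa. As a set, these macrophage genes had an adjusted p of 7.92e-06 by camera, and adjusted p = 0.439 with an estimated correlation. Dendritic-cell genes were higher for 5 of 10 (6 adjusted over the list alone; adjusted p = 0.00083 by camera, and adjusted p = 0.326 with an estimated correlation). Among these were Zbtb46 (2.95), Xcr1 (2.59), Flt3 (1.46) and Clec9a (1.61), log2 fold changes again. Of 17 B-cell genes 2 were higher (adjusted p = 0.00772 by camera, and adjusted p = 0.597 with an estimated correlation). These were Cr2, the complement receptor, and Fcer2a, the low-affinity IgE receptor (log2 fold change 3.86, adjusted p = 0.000729). Plasma-cell genes were higher in 1 of 12 cases (adjusted p = 0.0437 by camera, and adjusted p = 0.683 with an estimated correlation). None of 9 genes of NK and cytotoxic cells was called by edgeR or DESeq2 (1 higher at an unadjusted p under 0.05 in edgeR). By fry the adjusted p was 0.0098 for T-cell, 0.00205 for macrophage and 0.000424 for dendritic-cell genes. For B-cell, plasma-cell and NK genes it was 0.0257, 0.04 and 0.242. Within animals none of the T-cell genes was called by edgeR or adjusted over the list alone (all 19 had positive log2 fold changes), while 1 macrophage gene (7 over the list alone) and 1 dendritic-cell gene (2 over the list alone) were. These counts compare transcripts in whole tumour pieces and are not cell numbers.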

There were no significant differences in immune cell subsets between the tumour groups (Fig. S7; Table S13). However, when considering memory B cells and plasma cells in particular (two subsets likely to contribute significantly to a *Lyn*-high and high immunoglobulin gene expression signature), the *Lyn*-high/PCA group 3/4 tumours had a higher mean abundance of cells than the *Lyn*-low/PCA group 1/2 tumour group, but also with large error bars (memory B-cell abundance of *Lyn*-low tumours, 30.007±35.411, *n*=13; memory B-cell abundance of *Lyn*-high tumours, 126.619±119.442, *n*=13; plasma cell abundance of *Lyn*-low tumours, 1.614±2.689, *n*=13; plasma cell abundance of *Lyn*-high tumours, 41.141±51.980, *n*=13; mean±s.d.; two-tailed unpaired *t*-tests failed to meet the significance threshold following correction for multiple testing across the CIBERSORTx dataset) (Fig. S7; Table S13). Therefore, although a subset of *Lyn*-high/PCA group 3/4 tumours did have high levels of immune cells likely to contribute to tumour gene expression signatures, this was not true of all of them.

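A score of B-cell markers (mean z-score of 17 genes such as Cd79a and Ms4a1) was 0.685 ± 0.853 in Lyn-high and -0.59 ± 0.207 in Lyn-low tumours (SD, n = 13 each; permutation p = 1e-05, the smallest these permutations can give). It was 0.555 ± 0.652 in PCA group 3/4 (SD, n = 10) and -0.192 ± 0.723 in group 1/2 (SD, n = 29; permutation p = 0.00612, 0.0129 after adjustment over the 21 tests). The plasma-cell score (10 genes such as Jchain) was 0.632 ± 0.842 in Lyn-high and -0.5 ± 0.383 in Lyn-low tumours (permutation p = 0.0001). By PCA group it was 0.495 ± 0.778 in group 3/4 and -0.171 ± 0.659 in group 1/2 (permutation p = 0.0116, 0.0187 adjusted). Within 2020 and 2021 the difference in B-cell score was 1.56 and 0.935 between the Lyn groups (exact permutation p = 0.00699 and 0.00839) and 0.63 and 0.82 between the PCA groups (0.152 and 0.0436). For the plasma-cell score the differences by year were 1.38 and 0.851 between the Lyn groups (exact permutation p = 0.00979 and 0.0364) and 0.847 and 0.279 between the PCA groups (0.0433 and 0.392). The paper's CIBERSORTx abundance of memory B cells in Table S13 was 178.906 ± 152.070 in PCA group 3/4 and 37.902 ± 59.647 in group 1/2, and that of plasma cells 27.389 ± 46.109 and 14.164 ± 31.237 (SD). Across the 39 tumours the paper's memory B-cell values followed the B-cell score with a rho of 0.542 (permutation p = 0.00041) and an r of 0.747 (permutation p = 1e-05; 0.723 without the 2 tumours farthest from the median score). Its plasma-cell values followed the plasma-cell score with a rho of 0.659 (permutation p = 2e-05) and an r of 0.725 (permutation p = 3e-05; 0.745 without those 2). CIBERSORTx gave a p-value under 0.05 for 5 of the 39 tumours.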

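Tumour by tumour, the B-cell score ran from -0.43 to 1.81 in Lyn-high and from -0.87 to -0.25 in Lyn-low tumours, so that 11 of the 13 Lyn-high tumours exceeded every Lyn-low tumour. Between the PCA groups the ranges overlapped more, from -0.50 to 1.50 in group 3/4 and from -0.87 to 1.81 in group 1/2, and 0 of the 10 group 3/4 tumours exceeded every group 1/2 tumour. Plasma-cell markers ran from -0.52 to 1.95 in Lyn-high and from -1.01 to 0.23 in Lyn-low tumours, with 7 of 13 above all Lyn-low tumours, and 1 of 10 group 3/4 tumours lay above all of group 1/2. T-cell markers ran from 0.08 to 2.55 in group 3/4 and from -1.11 to 1.40 in group 1/2, and macrophage markers from -0.05 to 2.14 and from -1.67 to 1.27.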

*Lyn*-high/PCA group 3/4 tumours had a higher histoscore than *Lyn*-low/PCA group 1/2 tumours (Figs 4D and 5C), so we next assessed whether there was an association between LYN staining of tumour cells, as assessed by histoscores, and B-cell abundance. The group of tumours with the highest histoscore included four tumours with the highest abundance of B cells. However, the tumours with high LYN tumour cell histoscores also included tumours with low or no B-cell infiltrate, and there was no significant difference in abundance overall among tumours with different levels of LYN staining (Fig. 8A,B).

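The B-cell score averaged -0.257 ± 0.698 in tumours with a histoscore of 0 (SD, n = 13), -0.023 ± 0.87 in those scored 1, 2 or 3 (SD, n = 8) and 0.33 ± 0.744 in those scored 4, 6 or 9 (SD, n = 12; permutation p = 0.169, 0.262 adjusted over 2 tests). Plasma-cell markers gave -0.185 ± 0.807, -0.088 ± 0.662 and 0.317 ± 0.813 (SD; permutation p = 0.262). Of the 6 scored tumours with the highest B-cell score, 4 had a histoscore of 4, 6 or 9. The first, Lynfl/fl tumour 70, however had 0, and the next, Lynfl/wt tumour 7 (1.76), had 1, 2 or 3. As a correlation over the 33 tumours, B-cell score and histoscore had a rho of 0.359 (permutation p = 0.0411) and an r of 0.305 (permutation p = 0.0839; 0.492 without the 2 tumours farthest from the median score). By year, rho was 0.646 within 2020 (permutation p = 0.0108, n = 15) and 0.087 within 2021 (permutation p = 0.731, n = 18). For the plasma-cell score rho was 0.322 (permutation p = 0.0687), 0.664 within 2020 and -0.012 within 2021.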

**Fig. 8.**
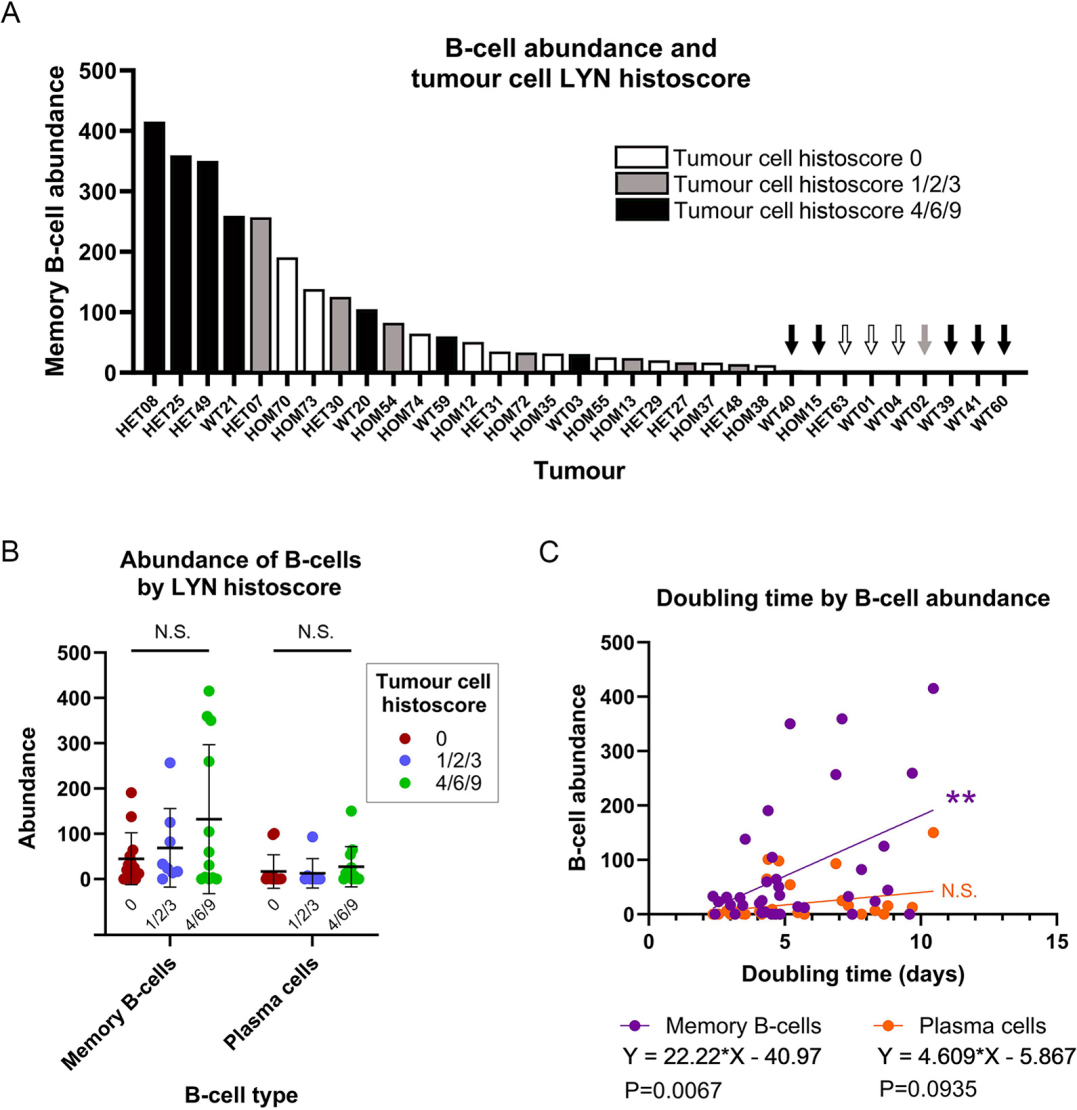
**Memory B-cell abundance correlates with tumour-doubling time**. (A) Memory B-cell abundance in 33 RNAseq tumour samples plotted from highest to lowest abundance (arbitrary units) and colour-coded by tumour cell LYN histoscore for the tumour. Very low/zero abundance samples are indicated by colour-coded arrows. WT, wild-type tumours; HET, heterozygous tumours; HOM, homozygous tumours. (B) Memory B-cell and plasma cell abundance compared by tumour cell LYN histoscore groups (*n*=13, 8 and 12 for groups 0, 1/2/3 and 4/6/9, respectively). Mean±s.d. is shown. (two-way ANOVA). (C) Simple linear regression of B-cell abundance (arbitrary units) (memory B cell, purple; plasma cells, orange) against tumour-doubling time (days) (*n*=36). Increased numbers of memory B cells are significantly associated with increased tumour-doubling time. N.S., not significant; **P<0.01.

Finally, we determined whether there was an association between B-cell abundance and tumour-doubling time. Indeed, there was a significant association between memory B-cell (*P*=0.0067) but not plasma cell (*P*=0.0935) abundance and tumour-doubling times (Fig. 8C).

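B-cell markers and doubling time, over 36 tumours, had a rho of 0.271 (permutation p = 0.111, 0.117 adjusted over the 21 tests) and an r of 0.357 (permutation p = 0.0315). For B cells, without the 2 tumours farthest from the median score, r was 0.426 (p = 0.0118). Plasma-cell markers such as Jchain had a rho of 0.36 (permutation p = 0.0312, 0.041 adjusted) and an r of 0.386 (permutation p = 0.0193). For plasma cells, without the 2 tumours farthest from the median score, r was 0.466 (p = 0.0054). Within the 16 tumours of 2020 rho was 0.365 for B-cell markers (permutation p = 0.164) and 0.65 for plasma-cell markers (permutation p = 0.00762). Within the 20 of 2021 the values were 0.0767 (permutation p = 0.748) and -0.0707 (permutation p = 0.769). For B-cell markers the change between the years did not pass (permutation p = 0.341). The paper's memory B-cell abundance of Table S13 gave an r of 0.444 with doubling time (permutation p = 0.00637) and a rho of 0.32 (permutation p = 0.057). Leaving out the 2 tumours farthest from the median abundance, r was 0.273 (permutation p = 0.117), and within 2020 it was 0.53 (permutation p = 0.0445). Its rho was 0.596 within 2020 (permutation p = 0.0168) and -0.0287 within 2021 (permutation p = 0.905). The paper's plasma-cell abundance had a rho of 0.332 (permutation p = 0.0475) and an r of 0.284 (permutation p = 0.0893). Group 3/4 tumours both doubled more slowly and held more B-cell transcripts. Among the 27 group 1/2 tumours alone, a split chosen after the result was seen, rho was -0.044 for B-cell markers (permutation p = 0.827) and 0.168 for plasma-cell markers (permutation p = 0.399).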

## DISCUSSION

The SRC-family kinase LYN is most highly expressed in haematopoietic cells but is also expressed in a wide variety of other tissues, including epithelia (reviewed in Brian and Freedman, 2021). It is a downstream target of c-KIT signalling in luminal epithelial stem/progenitor cells of the mammary gland (Regan et al., 2012; Tornillo et al., 2018) and also expressed in breast cancers, particularly TNBC (Choi et al., 2010; Hochgrafe et al., 2010; Molyneux et al., 2010).

The LYN kinase is best known for its role as both a positive and negative regulator of myeloid and B-cell development and differentiation (Brian and Freedman, 2021). The positive functions of LYN are context dependent and, in positive signalling, loss of LYN may be compensated for by other SRC-family kinases. In contrast, LYN appears to be absolutely required for negative regulation of B-cell proliferation (Brian and Freedman, 2021; Xu et al., 2005). Notably, both *Lyn* knockout mice and mice constitutively overexpressing LYN develop lethal autoimmune kidney diseases, although of distinct pathologies (Hibbs et al., 2002, 1995).

LYN has two splice isoforms (LYN^FL^/LYN p56/LYNA and LYN^Δ25-45^/LYN p53/LYNB) (Brian and Freedman, 2021; Tornillo et al., 2018; Xu et al., 2005), and a ΔNLYN caspase-cleaved variant that affects NFκB signalling has also been described (Marchetti et al., 2009). These splice isoforms are still not fully understood, although it is known that LYNA regulates a signalling checkpoint in macrophages (Freedman et al., 2015) and re-expression of either LYNA or LYNB in *Lyn* knockout mice restores B-cell developmental defects, but neither rescues the autoimmune phenotype on its own (Brian et al., 2022).

Previous studies on the mammary epithelium and breast cancer, including our own, have highlighted LYN as a positive regulator of cell growth and survival (Choi et al., 2010; Tornillo et al., 2018). We have shown that LYNA specifically regulates cell invasion and migration in TNBC cell lines *in vitro* but both LYNA and LYNB enhance breast cancer cell line survival, suggesting that *Lyn* is an oncogene (Tornillo et al., 2018). Tyrosine 32 in the LYNA-specific N-terminal region is a target of EGFR kinase activity and, once phosphorylated, results in LYN-mediated activation of the MCM7 DNA replication-licencing factor (Huang et al., 2013). LYN activity has been reported to promote the epithelial-mesenchymal transition through Vav-Rac1-PAK1-mediated control of SNAI protein localisation and stability in multiple cancer types, including breast cancer (Thaper et al., 2017). A role for LYN in the regulation of p53 has also been described. LYN is reported to directly interact with p53 and prevent its nuclear export, suppressing MDM2-mediated p53 degradation and enhancing p53-dependent apoptosis (Ren et al., 2002).

Here, we find contradictory evidence for the role of LYN in mammary tumours, potentially related to functions in multiple cell types within a tumour. LYN protein expression was decreased in epithelial-origin neoplastic tumour cells carrying two copies of a conditional knockout *Lyn* allele in which Cre recombinase expression was under the control of the *Blg* promoter (Fig. 3C). However, some tumours retained strong LYN expression, suggesting incomplete recombination *in vivo*; furthermore, some tumours with wild-type alleles showed very low levels of expression. Importantly, there was no association between LYN protein expression (assessed by histoscores) and tumour-doubling time (Fig. 4F).

In contrast, there was an association between *Lyn* expression levels as measured by RNAseq in whole-tumour lysates and tumour-doubling time (tumours with higher overall *Lyn* expression grew more slowly; Fig. 4E), and when tumours were grouped in an unsupervised manner on the basis of RNAseq data, there was also a correlation with doubling time (Fig. 5D). Therefore, overall *Lyn* expression correlated with tumour-doubling time, but LYN expression specifically in the tumour cells did not. Rather, tumour-doubling time correlated with B-cell abundance (as defined by CIBERSORTx, which has been previously proven to be robust) (Steen et al., 2020), with tumours with a higher B-cell abundance score growing more slowly (Fig. 8C); there tended to be more B cells in *Lyn*-high/PCA group 3/4 tumours, although with considerable variation (Fig. S7). As B cells are known to express *Lyn*, their presence in a tumour would tend to result in tumours with a heavy B-cell infiltration being grouped in the *Lyn*-high/PCA group 3/4 set (and in this tumour set having significantly higher levels of expression of ‘inflammation and immunity’-related genes).

As there was an association between tumour cell LYN histoscore and the *Lyn* tumour group defined by RNAseq analysis (Figs 4D and 5D), high *Lyn* expression in the whole-tumour lysates likely resulted from a combination of moderate or high levels of *Lyn* transcripts in the neoplastic tumour cells themselves as well as varying degrees of B-cell infiltrate, with very high abundance in some cases. It was the B-cell infiltrate that correlated with the doubling time of the tumours rather than levels of LYN expression in the tumour cells.

However, it is possible that LYN-dependent signalling pathways in tumour cells activated intrinsic inflammatory signalling pathways, potentially including NFκB, resulting in the production of cytokines that enhanced immune cell recruitment and an anti-tumour immune response. Downstream mediators linked to LYN activation of NFκB include MEK, IKKα (or CHUK) (Cooper et al., 2013), PI3K (Toubiana et al., 2015), MAPK and IκB (Avila et al., 2012), and there is also support for a role of NFκB activation in BRCA1 loss-of-function-associated breast cancers. NFκB activation was proposed to be the mechanism underlying hormone-independent growth of *BRCA1*-deficient luminal progenitors in colony formation assays *in vitro* (Lim et al., 2009; Sau et al., 2016). In contrast, a subset of *BRCA1*-mutant breast cancers was reported to show increased NFκB activity correlating with a good prognosis (Buckley et al., 2016). These tumours were associated with increased numbers of CD8^+^ cytotoxic T cells, suggested to create an ‘anti-tumour microenvironment’ (Buckley et al., 2016). The difference between these *in vitro* and *in vivo* studies reflects our own findings.

Our study has limitations. In particular, LYN staining may not reflect active LYN protein or active LYN-dependent signalling. Unfortunately, antibodies specific for active phosphorylated LYN are not currently available for IHC. Those that are available stain the phosphorylated active site of all SRC-family kinases. Flow cytometry to purify neoplastic tumours cells for analysis by, for example, western blotting, is also problematic. Antibodies that can specifically mark all neoplastic epithelial-origin cells as opposed to non-neoplastic epithelia, or indeed other components of the tumour are not available. In the absence of a robust approach to purifying tumour cells, we opted to carry out RNAseq analysis from pieces of tumour that likely contained mixed populations of cells. Such pieces were taken from tumour regions away from obvious necrosis but without any other selection criteria. This has the advantage of ensuring that sensitive RNA expression patterns are not altered during cell purification protocols but, assuming that *Lyn* expression in *Lyn*-high tumours was a result of both LYN-expressing tumour cells and immune cells, interpretation of the results is complex. Future studies to test our model that the activity of LYN-dependent, cell-intrinsic signalling pathways results in an anti-tumour immune response will likely require single-cell transcriptomic analysis or a similar approach.

Overall, our study suggests that, despite previous evidence supporting a cell-intrinsic role for LYN kinase in promoting mammary tumour cell survival, proliferation and invasion, it is likely to present difficulties as a therapeutic target in breast cancer owing to its potential role in B cells and the anti-tumour immune response. We also suggest that previous studies reporting associations between *Lyn* overexpression in TNBC may actually be reflecting enrichment in TNBC for immune cells, as is being exploited by current immunotherapy trials in this setting (Tarantino et al., 2022).

## MATERIALS AND METHODS

See Table S1 for a full list of all primers, antibodies and other reagents. Raw scanned western blots are provided in Fig. S8.

### Establishment of genetically modified mouse lines

This study was approved by the Cardiff University Animal Welfare and Ethical Review Body and carried out under the authority of appropriate Home Office Personal and Project Licences and with reference to ARRIVE guidelines (Percie du Sert et al., 2020). In particular, animals were monitored regularly and predefined humane endpoints strictly adhered to. The numbers of animals required in each cohort were based on previous experience of requirements for a sufficiently powered tumour cohort study (typically 15-20 animals per cohort depending on effect size, but given the inherent random nature of litter sizes, sex ratios and genotypes, numbers in each cohort may not be identical). Randomisation was not appropriate as animals had to be assigned to cohorts according to their genotype. Only female animals were used.

The full breeding scheme is illustrated in Fig. S1. Mice carrying the conditional *Brca1* allele on the *p53* heterozygote background as well as a Cre recombinase under the control of the β-lactoglobulin mammary specific promoter (*BlgCre Brca1^fl/fl^ p53^+/−^* mice) have been previously described (McCarthy et al., 2007; Molyneux et al., 2010). Mice carrying a tamoxifen-activated Cre ubiquitously expressed from the *Rosa26* locus (*R26C*) (Hameyer et al., 2007) were obtained from Prof. Karen Blyth, Cancer Research UK Beatson Centre, Glasgow. Mice carrying the *Lyn* floxed exon 4 conditional allele (*Lyn^tm1c^*) were obtained from the Mary Lyon Centre, MRC Harwell (full nomenclature C57BL/6N-Lyn^tm1c(EUCOMM)Hmgu^/H, derived from the embryonic stem cell clone HEPD0704_6_B11). Full details of all animals used in the study and all histological samples are provided in Tables S2 and S3.

### Mouse mammary epithelial cell harvest and culture

Mammary epithelial organoids were prepared from fourth mammary fat pads of 10- to 12-week-old virgin female mice as described (Smalley, 2010). Intramammary lymph nodes were removed prior to tissue collection. Fat pads were finely minced on a McIlwain Tissue Chopper (Thermo Fisher Scientific) and then digested for 1 h at 37°C in 3 mg/ml collagenase A (Merck Sigma-Aldrich)/1.5 mg/ml trypsin (Merck Sigma-Aldrich) in serum- and Phenol Red-free L15 medium (Thermo Fisher Scientific/Invitrogen) with gentle rotation. Tissue fragments (‘organoids’) released were incubated for 5 min in Red Blood Cell Lysis buffer (Merck Sigma-Aldrich), washed and then plated for 1 h at 37°C in Dulbecco's modified Eagle medium (DMEM; Thermo Fisher Scientific/Invitrogen) containing 10% fetal bovine serum (FBS; Thermo Fisher Scientific) for depletion of fibroblasts by differential attachment.

For 3D cultures, organoids were incubated with 0.05% trypsin/EDTA (Thermo Fisher Scientific) for 2 min at 37°C prior to plating onto Growth Factor Reduced Phenol Red-free Matrigel (Thermo Fisher Scientific) in complete growth medium [DMEM/F12 (Thermo Fisher Scientific) with 10% charcoal-stripped FBS (Thermo Fisher Scientific), 5 μg/ml insulin (Merck Sigma-Aldrich), 10 ng/ml cholera toxin (Merck Sigma-Aldrich) and 10 ng/ml epidermal growth factor (Merck Sigma-Aldrich). 4-Hydroxytamoxifen (4OHT) (Merck Sigma-Aldrich) was added at a final concentration 100 nM for 10-12 h to induce the recombination of the *Lyn^fl^* allele.

### Isolation of primary tumour cells

Primary tumour epithelial cells were obtained using the gentleMACS Dissociator and Mouse Tumor dissociation kit (Miltenyi Biotec) following the protocol recommended for dissociation of tough tumours. To ensure efficient dissociation, volumes of enzyme D, enzyme R and enzyme A were scaled up according to the size of the tumour piece (100, 50 and 12.5 μl, respectively, per each 0.5 cm^3^). The optional red blood cell lysis step was included in the procedure. Resulting cells were plated in complete growth medium in two-dimensional (2D) adherent conditions. Cells at passage 0 were used for all the experiments in this study.

### Tumour measurements and doubling times

Tumour width (W) and length (L) were measured using a caliper twice a week by the same person each time to eliminate inter-operator variability. Volume was calculated using the formula L×W^2^/2.

### IHC and formalin-fixed paraffin-embedded sample processing

Mice were euthanised by an approved method when previously established humane endpoints were reached. A full necropsy was performed and any tumour tissue was fixed in 10% neutral-buffered formalin for 24 h at 4°C, before being processed into paraffin blocks according to standard procedures. When a tumour was of sufficient size, a piece (distant from any obvious necrosis) was also snap frozen on dry ice at the time of dissection and then stored at −80°C for later RNA/protein extraction. In some cases, pieces of tumour were kept in L15 medium on ice for later isolation and culture of primary tumour cells. Visceral organs (liver, kidneys, spleen, lungs and, in some cases, heart and stomach, if obvious pathology was present) were also fixed in neutral-buffered formalin for 24 h and processed into paraffin blocks.

Tissue sections (5 μm) were either stained using Haematoxylin and Eosin (H&E) for histological analysis or used for immunohistochemical staining. For the latter, freshly cut sections were dewaxed and rehydrated. Sections underwent antigen retrieval in citrate buffer, pH 6.0, in a pressure cooker for 15 min before incubation with a 3% hydrogen peroxide solution for 20 min and then blocking in TBS containing 10% goat serum and 0.1% Tween-20 for 1 h. Incubation with primary antibodies (Table S1) was performed overnight at 4°C. Detection was carried out using the ImmPRESS kit (Vector Labs). Sections were counterstained with Haematoxylin and mounted. Images were acquired using a VS200 slide scanner (Olympus Keymed, Southend-on-Sea, Essex, UK) with a 20× objective and visualised using OlyVIA slide viewer software (Olympus).

### Histopathological analysis

Mammary tumour phenotyping was carried out by M.J.S. (who has over 10 years of experience of using the four-histotype classification system for mouse mammary tumours) using our previously established criteria based primarily on morphology of H&E-stained sections and immunohistochemical staining for ΔNp63 (Melchor et al., 2014; Molyneux et al., 2010; Ordonez et al., 2023, 2019, 2021). In brief, assessment of metaplasia (either spindle cell or squamous) and the extent of any ΔNp63 staining allows mouse mammary epithelial tumours to be classified as adenosquamous tumours (extensive squamous metaplasia and abundant ΔNp63 staining), adenomyoepitheliomas (abundant ΔNp63 staining in a distinct pseudobasal pattern bordering ΔNp63-negative cells, but little or no metaplasia), metaplastic spindle cell carcinomas (extensive or near total spindle cell metaplasia with infrequent nests of epithelial tumour cells; no ΔNp63 staining), adenocarcinomas of no special type (little or no metaplasia and little ΔNp63 staining). Histology of other organs was reviewed by M.J.S. with support and advice from S.B.

### Scoring of Ki67 IHC

For Ki67 IHC quantification, images of five different regions (in one case, six regions) from each section were captured using the OlyVIA software at 10× magnification. Regions were chosen to include areas with the highest level of Ki67 staining for that section, so that the final score represented the highest potential for proliferation, and therefore the most aggressive behaviour, of that tumour. The percentage of positive tumour cells in each image was determined automatically using Cognition Master Professional Ki67 Quantifier (Medline Scientific, Chalgrove, Oxfordshire, UK). Values returned by the program were ‘sense-checked’ against each image; any obvious errors (e.g. autopsy number 21-34-03, field 5, Table S4) were excluded from further analysis.

### Scoring of LYN IHC staining by modified histoscore

LYN IHC staining using a rabbit polyclonal antibody (Thermo Fisher Scientific) was quantified by a modified histoscore approach considering strength of staining and area stained. If staining was visible at 0.2× magnification on the OlyVIA slide viewer images, it was scored as strength ‘3’. If staining was not visible at 0.2× but was visible at 2×, it was scored as strength ‘2’. If staining was not visible at 2× but was visible at 20×, it was scored as strength ‘1’. If no staining was visible at 20×, it was scored as ‘0’. For the area of tumour stained, scoring was determined as follows: 0, no staining; 1, <10% of tumour cells positive; 2, 10-50% of tumour cells positive; 3, >50% of tumour cells positive. These divisions were chosen as easily assessable by eye, without the need for exact counting. The two scores were then multiplied together to give a final value. Note that the antibody used measured total LYN protein, not active protein. Antibodies specific to the phosphorylation site on LYN that indicate activation are not currently available.

### Protein isolation and western blotting analysis

2D cultured cells were lysed in Laemmli buffer. 3D cultured primary mouse mammary cells were released from Matrigel using the BD cell recovery solution (Corning/Thermo Fisher Scientific) prior to lysis. Protein extracts were separated by SDS-PAGE on 4-15% gradient Mini-PROTEAN TGX Precast Protein Gels (Bio-Rad), transferred to PVDF membranes (IPVH00010, Merck Millipore) and immunoblotted with anti-LYN antibodies. GAPDH was used as the loading control. The resulting immunocomplexes were detected by HRP-conjugated anti-mouse IgG or anti-rabbit IgG secondary antibodies and enhanced chemiluminescent (ECL) reagents (WBLUF0100, Merck Millipore).

### RNA isolation and gene expression analysis

Total RNA was isolated from tumour tissue or 2D cultured cells using the RNeasy Minikit (QIAGEN) according to the manufacturer's protocol. TRIzol (Thermo Fisher Scientific) was used for RNA extraction from 3D cultured primary mammary organoids. Up to 1 μg of RNA was converted into cDNA using either the Quantitect Reverse Transcription kit (QIAGEN) or the Superscript IV transcription kit (Thermo Fisher Scientific) following the manufacturer's instructions. Gene expression analysis was carried out using either TaqMan Master Mix and Taqman gene expression assays (Thermo Fisher Scientific) or Applied Biosystems SYBR Green Master Mix (Thermo Fisher Scientific), and primers were designed using Primer3 V4.1.0 (https://primer3.ut.ee/) (Table S1). Data analysis was carried out using the QuantStudio 7 software (Thermo Fisher Scientific). Relative expression levels of target genes were calculated using the ΔΔCt method as described previously (Kendrick et al., 2008).

For validation of RNAseq analysis of whole tumours, the geometric mean of *Gapdh* and *Actb* Ct values was used as a reference (Vandesompele et al., 2002). However, for analysis of passage 0 tumour cells in culture, only *Gapdh* was used as the reference, as analysis of *Actb* variance in these cells suggested a batch effect, which may have confounded the results (Fig. S6).

### RNA sequencing and analysis

Samples for RNAseq analysis underwent an on-column DNase I digestion step for genomic DNA removal prior to further processing. Total RNA quality and quantity was assessed using Agilent 4200 TapeStation and RNA or high-sensitivity RNA ScreenTapes (Agilent Technologies). mRNA was isolated from 50 ng of total RNA (RNA integrity number >7) using the NEBNext Poly(A) mRNA magnetic isolation module [New England Biolabs (NEB), E7490] and the sequencing libraries were prepared using the NEB Ultra II Directional RNA Library Prep Kit for Illumina (NEB, E7760). The sequencing libraries were prepared following Chapter 1 of the protocol in this kit. The steps included mRNA isolation, fragmentation and priming, first-strand cDNA synthesis, second-strand cDNA synthesis, adenylation of 3′ ends, adapter ligation (1:80 dilution) and PCR amplification (14 cycles). Libraries were validated using the Agilent 4200 TapeStation and hsD1000 ScreenTapes (Agilent Technologies) to ascertain the insert size, and a Qubit fluorometer (Thermo Fisher Scientific) was used to perform fluorometric quantitation. The manufacturer's instructions were followed except for the replacement of SPRIselect Beads or NEBNext Sample Purification Beads by AMPure XP beads (Beckman Coulter) in purification steps. The validated libraries were normalized to 4 nM, pooled together and the pool sequenced on an S1 (200-cycle) flow cell using a 2×100 bp dual-index format on the Illumina NovaSeq6000 sequencing system according to the manufacturer's instructions. Samples were sequenced to a read depth of at least 35 million prior to quality trimming with fastp (Chen et al., 2018). Quality trimmed reads were mapped to GRCm38 using STAR (v2.5.1b) (Dobin and Gingeras, 2015) with read multimapping filter set to 1 and gtf Gencode GRCm38 vM17. Exon and gene counts were calculated with featureCounts (v1.5.1) (Liao et al., 2014). Differential gene expression was calculated with SARtools using the DESeq2 package (Varet et al., 2016).

### GSEA

For GSEA, significant DEGS from the different tumour groups [adjusted *P*-value <0.05; log_2_(fold change) <0.5 or >2.0] were uploaded to g:Profiler (https://biit.cs.ut.ee/gprofiler/gost) and queried against the *Mus musculus* database with a term size limit of 1000, but otherwise using default options (with the exception of one group: the DEGs overlapping between the PCA group 1/2 and *Lyn*-low tumour groups, for which the term size limit was allowed default values, otherwise no results were returned). Results were downloaded as a CSV file (default options). GO BP grouping into functional categories was carried out manually.

CIBERSORTx analysis (https://cibersortx.stanford.edu/) (Newman et al., 2019) was carried out using the LM22 signature matrix file for 22 immune cell types and was run in ‘absolute mode’ so that relative differences between the proportions of immune cell types would be maintained.

### Statistics

All statistical analysis was carried out in Prism 10.0.2 (GraphPad Software). Survival curves were analysed by log rank test. For all other experiments, normally distributed data were analysed by Brown–Forsythe two-way ANOVA and/or two-tailed unpaired *t*-tests where appropriate. Non-parametric data were analysed by Kruskel–Wallis and/or Mann–Whitney tests where appropriate. A *P*-value of <0.05 was taken as significant. For analysis of difference in distribution of categorical variables, χ^2^ test (two groups) or χ^2^ test for trend (more than two groups) was used. *P*-values from multiple testing were corrected using the Holm–Sidak method.

The numbers of tumours available for analysis varied depending on the assay – for some tumours, doubling data were not available (as a minimum of three measurements was needed to determine this), and for others, IHC analysis was not available due to e.g. technical failures or poor quality/quantity of embedded material. For the RNAseq analysis, group sizes for determining DEGs varied depending on whether analyses were supervised or unsupervised. *n*-values numbers are provided in the figure legends.

## Supplementary Material

10.1242/dmm.050211_sup1 Supplementary information

Table S1. Antibodies and primer sequences used in this study.

Table S2. Full details of tumour cohort animals. For mammary tumour phenotypes: AC, adenocarcinoma, no special type; AME, adenomyoepithelioma; ASQC, adenosquamous carcinoma; MSCC, metaplastic spindle cell carcinoma. For mammary tumour locations, the coding indicates the left or right side of the body, and the mammary gland number, 1–5. Where more than one tumour has arisen in the same location, they are indicated as A/B/C.

Table S3. Full details of analysis of samples taken at necropsy, including animal and sample number, sample type, gross observations and histological observations, presence of metaplastic elements and ASQC or AME-like p63 staining, diagnosis, and, for the mammary tumours, *in vivo* doubling time and RNAseq sample identification. *‘Yes’ or ‘No’ indicates whether or not p63 staining pattern was consistent with a diagnosis of ASQC or AME. **Diagnoses of reactive hyperplasia of the spleen versus lymphoma are proposed by MJS and SB on the basis of the clinical behaviour of the animal and histology of the viscera. Extensive phenotyping of lymphocytic populations and analysis of clonality of expanding T-/B-cell populations was not carried out as this was not the primary purpose of the study.

Table S4. Ki67 and LYN staining quantitation. Ki67 staining was determined using the Cognition Master Professional Ki67 Quantifier automated Ki67 counting program on five (in one case six) fields of view from each tumour. LYN staining was indicated qualitatively (Y/N) for presence of stained epithelial-like areas, stained individual cells, stained tumour vasculature and stained non-tumour cells in the connective tissue. A histoscore approach (staining intensity 0–3 multiplied by area of positive stained cells 0–3) was then used to quantify staining in the epithelial-like tumour cells. See Methods for details.

Table S5. RNAseq sample identifiers and sample features, including histological observations, diagnosis, *in vivo* doubling time, LYN and Ki67 staining. Also included are the three categories used to identify sets of differentially expressed genes, namely (1) genotype of the animal from which the tumour was derived; (2) the normalised *Lyn* RNAseq expression score and the ranking of each tumour on the basis of that score; (3) the identifiers of each tumour used in the Principal Component Analysis (PCA ID) and its PCA group.

Table S6. Raw and normalised RNAseq counts across all 39 samples and analysis of differential expression comparing tumours from the different cohort genotypes.

Table S7. Raw and normalised RNAseq counts from the 13 tumours with the highest *Lyn* RNAseq expression counts (*Lyn* high tumours) and the 13 tumours with the lowest *Lyn* RNAseq expression counts (*Lyn* low tumours) and analysis of differential expression of genes across *Lyn* high and *Lyn* low groups.

Table S8. Raw and normalised RNAseq counts and differentially expressed genes comparing tumours from PCA groups 1 and 2 with tumours from PCA groups 3 and 4. Note positive fold changes are elevated in groups 3 and 4; negative fold changes are lowered in groups 3 and 4 / elevated in 1 and 2.

Table S9. Significantly differentially expressed genes (DEGs) (adjusted p value <0.05; log2 fold change ≤0.5 or ≥2.0) for the WT vs HOM, *Lyn* high vs *Lyn* low and PCA 1 and 2 vs PCA 3 and 4 comparisons. For each comparison, whether or not the DEG is also found to be differentially expressed in the other comparisons is indicated.

Table S10. g:Profiler gene set enrichment analysis (GSEA) of DEGs from the *Lyn* expression and PCA comparisons.

Table S11. Summary of GO Bioprocess and KEGG pathway interactions. The GO BP terms have been collected together in functional groupings (see first tab) for each tumour set for ease of interpretation. Each tumour set is listed on a different tab. The KEGG pathways enriched within the tumour sets are summarised together on a single tab. Overlaps between GO BP and KEGG Pathway terms between the tumour groups as determined by VENNY are also indicated.

Table S12. Raw and normalised quantitative real time rtPCR data from validation of differential gene expression (**Figure 7** and **Figure S6**). The first tab has raw Ct values, the second tab has values for whole tumour samples (as used for RNAseq) normalised by geometric mean of *Gapdh* and *B-actin*, the third tab has values for cultured cells normalised by *Gapdh* only. Normalised values indicated in grey, failed wells in red, samples used as comparator populations in yellow.

Table S13. Results of CIBERsortx analysis on *Lyn* expression and PCA tumour groups.

# Supplementary material for: Conditional in vivo deletion of LYN kinase has little effect on a BRCA1 loss-of-function-associated mammary tumour model
**Source:** Dis Model Mech. 2024 Jan 25;17(1):dmm050211. doi: 10.1242/dmm.050211
**Supplement:** Supplementary information

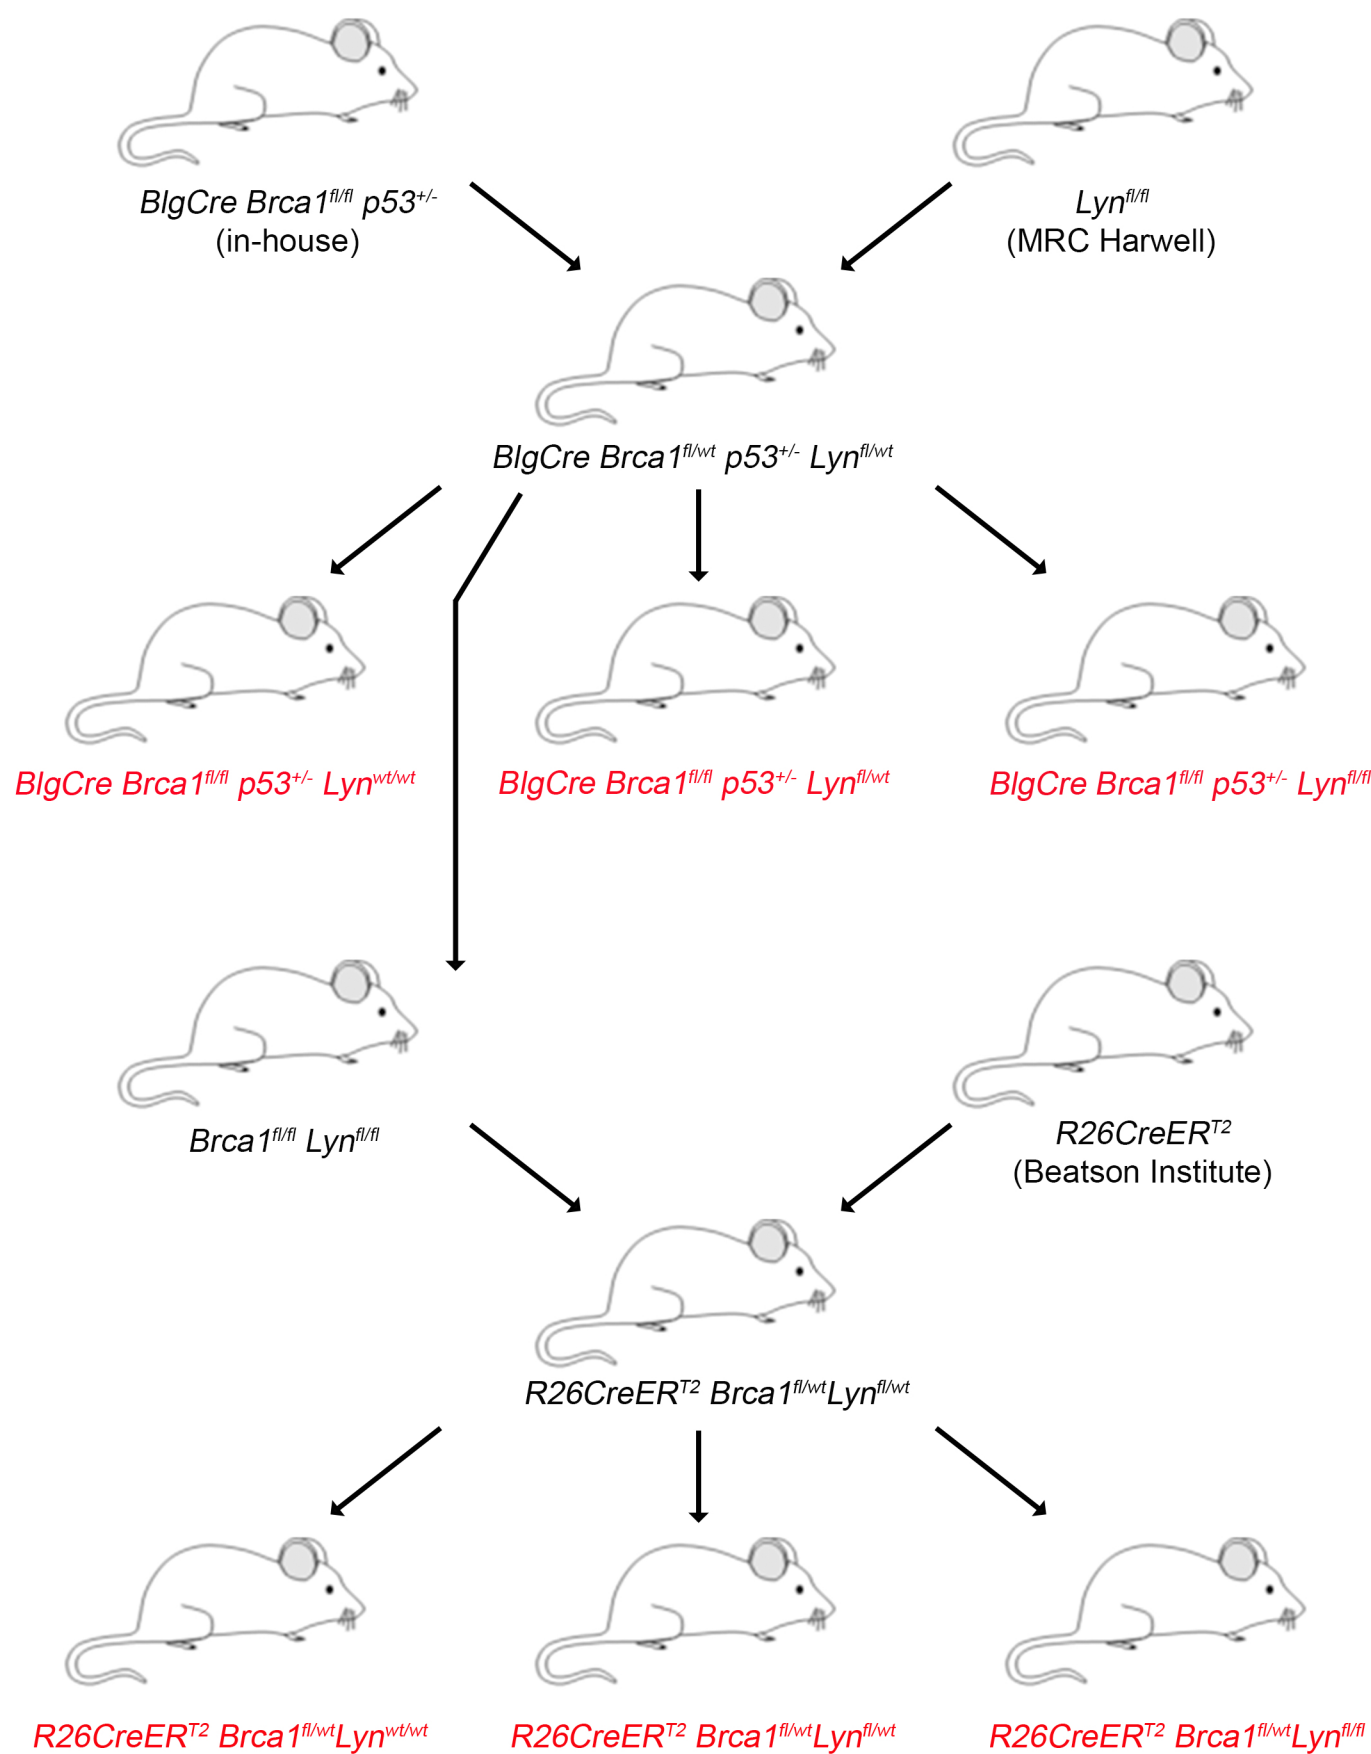

Fig. S1. (relates to Methods): Overview of mouse breeding strategy designed to generate desired experimental genotypes (indicated by genotypes in red) while homogenising, as far as possible, any background strain influence across the experimental cohorts.

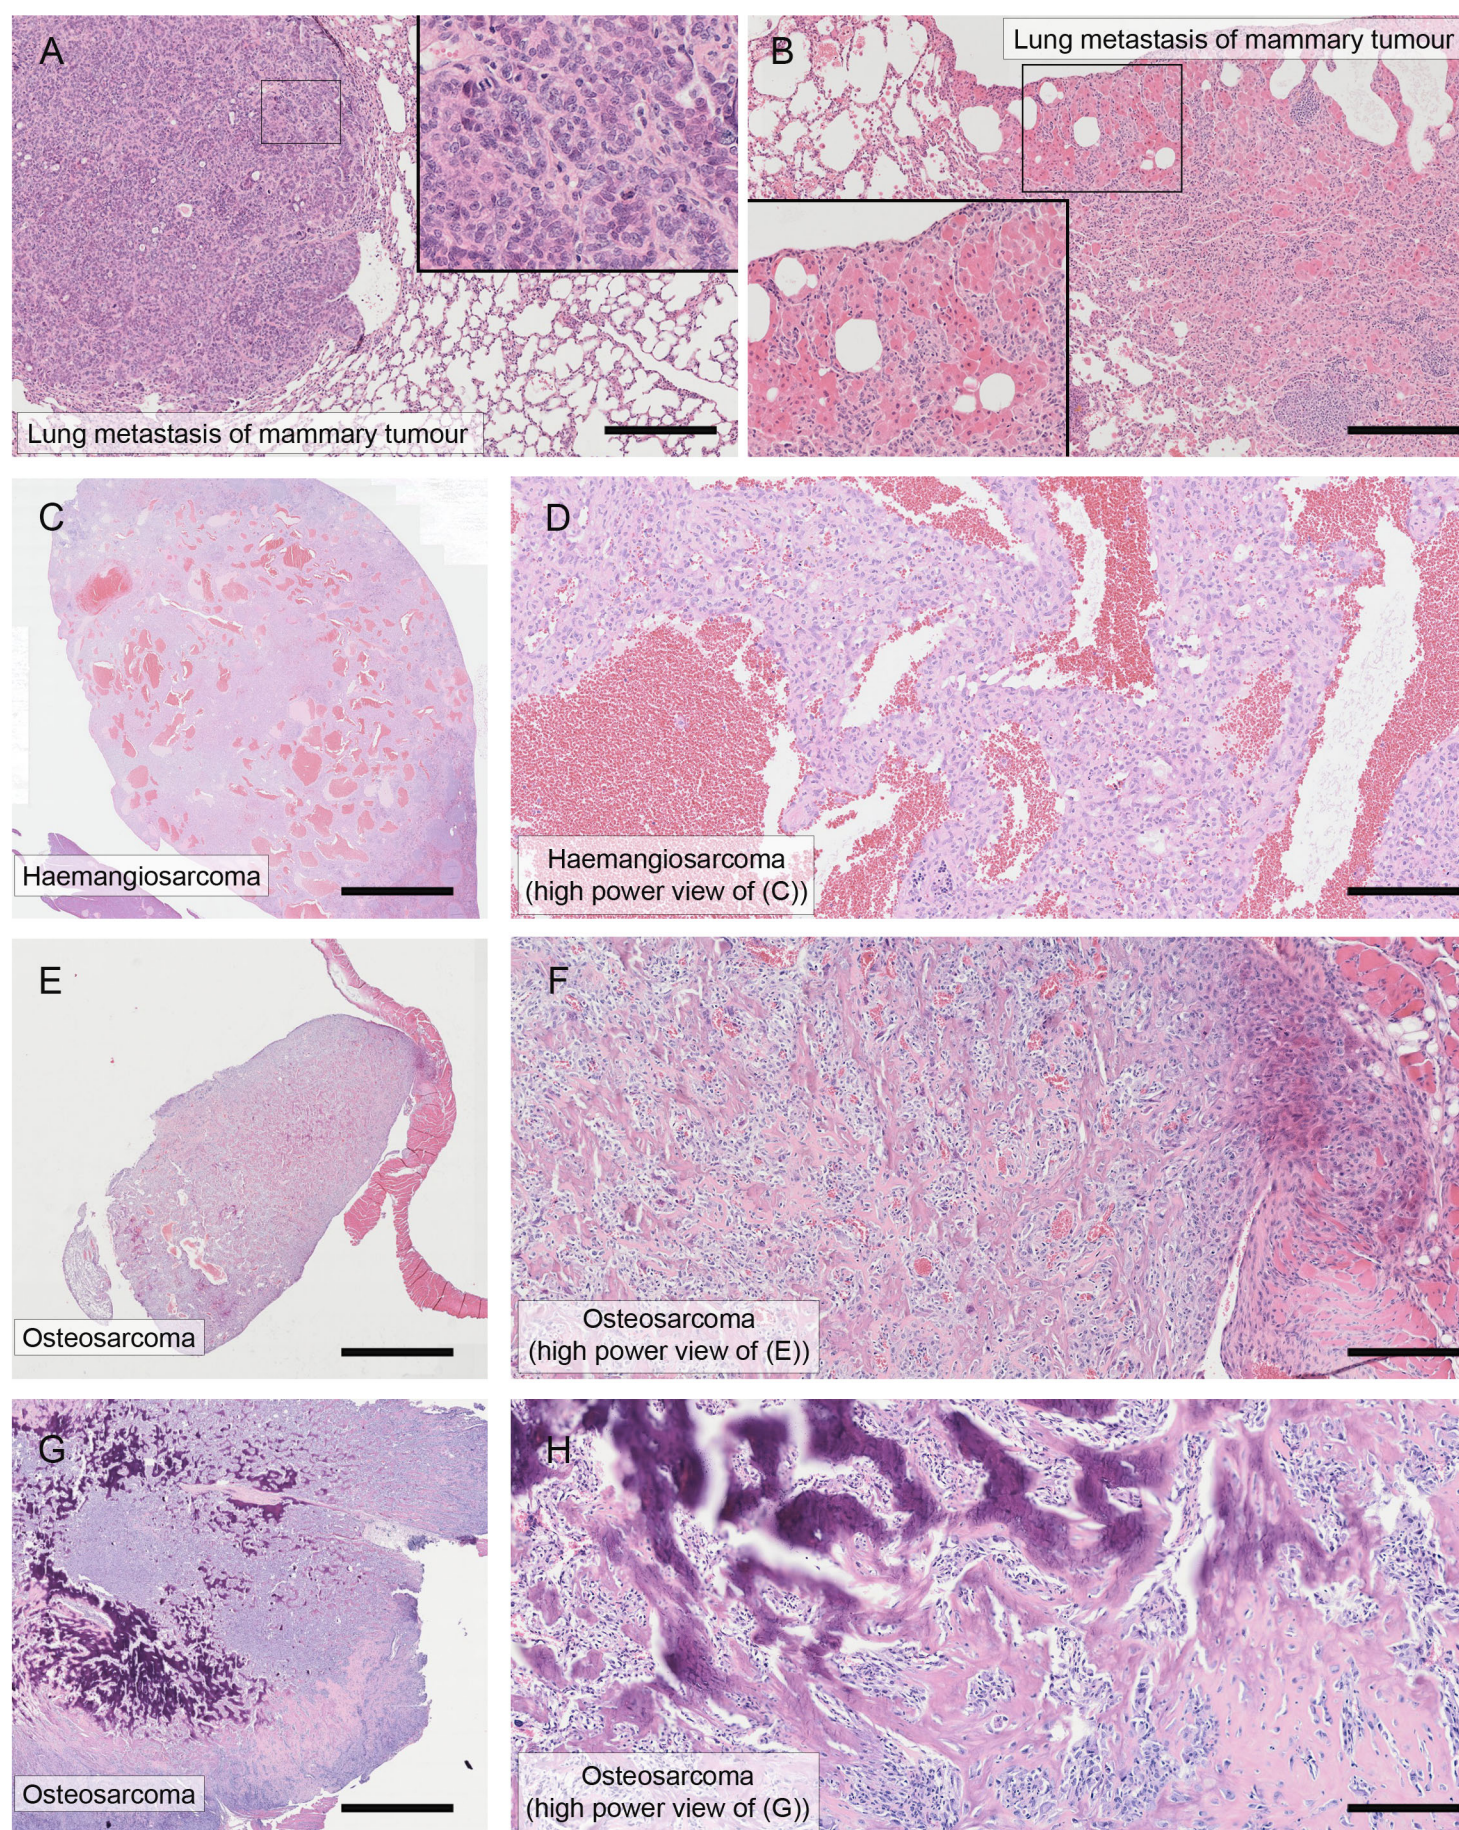

Fig. S2. (relates to Fig. 2): H&E stained examples of non-mammary tumours. A, B) Lung metastases. Note squamous metaplasia in (B); this sample was from an animal with a squamous mammary tumour. **C, D)** High and low power views of haemangiosarcoma of spleen. **E, F)** High and low power views of osteosarcoma of rib. **G, H)** High and low power views of osteosarcoma from base of tail. Bars A, B, D, F, H = 200 μ m. Bars C, E, G = 2mm. Inset in (A) magnified 4x. Inset in (B) magnified 2x.

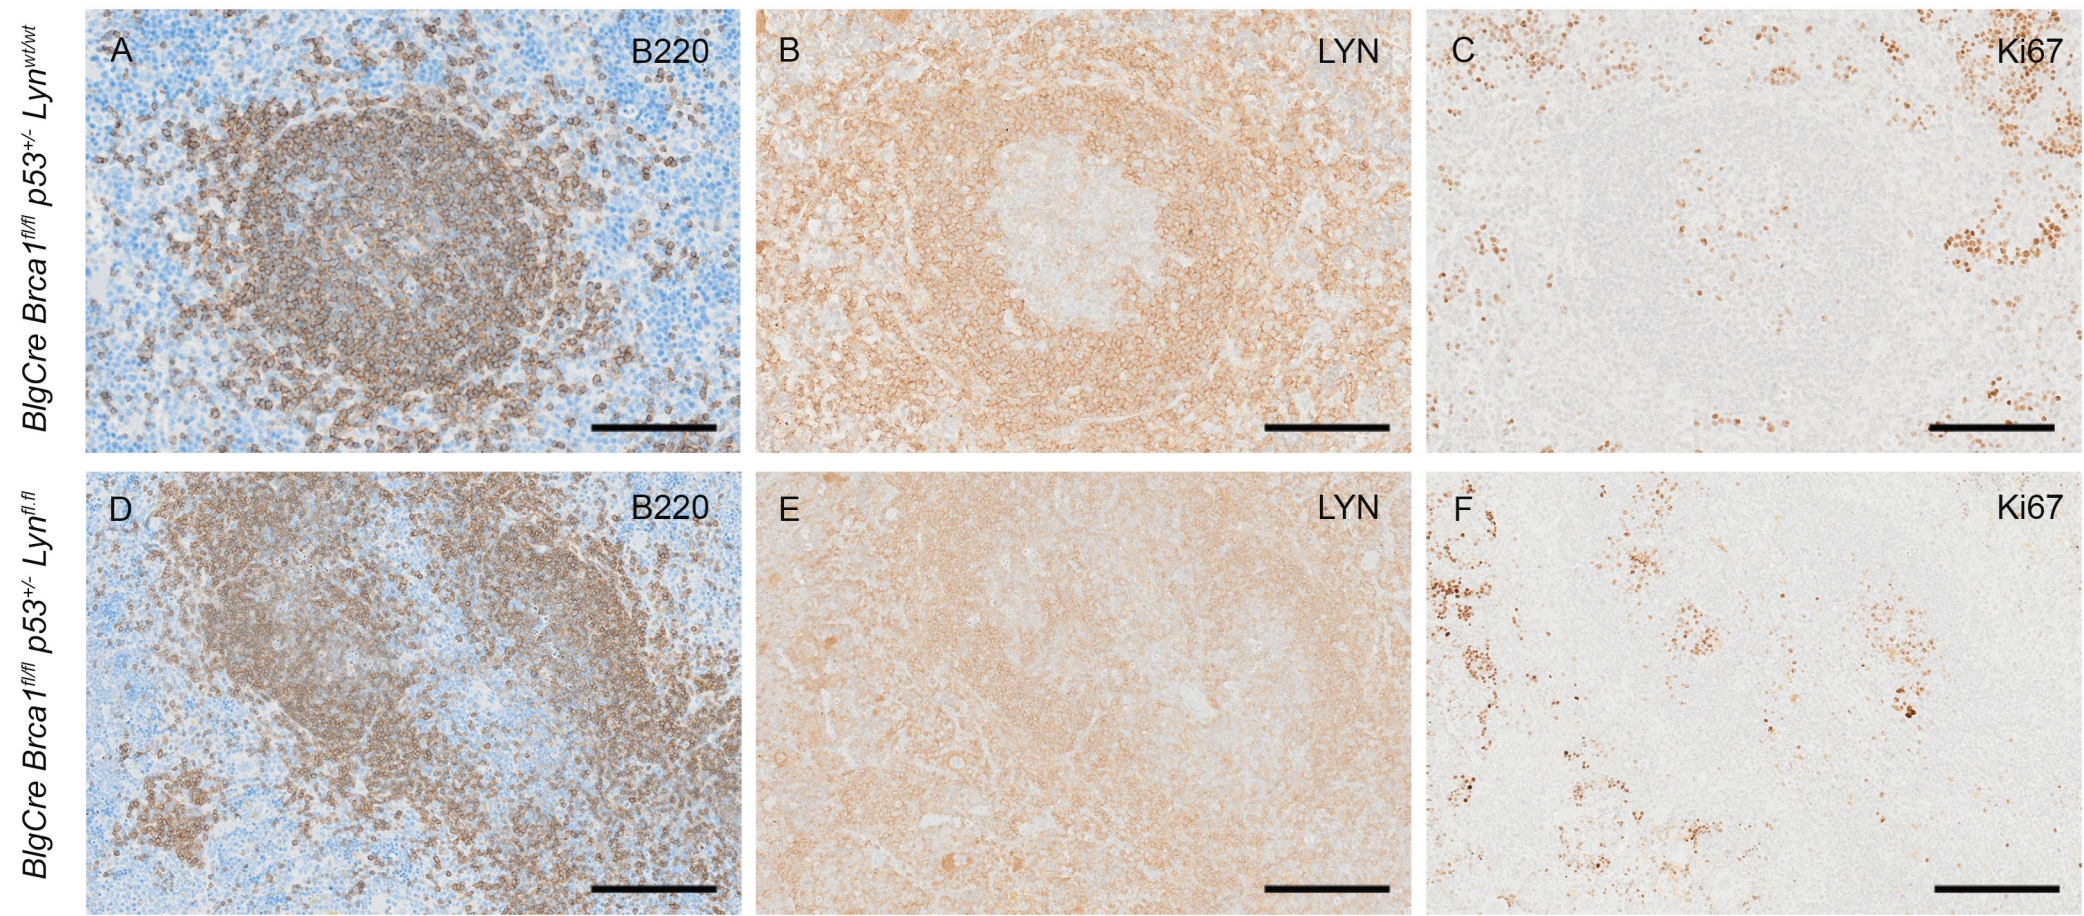

Fig. S3. (relates to Fig. 2): LYN staining in white pulp of spleen. Representative white pulp areas with germinal centres from spleens of *Lyn^{wt/wt}* (A – C) and *Lyn^{fl/fl}* (D – F) mice. Antigens detected by immunohistochemistry are indicated on each panel. LYN expression is downregulated in proliferative germinal centres in both genotypes. Bars = 200 μm.

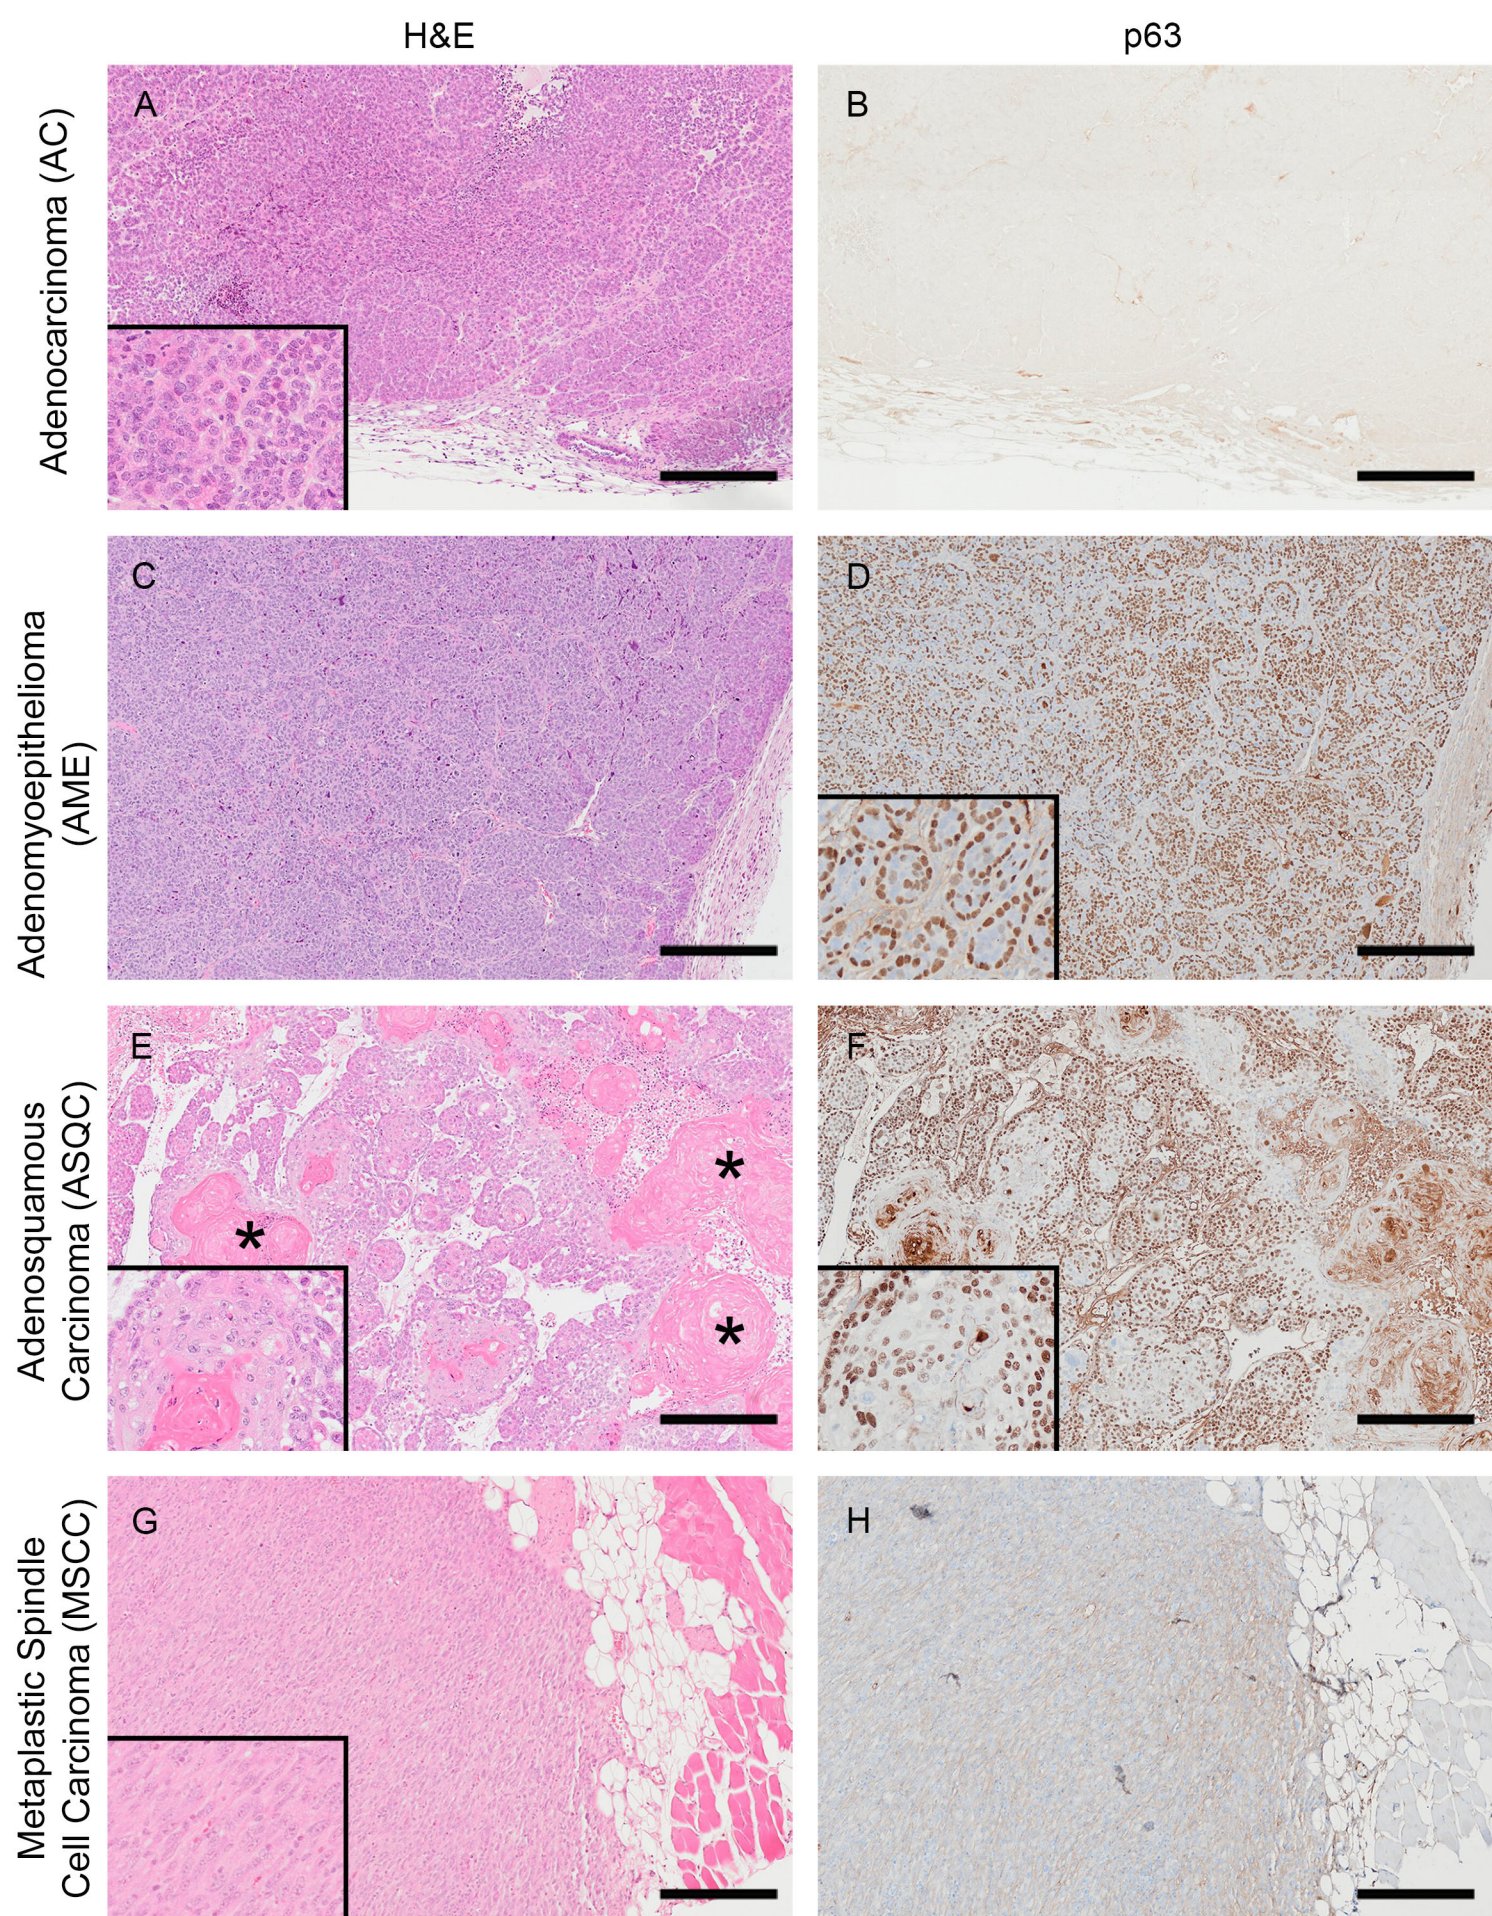

Fig. S4 (relates to Fig. 2): Key distinguishing features enabling histotyping of mouse mammary epithelial tumours. Left hand column, H&E staining. Right hand column, p63 staining. **A, B**) Adenocarcinoma of no special type (AC) showing no metaplastic features (A) and little p63 staining (B). **C, D**) Adenomyoepithelioma (AME) showing characteristic abundant p63 staining with a pseudo-basal pattern and 'ectopic' pseudo-luminal expression. **E, F**) Metaplastic adenosquamous carcinoma (ASQC) showing squamous metaplasia, keratin pearls (asterisks) and abundant p63 staining. **G, H**) Metaplastic spindle cell carcinoma (MSCC) showing spindle cell metaplasia and characteristic background stain at the periphery of each spindle cell. This is seen with all antibodies, not just the p63 stain. Bars = 200 µm. Insets are magnified 2.5 times.

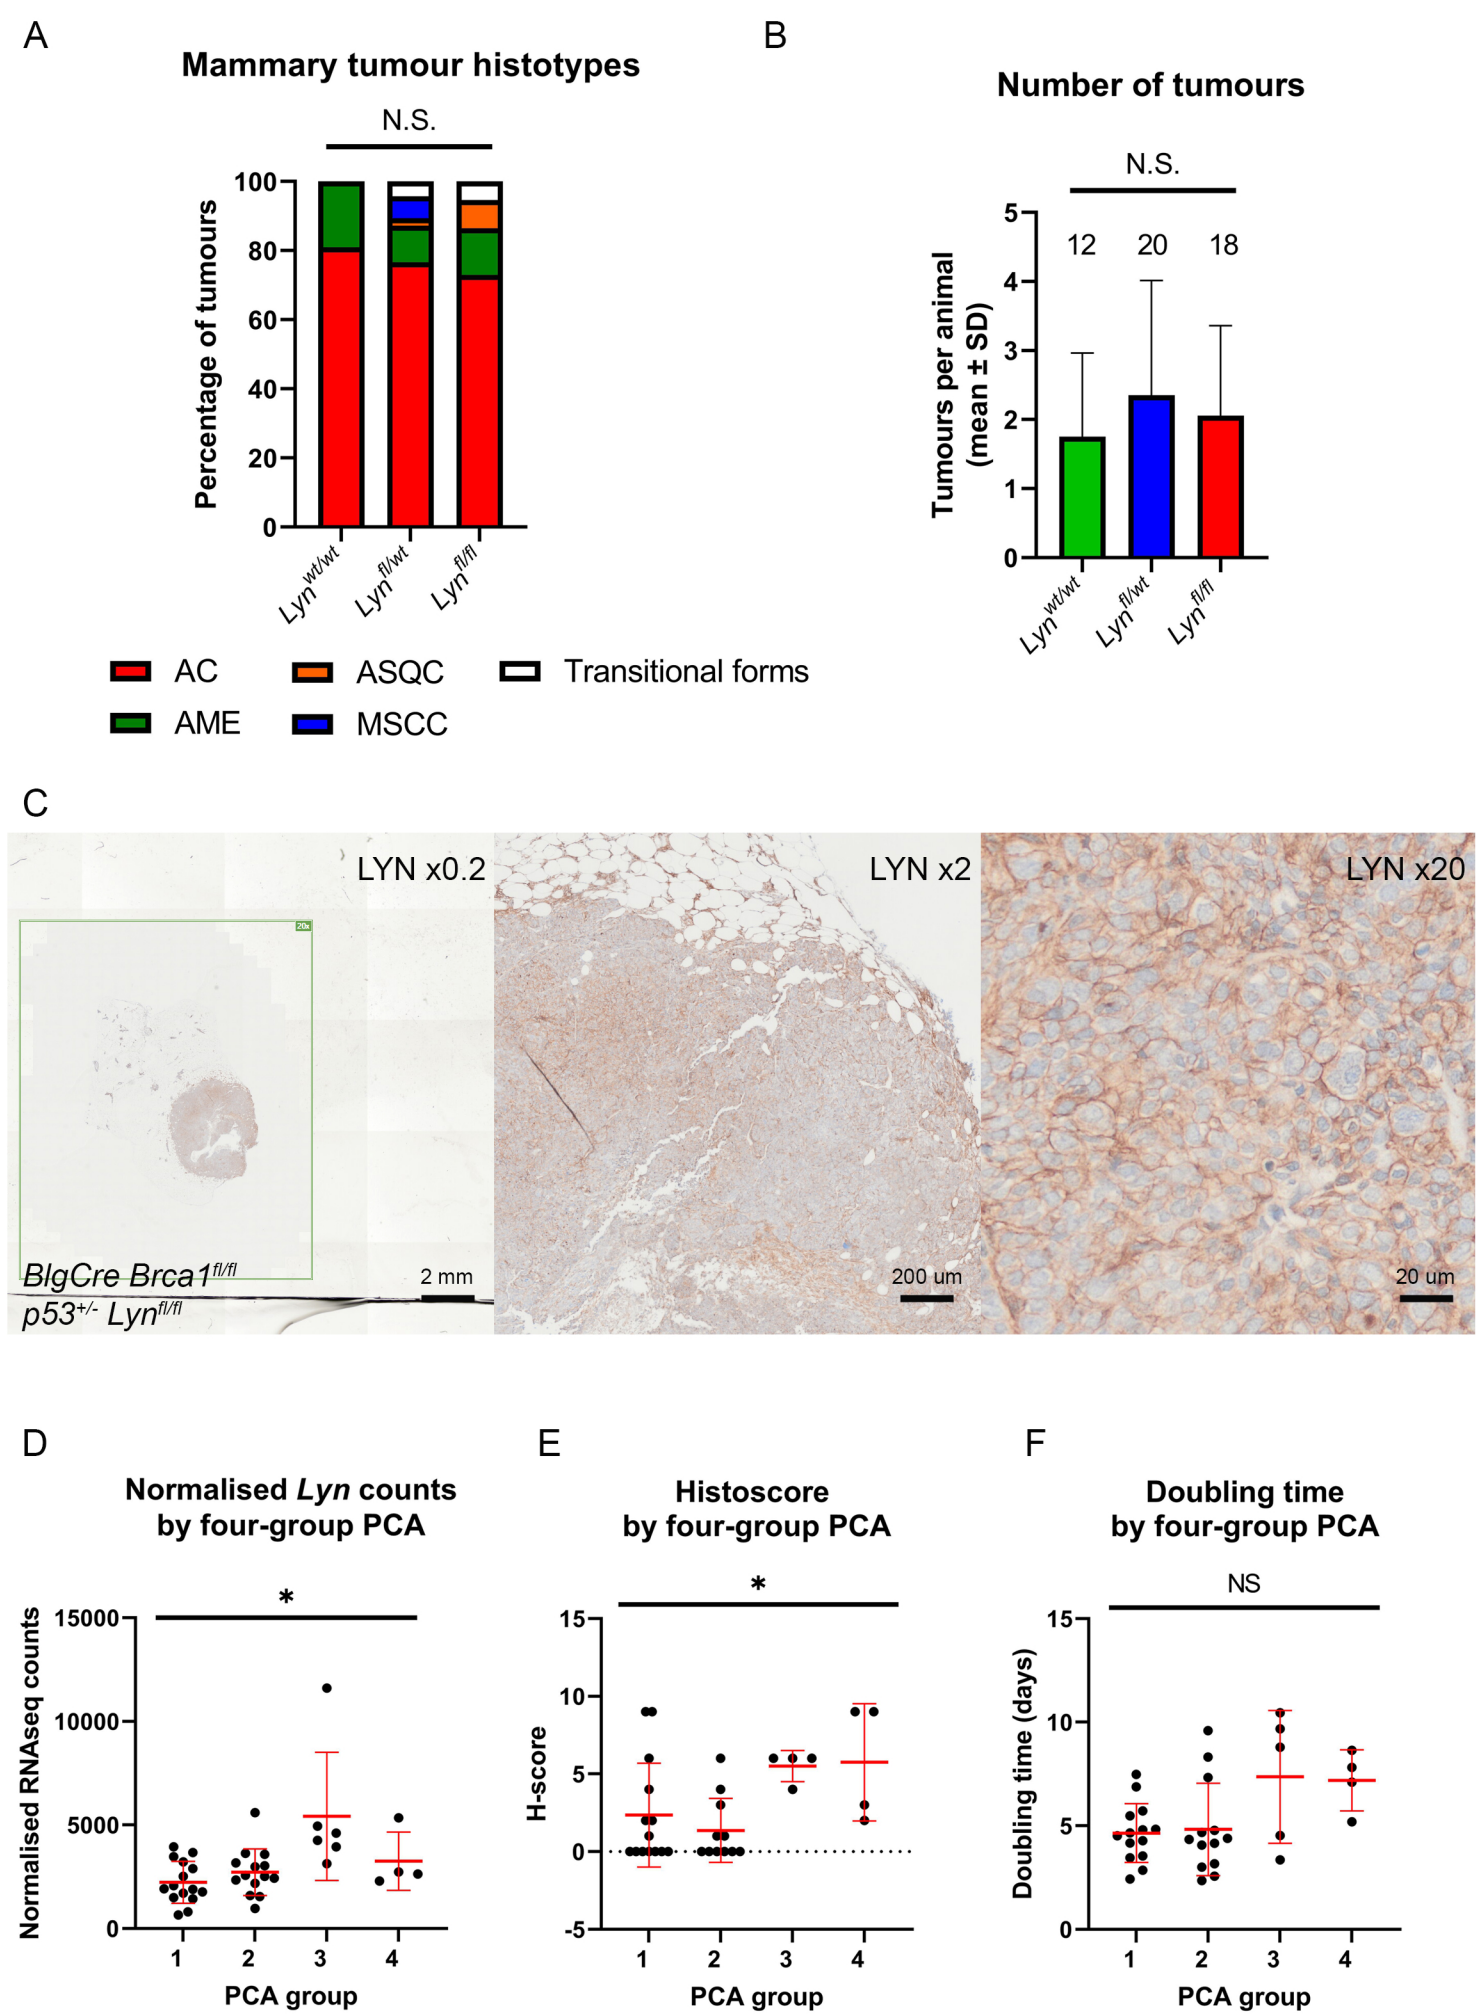

Fig. S5. (relates to Figs. 2, 3 and 4): Details of tumour features. A) Mammary epithelial tumour histological subtypes by *Lyn* cohort. AC, adenocarcinoma of no special type; AME, adenomyoepithelioma; ASQC, metaplastic adenosquamous carcinoma; MSCC, metaplastic spindle cell carcinoma. No significant differences by Kruskal-Wallis or individual Mann-Whitney tests ($n=21$ tumours from *Lyn^{wt/wt}* cohort, 47 tumours from *Lyn^{fl/wt}* cohort, 37 tumours from *Lyn^{fl/fl}* cohort). **B)** Mean number of mammary tumours per animal ($\pm$ s.d.) by *Lyn* cohort. No significant differences by ANOVA or individual t-tests. The numbers of mice analysed in each group is indicated above each bar. **C)** Example of LYN staining of a tumour assessed at 0.2x, 2x and 20x magnification using OLYVIA software. Scale bars as indicated. This tumour was scored as a '3' for intensity of staining as the staining was apparent even at the lowest magnification. **D)** Normalised RNAseq *Lyn* counts in tumours from PCA groups 1 ($n=15$), 2 ($n=14$), 3 ($n=6$) and 4 ($n=4$) presented separately. Mean $\pm$ s.d. indicated. * $P<0.05$ (ANOVA). **E)** Histoscore of tumours from PCA groups 1 ($n=14$), 2 ($n=11$), 3 ($n=4$) and 4 ($n=4$) presented separately. Mean $\pm$ s.d. indicated. * $P<0.01$ (Kruskal-Wallis). **F)** *In vivo* doubling time (days) of tumours from PCA groups 1 ($n=14$), 2 ($n=13$), 3 ($n=5$) and 4 ($n=4$) presented separately. Mean $\pm$ s.d. indicated. No significant differences (Kruskal-Wallis).

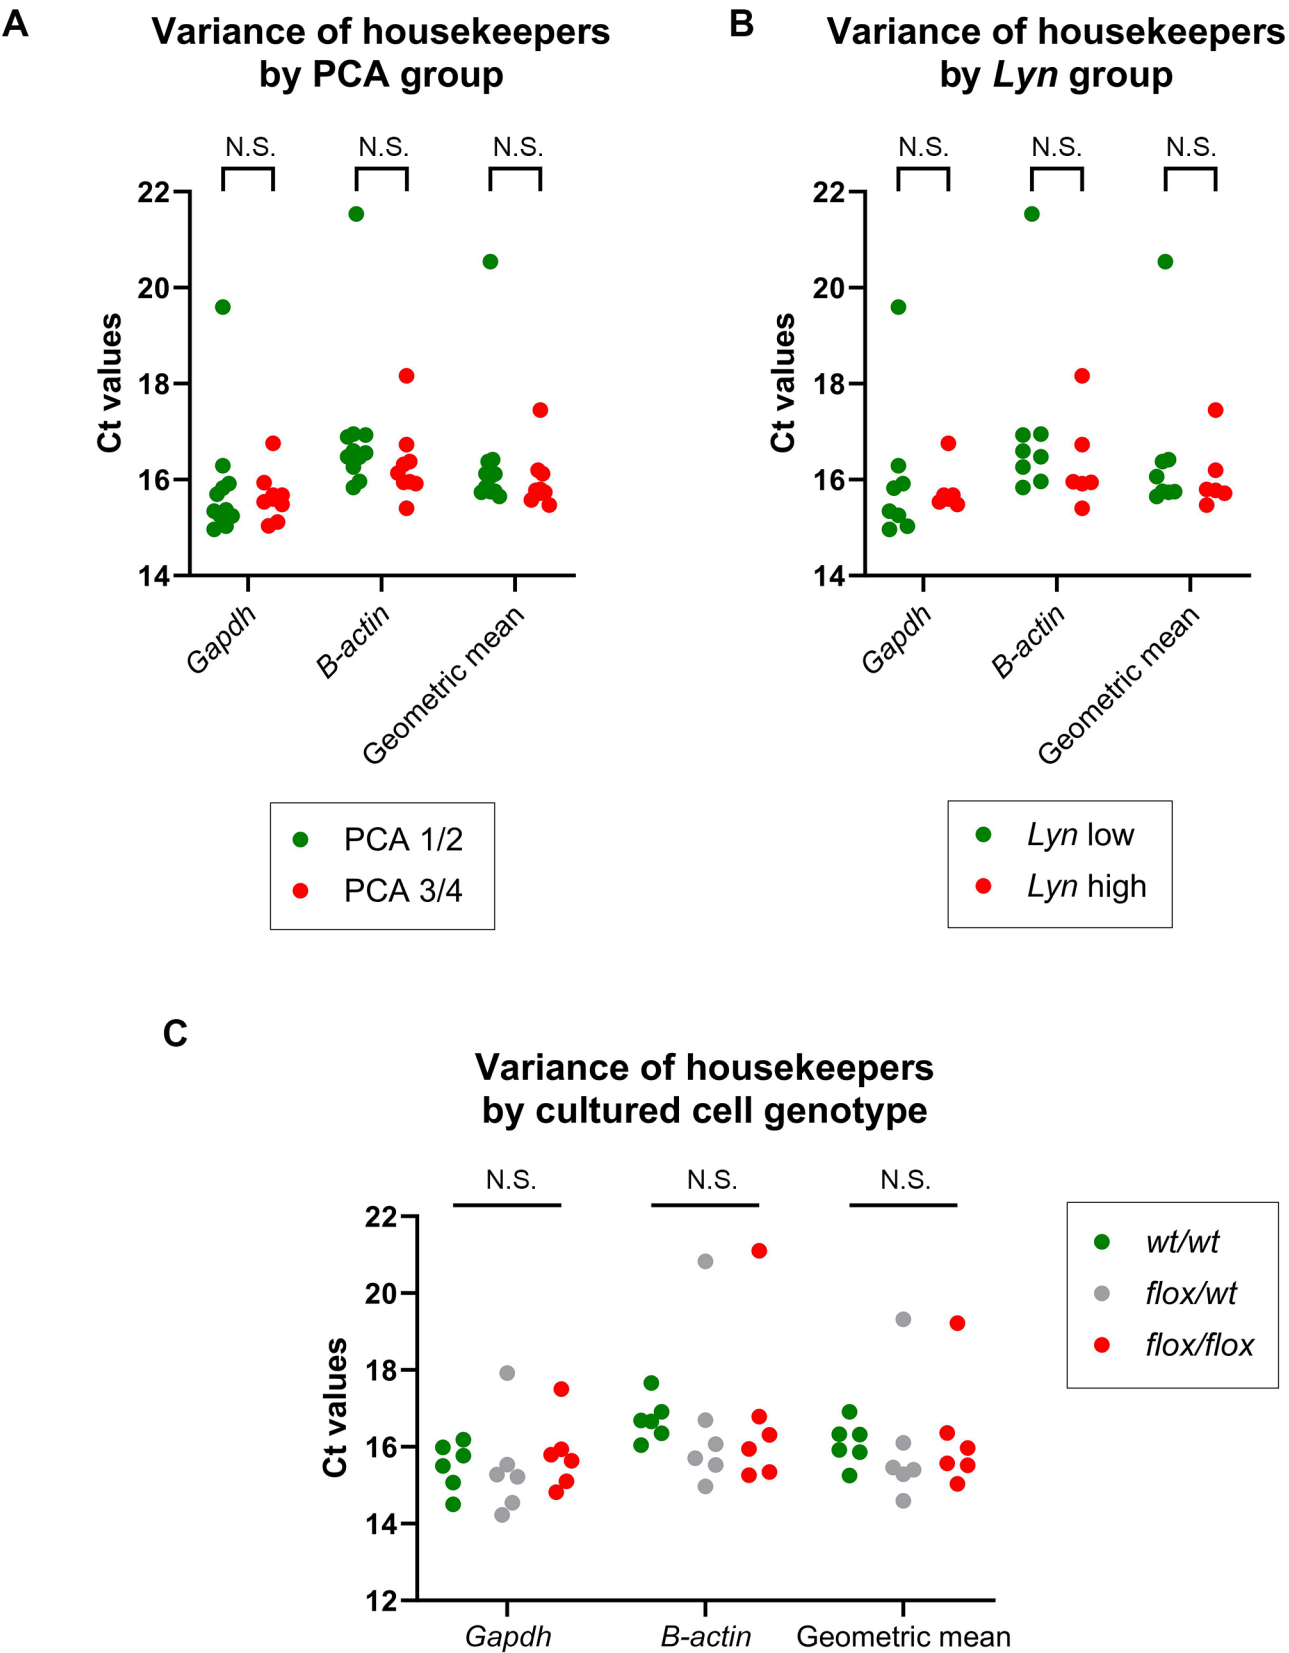

Fig. S6. (relates to Fig. 7): Quantitative real-time rtPCR (qrtPCR) expression (raw Ct values) of *Gapdh* and *B-actin* housekeeping genes in whole tumour samples (as used for RNAseq experiments; n= 11 PCA 1/2 and 9 PCA 3/4 tumours, 8 *Lyn* low and 6 *Lyn* high tumours) and tumour cells (n=6 of each genotype) in primary culture. There are no significant differences between any group (Mann-Whitney), however, there does appear to be a batch effect in the cultured cells, with higher *B-actin* expression in *Lyn*^{wt/wt} samples. Therefore only *Gapdh* was used for normalisation in these samples.

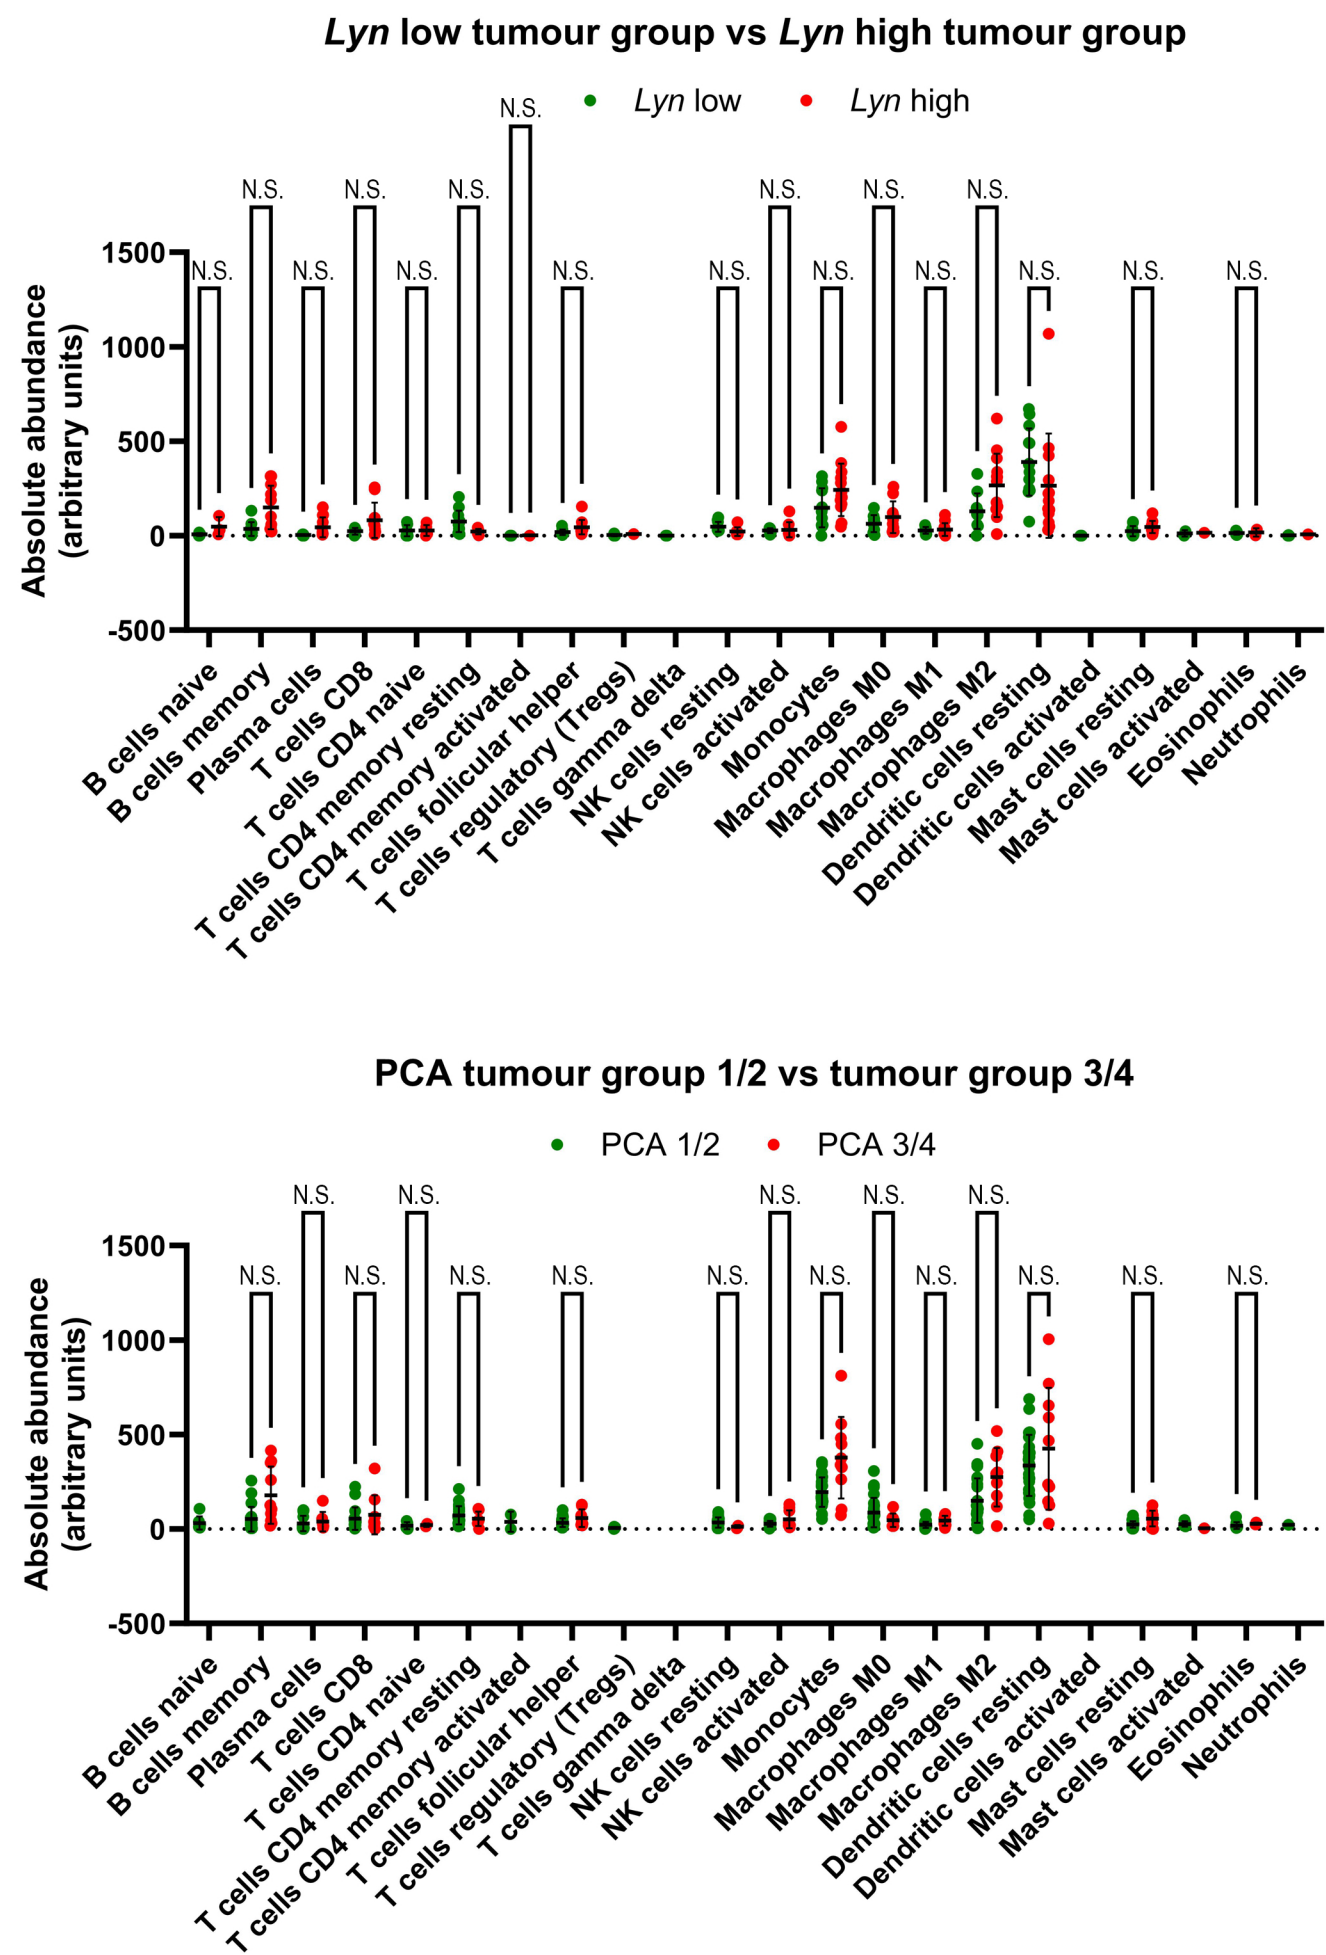

Fig. S7. (relates to Fig. 8): CIBERSORTx estimates of immune cell abundance in the *Lyn* low (n=13) vs *Lyn* high (n=13) (A) and PCA group 1/2 (n=29) vs PCA group 3/4 (n=10) tumours (B) based on normalised RNAseq expression data. Estimates are provided using the absolute abundance (arbitrary units) approach (Newman et al., 2019) so that the proportions of each different immune cell type are comparable. Mean±s.d.. N.S., no significant difference, multiple two-tailed t-tests with Holm-Sidak correction. If no significance indication is given, there were too few samples for statistical comparison (or none). ‘Zero’ data points are not plotted. Raw data in **Supplementary Table 13**.

Fig. S8. Raw scanned western blots from Fig. 1C, D and Fig. 3.

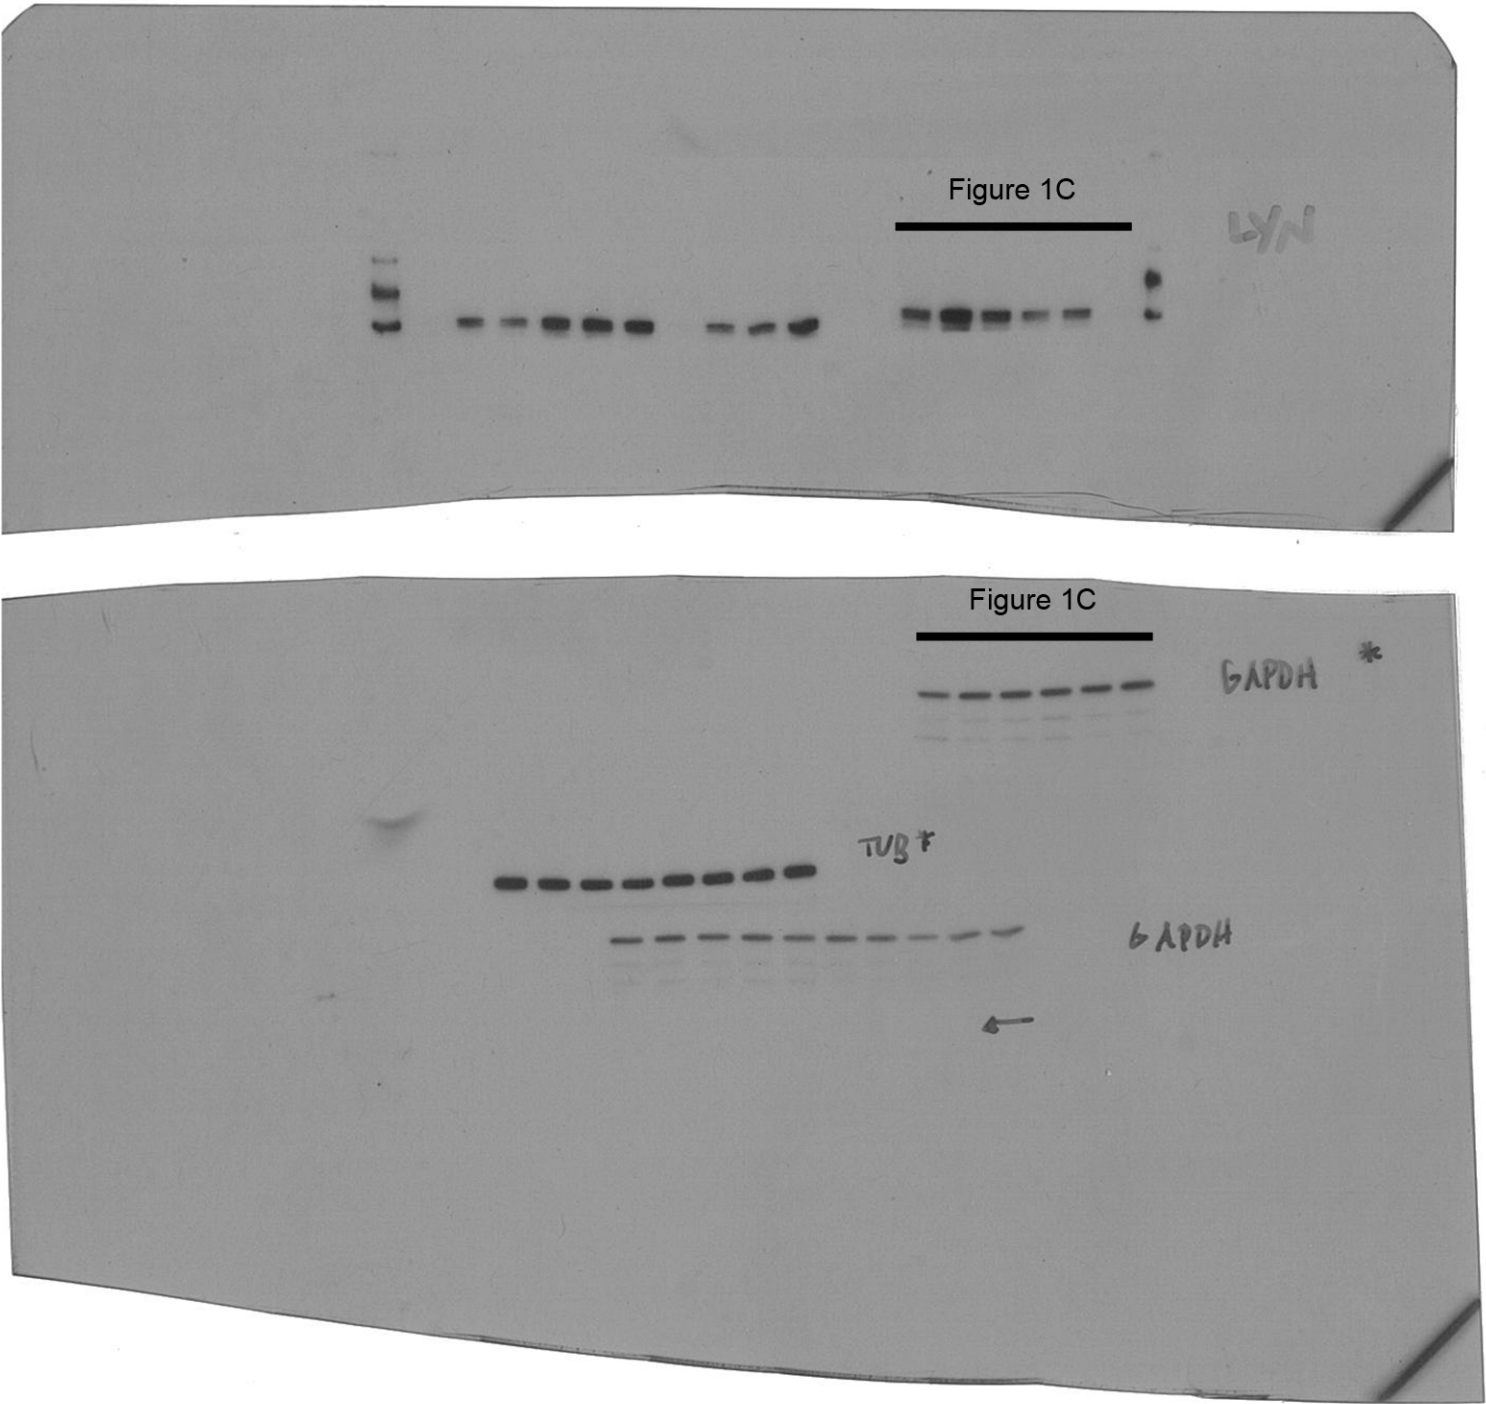

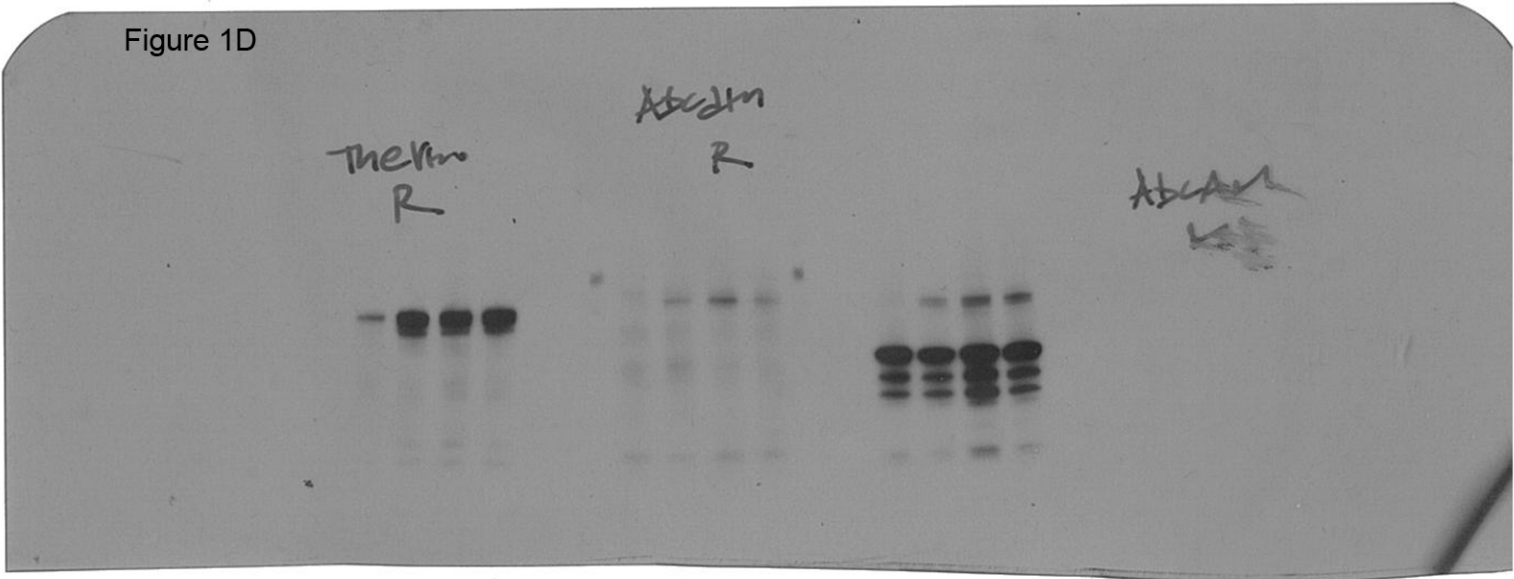

Figure 3l

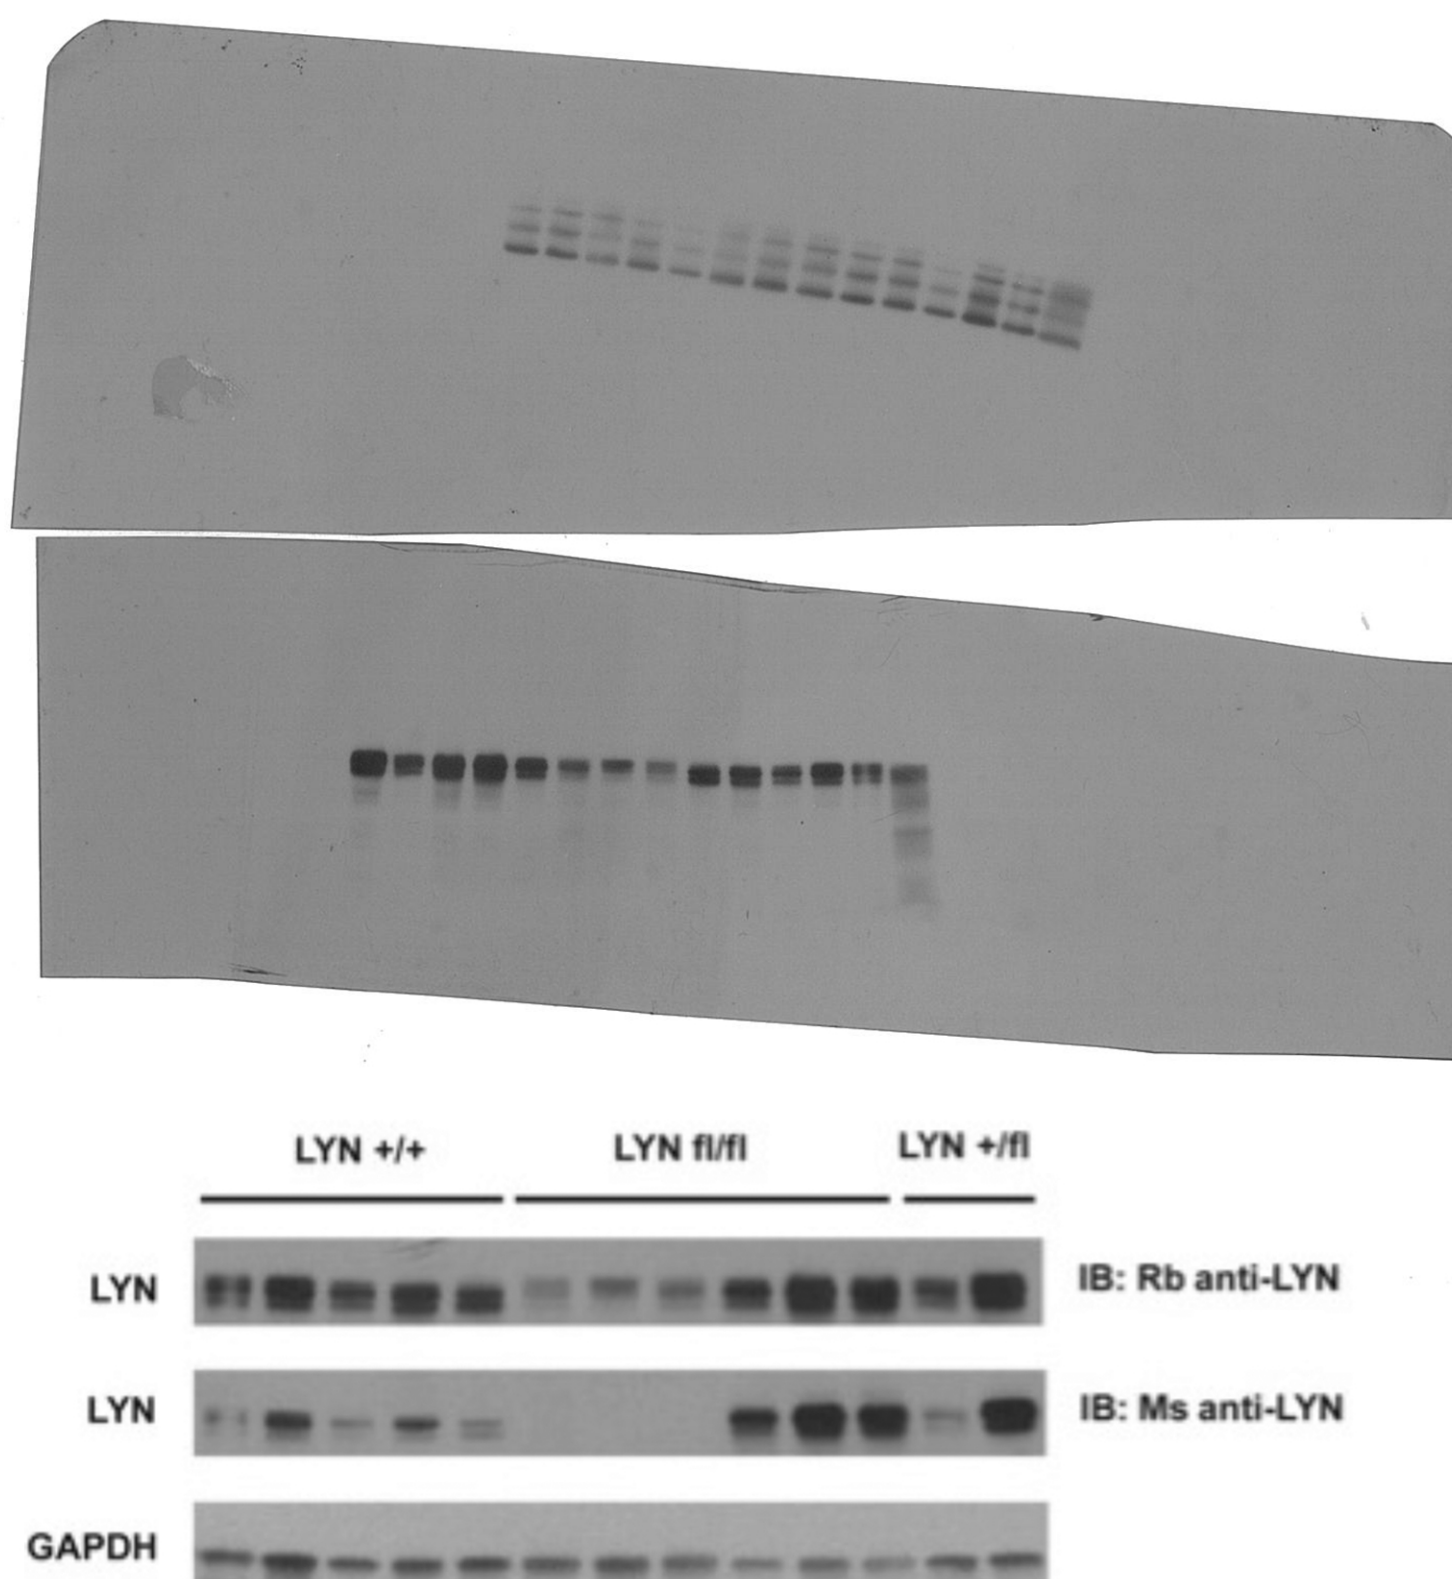

Figure 3I - additional heterozygous tumours

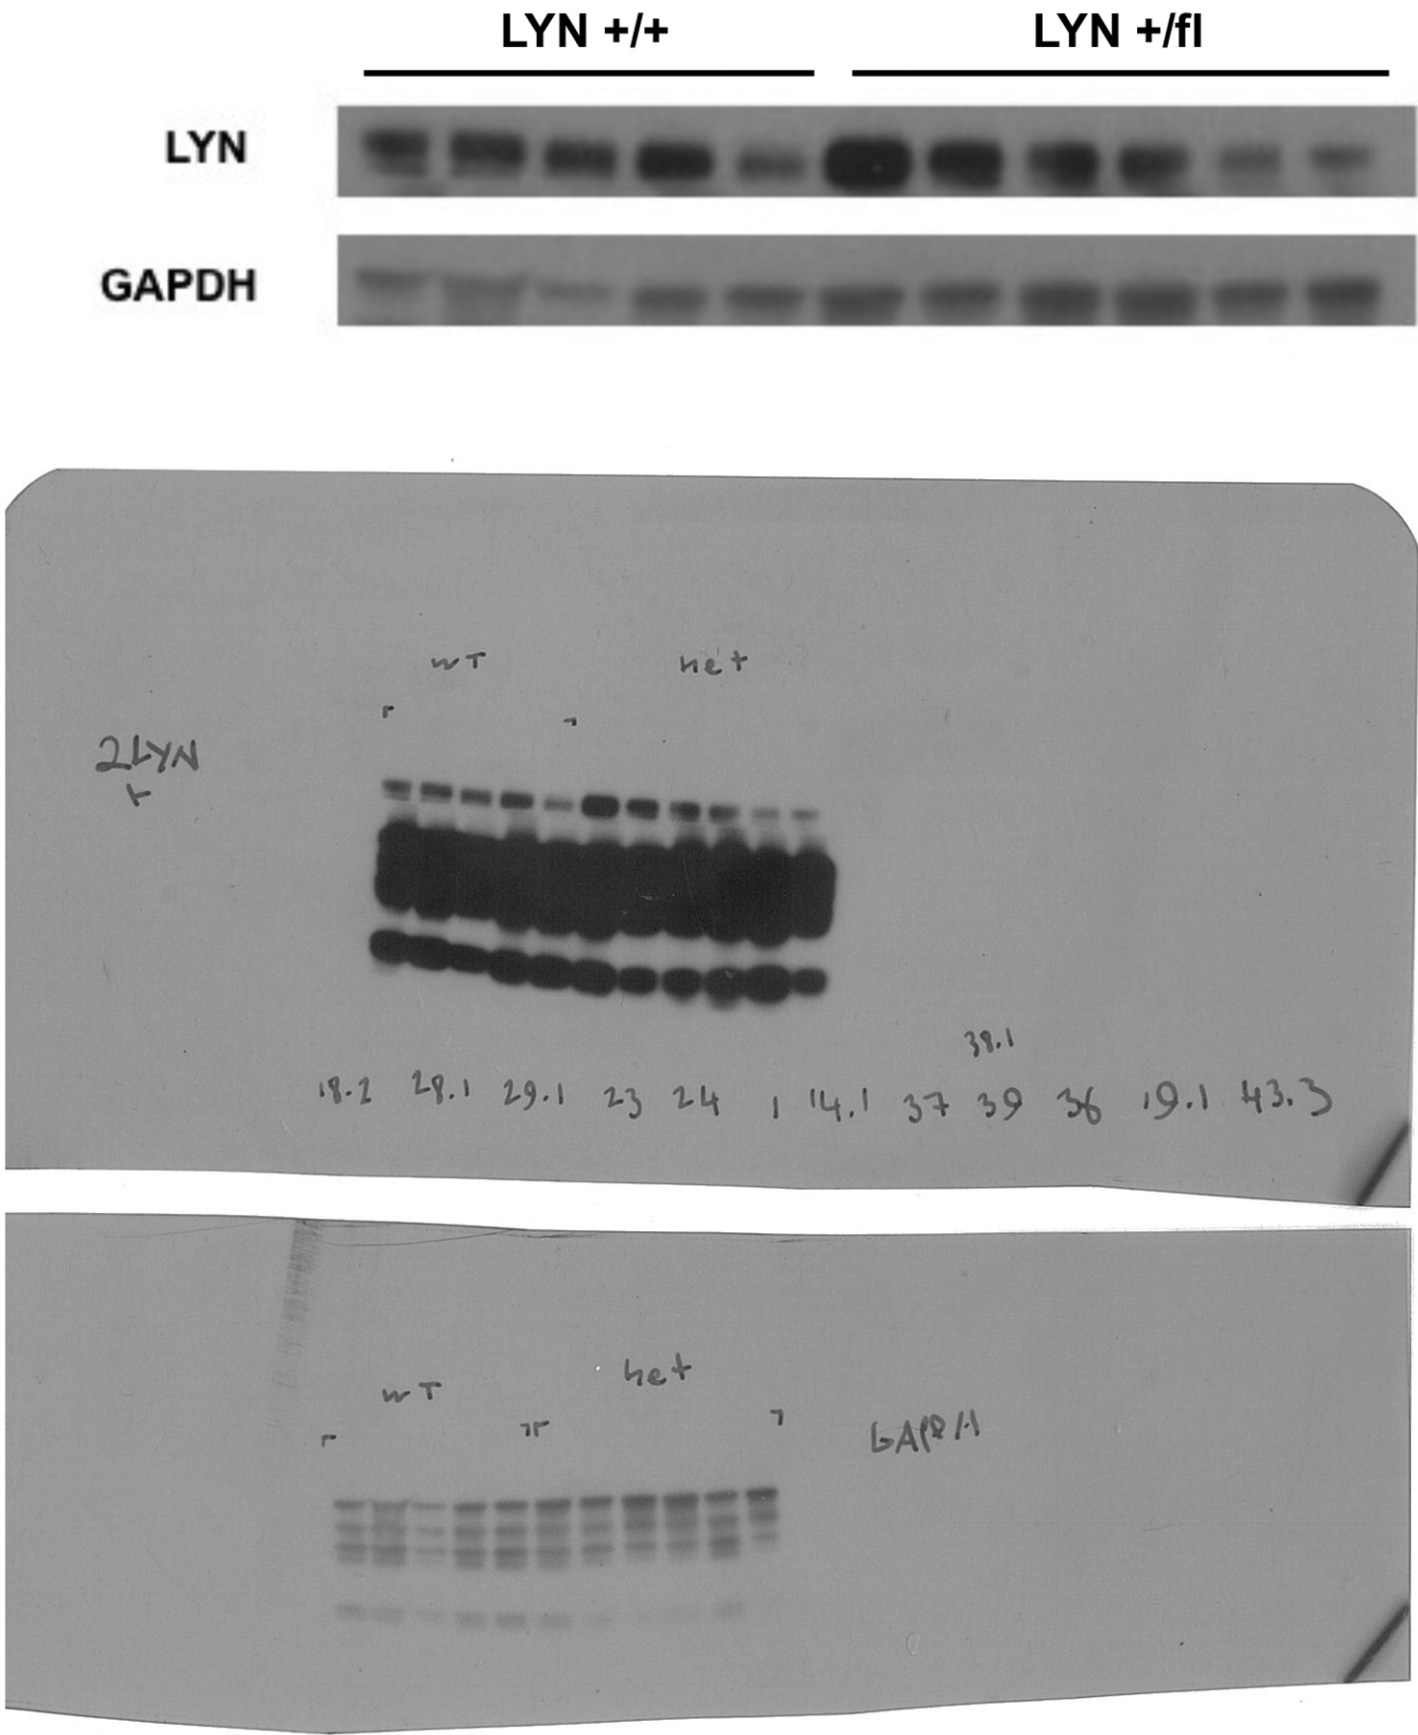

Table S1. Antibodies and primer sequences used in this study.

Available for download at
<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050211#supplementary-data>

Table S2. Full details of tumour cohort animals.

For mammary tumour phenotypes: AC, adenocarcinoma, no special type; AME, adenomyoepithelioma; ASQC, adenosquamous carcinoma; MSCC, metaplastic spindle cell carcinoma. For mammary tumour locations, the coding indicates the left or right side of the body, and the mammary gland number, 1 – 5. Where more than one tumour has arisen in the same location, they are indicated as A/B/C.

Available for download at
<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050211#supplementary-data>

Table S3. Full details of analysis of samples taken at necropsy, including animal and sample number, sample type, gross observations and histological observations, presence of metaplastic elements and ASQC or AME-like p63 staining, diagnosis, and, for the mammary tumours, *in vivo* doubling time and RNAseq sample identification.

*‘Yes’ or ‘No’ indicates whether or not p63 staining pattern was consistent with a diagnosis of ASQC or AME.
**Diagnoses of reactive hyperplasia of the spleen versus lymphoma are proposed by MJS and SB on the basis of the clinical behaviour of the animal and histology of the viscera. Extensive phenotyping of lymphocytic populations and analysis of clonality of expanding T-/B-cell populations was not carried out as this was not the primary purpose of the study.

Available for download at
<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050211#supplementary-data>

Table S4. Ki67 and LYN staining quantitation.

Ki67 staining was determined using the Cognition Master Professional Ki67 Quantifier automated Ki67 counting program on five (in one case six) fields of view from each tumour. LYN staining was indicated qualitatively (Y/N) for presence of stained epithelial-like areas, stained individual cells, stained tumour vasculature and stained non-tumour cells in the connective tissue. A histoscore approach (staining intensity 0 – 3 multiplied by area of positive stained cells 0 – 3) was then used to quantify staining in the epithelial-like tumour cells. See Methods for details.

Available for download at
<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050211#supplementary-data>

Table S5. RNAseq sample identifiers and sample features, including histological observations, diagnosis, *in vivo* doubling time, LYN and Ki67 staining.

Also included are the three categories used to identify sets of differentially expressed genes, namely (1) genotype of the animal from which the tumour was derived; (2) the normalised *Lyn* RNAseq expression score and the ranking of each tumour on the basis of that score; (3) the identifiers of each tumour used in the Principal Component Analysis (PCA ID) and its PCA group.

Available for download at
<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050211#supplementary-data>

Table S6. Raw and normalised RNAseq counts across all 39 samples and analysis of differential expression comparing tumours from the different cohort genotypes.

Available for download at
<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050211#supplementary-data>

Table S7. Raw and normalised RNAseq counts from the 13 tumours with the highest *Lyn* RNAseq expression counts (*Lyn* high tumours) and the 13 tumours with the lowest *Lyn* RNAseq expression counts (*Lyn* low tumours) and analysis of differential expression of genes across *Lyn* high and *Lyn* low groups.

Available for download at
<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050211#supplementary-data>

Table S8. Raw and normalised RNAseq counts and differentially expressed genes comparing tumours from PCA groups 1 and 2 with tumours from PCA groups 3 and 4.

Note positive fold changes are elevated in groups 3 and 4; negative fold changes are lowered in groups 3 and 4 / elevated in 1 and 2.

Available for download at
<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050211#supplementary-data>

Table S9. Significantly differentially expressed genes (DEGs) (adjusted p value <0.05; log2 fold change ≤0.5 or ≥2.0) for the WT vs HOM, *Lyn* high vs *Lyn* low and PCA 1 and 2 vs PCA 3 and 4 comparisons.

For each comparison, whether or not the DEG is also found to be differentially expressed in the other comparisons is indicated.

Available for download at
<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050211#supplementary-data>

Table S10. g:Profiler gene set enrichment analysis (GSEA) of DEGs from the *Lyn* expression and PCA comparisons.

Available for download at
<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050211#supplementary-data>

Table S11. Summary of GO Bioprocess and KEGG pathway interactions.

The GO BP terms have been collected together in functional groupings (see first tab) for each tumour set for ease of interpretation. Each tumour set is listed on a different tab. The KEGG pathways enriched within the tumour sets are summarised together on a single tab. Overlaps between GO BP and KEGG Pathway terms between the tumour groups as determined by VENNY are also indicated.

Available for download at
<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050211#supplementary-data>

Table S12. Raw and normalised quantitative real time rtPCR data from validation of differential gene expression (Fig. 7 and Fig. S6).

The first tab has raw Ct values, the second tab has values for whole tumour samples (as used for RNAseq) normalised by geometric mean of *Gapdh* and *B-actin*, the third tab has values for cultured cells normalised by *Gapdh* only. Normalised values indicated in grey, failed wells in red, samples used as comparator populations in yellow.

Available for download at
<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050211#supplementary-data>

Table S13. Results of CIBERSortx analysis on *Lyn* expression and PCA tumour groups.

Available for download at
<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050211#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

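RNAseq libraries of 39 mammary tumours were measured, 1 per tumour: 12 Lynwt/wt, 14 Lynfl/wt and 13 Lynfl/fl. The authors trimmed the reads with fastp, aligned them to GRCm38 with STAR 2.5.1b without multimapping reads, and counted them per gene of Gencode vM17 with featureCounts 1.5.1; these raw counts per gene and tumour, as deposited by the authors, were the starting point of all values computed here. The normalised signal values, as deposited, are the counts divided by DESeq2 size factors and rounded by the authors, and were used only for comparison. The ratio columns hold the fold change that the authors computed with DESeq2 through SARTools, and the log2 columns, as deposited by the authors, hold its logarithm without shrinkage. The p-value columns, as deposited, hold the authors' Wald test p-values from DESeq2 and their Benjamini-Hochberg adjusted form, and the version of DESeq2 is not given. In the authors' deposited table the Lyn comparison is coded as low over high, and it was turned here to high over low.

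The raw counts were the same in the 3 deposited tables and covered 53715 genes, of which 14411 had no count. Of the gene symbols, 27 had been turned into dates by a spreadsheet and were restored from the gene names. The tumours came from 28 animals, of which 9 gave more than 1 (20 tumours), as Table S5 shows. The consensus correlation of tumours of 1 animal, estimated with limma, was -0.016, 0.069 and 0.035 in the genotype, Lyn and PCA comparisons. Places in the genome were taken from Gencode vM21, also GRCm38, which held 53620 of the gene IDs and lacked 95. The total count per tumour ranged from 50490044 to 83122719 (median 62409143). Even numbers made up 79.77% of counts from 1 to 10, 70.99% of those from 11 to 100 and 62.34% of those from 101 to 1000. No pair of tumours had identical counts.

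Genes were compared with edgeR 4.0.16 in R 4.3.3: the low-count filter of the package, TMM normalisation, and the quasi-likelihood F test, with Benjamini-Hochberg adjustment over the genes kept. A gene was called at an adjusted p under 0.05 and a fold change of at least 2 or at most 0.5. The 3 main comparisons were Lynfl/fl with Lynwt/wt tumours (all 3 genotypes in the fit), Lyn-high with Lyn-low tumours, and PCA group 3/4 with PCA group 1/2 tumours. The groups, the tumour doubling times, the histoscores and the Ki67 scores were taken from the authors' tables. The autopsy year is not given there as such and was read from the first part of the autopsy number. Normalised counts in the text are TMM-scaled counts at the mean library size. Values per tumour were compared by permutation, exactly where a group held fewer than 10 tumours and otherwise with 100000 resamples, and correlations were tested with 100000 resamples; 21 such tests formed 1 family. Each correlation was repeated without the 2 tumours farthest from the median. Principal components were computed from the 500 most variable genes after the variance stabilizing transformation of DESeq2 1.42.0.

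Before the data were examined, 38 lists holding 545 genes were fixed, of cell types, tissues and pathways, and tested with camera from limma 3.58.1 at its preset correlation of 0.01 and with the correlation estimated from the data. The paper's lists of called genes and enriched terms had been read by then. The NF-kB, chemokine, B-cell, plasma-cell, thymic epithelium, M-cell, liver, keratinocyte, salivary gland and lymph node lists were chosen knowing some members among the paper's genes. Their set tests are thus not independent of the paper's results. Immunoglobulin genes, taken by symbol, formed a further list, also set beforehand. Another planned set test, fry from limma, was used in its directional form. It asks whether a list shifted in a common direction, not whether it shifted more than other genes. Lists that did not pass camera with an estimated correlation can pass fry. Examples in Lyn-high tumours are NF-kB (adjusted p = 0.00477) and chemokine genes (adjusted p = 0.00129). Its values are given for some lists only. Scores of B cells, plasma cells, macrophages and T cells are means of z-scores of log2 CPM over the list members kept by the filter. Genes were named by a rule also set beforehand: those the paper names for these data, the 10 called genes with the smallest p in each direction of a main comparison, and up to 4 members with the smallest p of each list reported. The values in the paper's own tables had been seen when this rule was set. Other genes, such as Aire, are said to be named after their values were seen.

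The comparisons were tested on simulated counts with the means, depths and dispersions of the real tumours and 200 changed genes. The changed genes had a mean count of at least 100, and calls were counted at the adjusted p alone, without the fold threshold. False calls made up 0.69%, 5.07% and 2.52% of the calls in the genotype, Lyn and PCA comparisons. Genes were drawn independently of each other, so false calls that correlated genes can bring in real tumours are not measured. Recovery and false calls also rest on 200 changed genes and need not hold where few genes change. Alternatives were DESeq2, its size factors in edgeR, no low-count filter, a stricter filter (at least 1 CPM in as many tumours as the smaller group holds), other thresholds, the authors' p-values, counts summed per animal, limma-voom with animals as correlated blocks, and a model without Lynwt/wt replicate 3. Further ones took the autopsy year, the genotype, the animal or the PCA group as a covariate. For each comparison 100 splits of the tumours into groups of the same sizes, the real one included, were compared. The term lists of Table S11 were not tested again, because the copy used holds 46 of the paper's 48 terms, and Table S9 was available only in part. Values per tumour were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.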

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

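Chosen after the result was seen were the tests of chance and of gains and losses for the chromosomes, of lymph node tissue (for both patterns it was weighed on), of thymus tissue, and of dendritic cells and B cells. Dendritic cells and B cells were read from the same model, which held their scores together with those of macrophages and T cells. The models with leukocyte scores as covariates were added after the data had been seen, with the test of macrophages and T cells written before its result.

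Thymic medullary genes had a median log2 fold change of 2.36 and M-cell genes one of 2.46 in PCA group 3/4, which the paper does not report, and the NF-kB genes rose with them. Thymus tissue in the pieces would bring genes of thymocytes and of the thymic cortex as well, but the median of these 10 genes was 0.57, 1.79 below that of the medullary genes, which argues against it. Macrophages and T cells in the pieces do not account for it as a whole, as far as their scores read them. With these scores as covariates 24 of the 27 called thymic medullary and NF-kB genes were still called, and 7 of the 10 called M-cell genes. None of the 8 called T-cell or the 8 called macrophage genes was by edgeR (7 and 8 with positive log2 fold changes). Those genes make up the scores, which fixed their loss by design. Dendritic cells, as read by their score in a joint model, do not account for it as a whole either. With the scores of dendritic and B cells added 22 of the 27 were still called. Of the 5 called dendritic-cell genes, which make up a score too, 1 was (median log2 fold change 0.29, from 1.61). Scores of markers read the amount of such cells, so changed expression within leukocytes is left open. For B cells the scores do not decide, as 1 of their 2 called genes was still called. But their list had a median log2 fold change of 0.56 (2 of 17 called), against 2.36 for thymic medullary and 2.10 for NF-kB genes. The 2 tumours with the highest B-cell scores, both of group 1/2, had 8942 and 8347 Nfkb2 counts, against at least 21041 in group 3/4. Spib, a member of the thymic medullary list, had 608.4 and 1004.8 counts in these 2 tumours, against a group 1/2 median of 32.2. Its group 3/4 counts had a median of 67443.4 and a lowest value of 337.2. For Nfkb2 the counts argue against B cells as the source, and the list medians go the same way. A share from B cells in other members, such as Spib, stays open, as the mean B-cell score was higher in group 3/4. Lymph node tissue stays open, as 25 were called without the 3 tumours that had it in the section. But of the 7 lymph node stroma genes 4 had lower and 3 higher log2 fold changes than with these tumours, and 1 of their 2 called genes was still called. No biological explanation was tested, the data cannot assign counts to cells, and 9 of the 29 NF-kB genes and 6 of the 13 thymic medullary genes are also held by another list.

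Between Lynfl/fl and Lynwt/wt tumours, genes of whole chromosomes shifted together: on chromosomes 12 and 16 the tested genes had median log2 fold changes of -0.35 and -0.31. In Lynwt/wt tumour 42 chromosome 12 lay 1.17 above the median of the tumours on the log2 scale, in 12 of 12 windows of 10 Mb. Lynwt/wt tumours 60, 4, 41 and 59 followed with 0.848, 0.739, 0.706 and 0.528, and tumours 42 and 59 came from the same mouse. Library size is argued against, with a rho of -0.115 between the shift of chromosome 12 and the total count. Gains and losses of chromosomes in single tumours remain a candidate explanation, since the 2 ends of a chromosome, parted at its middle gene, shifted together over the tumours (median rho 0.44, against a 95th percentile of 0.319 for ends of different chromosomes). That such shifts fell on the genotypes by chance stays open too, as the largest difference over 20 chromosomes, that of chromosome 16 (-0.263), had a permutation p of 0.15. Taken one by one, no chromosome passed the permutation test (lowest adjusted p = 0.102, and 0.291 for chromosome 12). A biological explanation through the genotype was not tested beyond that permutation.

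Markers of leukocytes were among the genes higher in Lyn-high tumours, and 2 sources can be set side by side in the tumours of intermediate Lyn rank, which the comparison did not use. Leukocytes in the pieces may account for part of them: over 967 genes the median rho with the macrophage score was 0.302 (13 tumours), just above the 0.3 set before it was computed. The LYN level of the neoplastic cells, read from the histoscore, is left undecided by a median rho of 0.167 in 10 tumours. Both values lay above all 1000 expression-matched lists (highest 0.071 and 0.012), which do not carry the correlation among the genes, so the 2 sources are not told apart. Lymph node tissue stays open, since 797 of the 978 genes were still called without the tumours that had it in the section, but so were 3 of the 5 lymph node stroma genes (median log2 fold change 2.13, against 2.01 with these tumours).

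Lynwt/wt replicate 3 stood apart within PCA group 3/4, with a gap to the next tumour of 0.475 of the range for log2 Lyn counts and 0.515 for the macrophage score, above the critical value of 0.466 for 10 tumours in both, among 7 measures tested, where chance gives about 1 in 20. The relation of the plasma-cell score with doubling time differed between the years, by 0.721 in rho (0.65 in 16 tumours of 2020 and -0.071 in 20 of 2021; permutation p = 0.00668, 0.0267 adjusted over 4 relations).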

How the results depend on the processing

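Chosen after the results had been seen were the models with leukocyte scores, those without tumours with a lymph node, those of intermediate Lyn rank only, DESeq2 with the thresholds of Table S9, halved counts, the relations within PCA group 1/2, and the values by year except for those of the relations of Lyn, B-cell and plasma-cell values with histoscore or doubling time. No paired analysis was possible by tumour number, because each number belongs to 1 tumour. Pairing by animal was possible and is given as the animal block, which rests on 2 mice for the Lyn groups and 4 for the PCA groups. The causes of the changes were not tested.

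Between Lynfl/fl and Lynwt/wt tumours, edgeR called 1 gene higher and 5 lower. DESeq2 called 32 and 90, with the thresholds of Table S9 18 and 104, and the authors' p-values gave 25 and 60. Without a low-count filter edgeR called 4 and 16, and without Lynwt/wt replicate 3 it called 2 and 11. With a stricter filter, counts summed per animal, the autopsy year as a covariate or only the 2 groups in the fit, edgeR called 0 and 0 (unadjusted p under 0.05 for 1742, 2351, 2164 and 1853 genes), as did limma-voom with correlated animals (1640 genes). Between Lynfl/wt and Lynwt/wt tumours the 3 genes became 142 with DESeq2, 47 without a filter, 14 without Lynwt/wt replicate 3, and 0 in edgeR with the stricter filter, summed counts, the year or only the 2 groups (unadjusted p under 0.05 for 1659, 2000, 1844 and 1831 genes). Between Lynfl/fl and Lynfl/wt tumours edgeR called 0 genes (1333 at an unadjusted p under 0.05) and DESeq2 92.

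In Lyn-high tumours 978 genes were higher and 90 lower. Without a low-count filter they were 1647 and 212, with the autopsy year 521 and 26, with genotype 597 and 24, and with the PCA group 364 and 4. With the animal as a block edgeR called 0 and 0 (unadjusted p under 0.05 for 1739 genes), and DESeq2 with the thresholds of Table S9 called 1770 higher. The lower genes alone moved with DESeq2 (219), the adjusted p only (189), the thresholds of Table S9 (43), the authors' p-values (192) and without tumours with a lymph node (50). In PCA group 3/4 1499 genes were higher and 1254 lower. With the adjusted p only they were 2366 and 2035, with the thresholds of Table S9 601 and 1888, with those and DESeq2 898 and 2602, with the animal as a block 216 and 84, and in the tumours of intermediate Lyn rank only 646 and 240. The higher genes alone moved without a low-count filter (2978) and with leukocyte scores as covariates (877 with those of macrophages and T cells, 749 with those of B cells and dendritic cells as well). The 679 genes that the Lyn and PCA comparisons shared in the same direction became 278 at the thresholds of Table S9, and 244 with the PCA comparison in tumours of intermediate rank. Principal component 1 held 28.2% of the variance of log2 CPM and 18.3% over all kept genes.

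For values per tumour, these no longer passed: Lyn counts across genotypes on the linear scale (F = 2.52), within 2020 (1.55) and within 2021 (2.7); the difference in histoscore within 2021 between the Lyn groups (2.88) and the PCA groups (2.2); and the difference in doubling time between the Lyn groups within 2020 (2.996 days) and 2021 (0.038 days) and between the PCA groups within 2020 (2.61 days). The same holds for PCA group differences in log2 Lyn counts within 2021 (0.25), in the B-cell score within 2020 (0.63) and in the plasma-cell score within 2021 (0.279), and for rho of Mki67 with the Ki67 score within 2020 (0.129) and of Lyn with the T-cell score within 2021 (0.395). With doubling time, Lyn counts passed with 1 value per animal (0.44) and without Lynwt/wt replicate 3 (0.382), and the B-cell score passed with 1 value per animal (0.417) and as Pearson's r (0.357). Within PCA group 1/2 rho with doubling time was -0.044 for the B-cell score, of opposite sign, and 0.168 for the plasma-cell score, which within 2021 had the opposite sign (-0.071). In all, 135 of the other values of these results kept their direction and side of the threshold or stayed within 1.5 times.

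Of the named genes, taken over all settings, 2512 values kept their call, 311 lost and 27 gained one. The sign turned without a call in 8 values: between the Lyn groups for Hif3a with DESeq2 (0.42, and 0.42 with the thresholds of Table S9) and with the animal as a block (0.64), Capns2 with DESeq2 (-0.034 under either thresholds), Egr4 with the animal as a block (0.43) and Nfkb2 with the PCA group (-0.20), and between the PCA groups for Hif3a with limma-voom (0.04). Of the counts of list members 215 stayed within 1.5 times and 48 did not.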

Differences from the paper's values

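The paper gives 12 genes higher in Lynfl/fl than in Lynwt/wt tumours, and edgeR called 1 at the thresholds of the paper's figure legends. None of the alternatives set before the data were examined came within 1.5 times of the paper's value: DESeq2 gave 32, its size factors in edgeR 1, no low-count filter 4, the adjusted p only and the thresholds of Table S9 1 each, the authors' p-values 25, the model without Lynwt/wt replicate 3 2, and the stricter filter, summed counts, the autopsy year and 2 groups in the fit (all edgeR) and limma-voom 0. For genes lower in Lynfl/fl tumours the paper gives 81, edgeR called 5, and DESeq2 (90) and the authors' p-values (60) came within 1.5 times of the paper's value, while all the other alternatives just listed did not.

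For genes higher in Lyn-high tumours the paper gives 1655 and edgeR called 978. DESeq2 (1140), no low-count filter (1647), the adjusted p only (1165) and the thresholds of Table S9 (1152) came within 1.5 times. DESeq2 size factors in edgeR, the stricter filter, summed counts, the covariates of year, genotype, animal and PCA group, the authors' p-values, limma-voom and the model without Lynwt/wt replicate 3 did not. For genes higher in PCA group 3/4 the paper gives 835 and edgeR called 1499. The stricter filter (1119) and the thresholds of Table S9 (601) came within 1.5 times, and DESeq2, its size factors in edgeR, no filter, the adjusted p only, summed counts, the covariates of year, genotype and animal, the authors' p-values, limma-voom and the model without Lynwt/wt replicate 3 did not. For genes lower in PCA group 3/4 the paper gives 2437 and edgeR called 1254. DESeq2 (1631), no filter (1880), the adjusted p only (2035) and the thresholds of Table S9 (1888) came within 1.5 times, and its size factors in edgeR, the stricter filter, summed counts, those covariates, the authors' p-values, limma-voom and the model without Lynwt/wt replicate 3 did not.

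The authors' deposited tables hold the paper's counts exactly at the thresholds found in Table S9, which are a log2 fold change of at least 2 or at most -0.5 in the authors' coding, while at a fold of 2 in both directions they hold 26 and 66, 1416 and 213, and 1808 and 1652 genes. DESeq2 with the thresholds of Table S9, chosen after the values had been seen, called 18 and 104, 1770 and 133, and 898 and 2602 genes, and of the genes called in the authors' tables at those thresholds it dropped 0 of 12 and 0 of 81, 1 of 1655 and 0 of 100, and 0 of 835 and 2 of 2437.

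For genes shared by the Lyn and PCA comparisons the paper gives 340, of which 282 are higher in both Lyn-high and PCA group 3/4 tumours, and edgeR gave 681 and 604. The thresholds of Table S9 (280, with 242 higher in both) came within 1.5 times, and DESeq2 (904, with 719 higher in both) did not. In the authors' deposited tables 445 genes are shared at the thresholds of Table S9, 367 of them higher in both. The paper gives 1 gene higher in Lyn-high and in PCA group 1/2 tumours, and edgeR, DESeq2 and the thresholds of Table S9 each gave 2.

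The paper states that Lyn expression did not differ between the cohorts, and on the log2 scale it did (permutation p = 0.00899), though on the linear scale it did not pass (F = 2.52, permutation p = 0.0724). The paper's legend gives 13 Lynfl/wt and 14 Lynfl/fl tumours for this comparison, where Table S5 gives 14 and 13, and the points drawn for the 2 groups look exchanged; an exchange of the 2 names as a whole leaves F unchanged. It states that doubling time did not differ over the 4 PCA groups by a Kruskal-Wallis test, which uses ranks. The permutation p here was 0.0254 for F on the values themselves, so the 2 tests use unlike statistics.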

Other observations

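The tests given here were written before their results were seen, except for the comparison of the term lists of Table S11. The gene lists named were fixed beforehand and picked for mention after their values had been seen. The list of lymph node stroma was fixed knowing some members among the paper's called genes.

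Epithelial genes differed between the PCA groups in ways the paper does not describe. Of 8 genes of hormone-sensing luminal cells 3 fell in PCA group 3/4, the receptors Prlr (-2.94) and Pgr (-2.27) and the growth factor Areg (-2.20), and 3 rose, Tnfsf11, which encodes RANKL (1.88), Wnt4 (1.64) and Cited1 (1.98), all as log2 fold changes (adjusted p = 0.626 by camera, and adjusted p = 0.739 with an estimated correlation). Of 11 milk protein genes 2 rose, the casein gene Csn2 (4.70) and Glycam1 (2.12), and 2 fell, Csn3 (-3.57) and Lalba (-4.04; adjusted p = 0.376 by camera, and adjusted p = 0.739 with an estimated correlation). Interferon-response genes rose in 9 of 20 cases, 11 adjusted over the list alone, among them Mx1 (1.98), Ifit2 (1.81), Oas3 (2.54) and Irf7 (1.70; adjusted p = 8.8e-05 by camera, and adjusted p = 0.552 with an estimated correlation). Of 7 genes of lymph node stroma 2 rose, the vascular addressin Madcam1 (7.75) and Glycam1 (adjusted p = 0.0539 by camera, and adjusted p = 0.552 with an estimated correlation). Within animals 1 of these 7 was called, and none of the hormone-sensing, milk protein and interferon genes by edgeR (2, 0 and 0 lower adjusted over the list alone), with adjusted p of 0.815, 0.815 and 0.509 with an estimated correlation. Between the Lyn groups, genes of glycolysis and hypoxia leaned down as a set, with none of 20 called by edgeR or DESeq2 and 9 lower and 0 higher at an unadjusted p under 0.05 (adjusted p = 1.4e-06 by camera, and adjusted p = 0.0946 with an estimated correlation).

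Between Lynfl/wt and Lynwt/wt tumours, for which the authors' deposited table holds 104 genes at an adjusted p under 0.05, edgeR called 3 genes lower, Rfx8 (log2 fold change -7.99), Il6ra (-1.12) and Capns2 (-5.10), each with an adjusted p of 0.0401, and DESeq2 called 142 genes.

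Across the 39 tumours 1691 of 18997 genes correlated with Lyn at an adjusted p under 0.05, 1172 positively. Of 1000 genes of matched expression, 84 had as many correlated genes or more, with a median of 50 and a highest count of 4481.

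Over 100 splits of the tumours, the real one included, chance could not be excluded for the 6 genes called between Lynfl/fl and Lynwt/wt tumours, as 5 splits gave as many and the highest of the others gave 339, which points to a structure of the tumours that was not tested. For the Lyn groups 1 split, the real one, gave as many as 1068 genes (highest other 13), and for the PCA groups 1, the real one, as many as the 1499 higher and 1254 lower genes together (highest other 173). Both groupings were drawn from the expression values of these same tumours, which favours the real split by design, so the comparison with random splits does not tell whether chance made these groups.

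Whether the longer doubling time of Lyn-high tumours goes with fewer Ki67-positive cells could not be told: the Ki67 score was lower in their mean, with a permutation p of 0.144, which leaves it open.

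In the copy of Table S11 used, 46 terms are listed for Lyn-high and 46 for PCA group 3/4 tumours, 46 of them in both, of which 45 carry an identical adjusted p and 46 an identical list of genes, with a query size of 625 in both.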
